# Clump sequencing exposes the spatial expression programs of intestinal secretory cells

**DOI:** 10.1038/s41467-021-23245-2

**Published:** 2021-05-24

**Authors:** Rita Manco, Inna Averbukh, Ziv Porat, Keren Bahar Halpern, Ido Amit, Shalev Itzkovitz

**Keywords:** RNA sequencing, Cell biology, Computational biology and bioinformatics, Differentiation, Single-cell imaging

## Abstract

Single-cell RNA sequencing combined with spatial information on landmark genes enables reconstruction of spatially-resolved tissue cell atlases. However, such approaches are challenging for rare cell types, since their mRNA contents are diluted in the spatial transcriptomics bulk measurements used for landmark gene detection. In the small intestine, enterocytes, the most common cell type, exhibit zonated expression programs along the crypt-villus axis, but zonation patterns of rare cell types such as goblet and tuft cells remain uncharacterized. Here, we present ClumpSeq, an approach for sequencing small clumps of attached cells. By inferring the crypt-villus location of each clump from enterocyte landmark genes, we establish spatial atlases for all epithelial cell types in the small intestine. We identify elevated expression of immune-modulatory genes in villus tip goblet and tuft cells and heterogeneous migration patterns of enteroendocrine cells. ClumpSeq can be applied for reconstructing spatial atlases of rare cell types in other tissues and tumors.

## Abstract (web summary)

Combining scRNA-seq with spatial information to enable the reconstruction of spatially-resolved cell atlases is challenging for rare cell types. Here the authors present ClumpSeq, an approach for sequencing small clumps of tissue attached cells, and apply it to establish spatial atlases for all secretory cell types in the small intestine.

## Introduction

Many tissues such as the liver, the intestine, and the kidney, are composed of structured anatomical units^1^. Spatially varying concentrations of oxygen, nutrients, and morphogens along these units dictate distinct gene expression signatures for cells residing at different spatial coordinates, a phenomenon termed “zonation”^1^. Approaches to spatially reconstruct zonation patterns combine scRNAseq with spatial expression profiles of landmark genes characterized by RNA in situ hybridization^2–6^. An alternative approach, when no prior knowledge of landmark gene candidates exists, entails the spatial measurements of the complete transcriptome of small tissue regions, isolated using laser capture microdissection (LCMseq)^7^. While these approaches successfully reconstruct the zonation patterns of the major cell types in a tissue, rare cell types are more challenging, since their transcript contents are diluted in the spatial measurement techniques.

A recent approach for sequencing pairs of attached cells enabled reconstructing the zonation patterns of liver endothelial cells, by utilizing the landmark genes of their attached hepatocytes^8^. This approach relies on the prospective isolation of mixed pairs, requiring unique surface markers for the cell types of interest, markers which do not generally exist. Reconstructing zonation patterns of rare tissue cells, therefore, remains an open challenge.

In the small intestine, epithelial cells operate in repeating crypt-villus units (Fig. 1a). Crypt-harboring stem cells and progenitors, supported by a Paneth cell niche, continuously divide to generate differentiated cells^9^. Around 90% of the differentiated epithelial cells are absorptive enterocytes. LCMseq-guided single-cell reconstruction revealed profound zonation of enterocyte gene expression along the villus^7^. Additional secretory epithelial cell types include mucus-producing goblet cells^10,11^ (~8%), hormone producing enteroendocrine cells^12^ (~1%) and chemosensory tuft cells^13,14^ (~1%). These rare cell populations are important for the protection of the tissue and for communication with other stromal cell types and with other organs^15^. Using a reporter mouse model, Clevers and colleagues reconstructed the temporal expression programs of enteroendocrine cells along the crypt-villus axis^12^, however, zonated expression patterns of goblet and tuft cells are unknown.

**Fig. 1:**
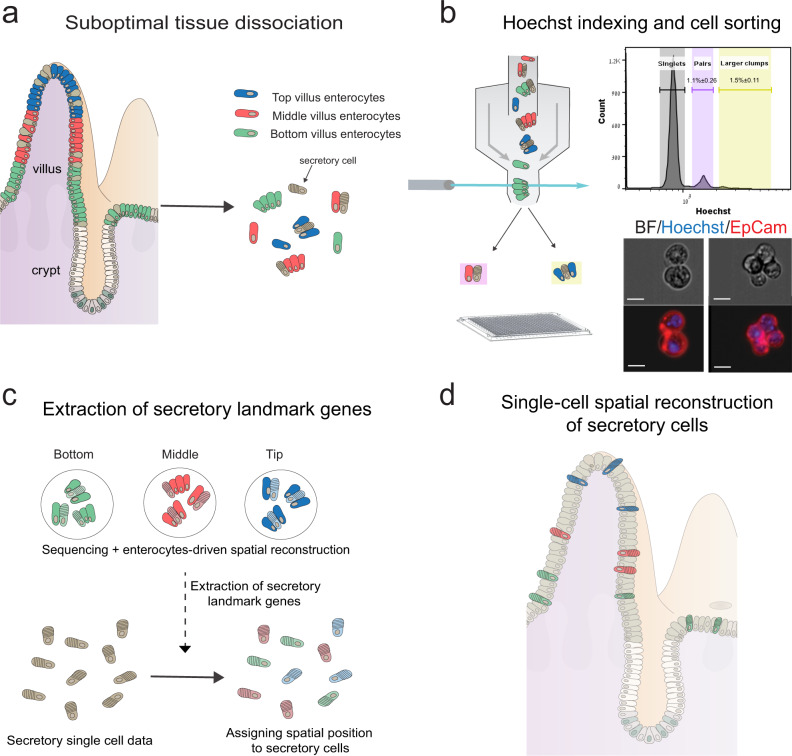
Schematic representation of the experimental design. **a** The intestinal tissue is suboptimally dissociated to generate clumps. **b** Clumps are enriched with FACS, based on Hoechst DNA staining; the histogram shows ImageStream quantification of the clumps’ nuclear DNA content (*n* = 3 mice). Source data are provided as a Source data file; bottom shows an example of a pair (left) and a 4-cell clump (right). Scale bar, 10 μm. **c** The position of clumps is computationally inferred by the enterocyte transcriptome, and spatial landmark genes for specific secretory cells are retrieved. **d** These are used to infer the location of single sequenced secretory cells, enabling zonation reconstruction.

To overcome the limitations in reconstructing spatial expression profiles of rare cells, we present ClumpSeq, an approach for sequencing small clumps of attached tissue cells. Sequencing clumps increases the capture rate of rare cell types without the need for antibody enrichment, and utilizes the spatial information of the major tissue cell type. We use this approach to reconstruct spatial maps of all intestinal secretory epithelial cell types along the crypt-villus axis, revealing zonated immune-modulatory programs and heterogenous migration patterns.

## Results

### ClumpSeq enables reconstructing spatial expression patterns of rare cell types

ClumpSeq entails the sub-optimal dissociation of the epithelium into small clumps of 2–10 cells (Fig. 1a, b, Supplementary Fig. 1a, b) and sequencing of these clumps using scRNAseq protocols. Analysis of clumps increases the capture rate of rare epithelial cells, while avoiding the need for dedicated surface markers and for massive numbers of sequenced cells. The enterocyte transcriptome in each clump enables inferring the clump location along the crypt-villus axis (Fig. 1c). Such information facilitates extracting large panels of spatially-varying landmark genes that are specific to the rare secretory cell type of interest, enabling spatial reconstruction of their entire transcriptome by integrating single-cell data (Fig. 1d).

We applied sub-optimal tissue dissociation using EDTA without the addition of commonly used dissociation enzymes (“Methods”) and stained for DNA content using Hoechst dye. We used fluorescence-activated cell sorting (FACS) to select clumps based on the DNA content (Fig. 1b, Supplementary Fig.1b). 

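Clumps of jejunal epithelium from 5 mice were sequenced by MARS-seq, a plate-based protocol that gives each well its own barcode and each captured mRNA molecule a unique molecular identifier (UMI). The Methods section gives the mice an age of 8 to 12 weeks, and the sample labels give 3 months. Pairs (4n DNA content) came from mice 1 to 5, on 4, 10, 8, 3 and 2 plates, and larger clumps (above 4n) from mice 1, 4 and 5, on 3, 6 and 5 plates. A further 4 plates of clumps above 2n from mouse 6 were not used in these comparisons.

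The authors deposited whole-number UMI counts for 27538 genes in 17162 wells of 45 plates, 38454111 UMIs in total and before any normalization. Summed over all wells of a mouse, pairs held 246931 to 6945709 UMIs, with a median of 1497048, and larger clumps 1044561 to 19597969 UMIs, with a median of 2910049. The paper subtracts the background of 4 empty wells per plate, but the files do not name those wells, so no background was subtracted.

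Wells with at least 200 genes and at most 30% mitochondrial UMIs numbered 6540, and 6004 of these held over 500 UMIs. For the same steps the paper reports 5297 and 4788 clumps.

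The landmark genes of Supplementary Data 1 placed each clump in the crypt, the mid-villus or the villus tip, by the landmark list whose genes its normalized landmark expression matched best. The table of enterocyte zones used by the paper was held here only in part, so these 3 zones are coarser than the paper's. After the 2% of clumps with the lowest landmark sums were left out, 5883 clumps had a zone. Of these, 3274 lay in the crypt, 1813 in the mid-villus and 796 at the villus tip. UMIs were then summed over the clumps of each mouse and zone, so that the mouse was the replicate. These sums held 348722 to 18876318 UMIs in the crypt and 77747 to 742534 UMIs at the villus tip.

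Genes were compared between zones with edgeR's quasi-likelihood test after normalization by its TMM method, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Levels are given as CPM, scaled by the total UMIs.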

We sorted the clumps into 384-well plates and applied the MARS-seq protocol^16^ for sequencing their transcriptomes. The resulting clumps exhibited zonation patterns, as evident by the distinct expression in different clumps of the crypt (Fig. 2a), bottom villus (Fig. 2b), mid-villus (Fig. 2c) and villus tip enterocyte genes (Fig. 2d). In addition to these zonated enterocyte genes, many clumps exhibited mRNAs of secretory genes, attesting to the successful capture of goblet cells (Fig. 2e), enteroendocrine cells (Fig. 2f), tuft cells (Fig. 2g) and Paneth cells (Fig. 2h). 

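Of the genes of Fig. 2a–d, 5 (Reg1, Ada, Nt5e, Slc28a2 and Creb3l3) are landmarks that placed the clumps in their zones, so their own differences between zones follow in part from the grouping. The summed crypt genes (Mki67, Ccnb1, Ccnd1, Mcm2, Pcna and Olfm4) stood at 324 ± 147 CPM (SD, n = 5 mice) in crypt clumps, 60.4 ± 23.1 in mid-villus clumps and 44.4 ± 42.9 in villus tip clumps, and were highest in the crypt in 5 of 5 mice. The summed bottom-villus genes (Nlrp6, Lypd8, Il18, Reg1 and Reg3a) stood at 2678 ± 358, 2436 ± 1104 and 732 ± 293 CPM in the same order of zones. Their sum was highest in the crypt in 4 of 5 mice, whereas Reg3a alone was highest in the mid-villus in 5 of 5. No separate zone of the villus bottom was defined. The mid-villus transporter genes (Slc5a1, Slc2a5, Slc2a2, Slc7a7, Slc7a8 and Slc7a9) summed to 774 ± 334, 3121 ± 1046 and 1563 ± 511 CPM, highest in the mid-villus in 5 of 5 mice. The villus tip genes that are no landmarks (Apoa1 and Apob) summed to 1212 ± 505, 13695 ± 2308 and 24755 ± 5385 CPM, and the sum of all 6 tip genes was highest at the tip in 5 of 5 mice.

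Between villus tip and crypt clumps, 3103 of the 5416 genes tested differed by edgeR's quasi-likelihood test, 1401 higher at the tip and 1702 lower, with the enterocyte landmarks left out. The median log2 change over all tested genes was −0.06. With DESeq2's size factors in place of TMM it was −0.36 and the split of the calls 1082 higher and 2016 lower. The setting that moved the count most was to test without a filter on low counts, with 5443 genes called of 23736. Of these, 1074 were higher and 4369 lower, at a median log2 change of −1.17 over all genes tested. Without mouse 3 the count was 2025. Of the 16 named genes tested, 13 passed, and 14 passed when adjusted over the list alone.

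Mki67, which lies on chromosome 7 of GRCm38 from 135689784 to 135716361, had a log2 change of −4.13 (standard error 0.84, adjusted p = 5.86e-04 by edgeR) and was lower at the tip in 5 of 5 mice. Reg3a had a log2 change of −3.35 (standard error 0.51, adjusted p = 4.70e-05 by edgeR) and was lower in 5 of 5 mice. Apoa1, on chromosome 9 from 46228580 to 46230466, rose by 4.78 (standard error 0.52, adjusted p = 2.88e-06 by edgeR), and Apob by 4.48 (standard error 0.43, adjusted p = 9.54e-07), both in 5 of 5 mice. Of the mid-villus genes, Slc5a1 was higher at the tip than in the crypt in 4 of 5 mice (log2 change 1.43, standard error 0.44, adjusted p = 0.0101 by edgeR), a call lost without a filter on low counts (adjusted p = 0.227) and with pairs only (adjusted p = 0.194). Slc2a2 (log2 change 1.22, higher in 3 of 5 mice), Slc2a5 (0.95, higher in 1 of 5) and Slc7a8 (−1.20, lower in 5 of 5) did not pass the threshold, with adjusted p of 0.0906, 0.170 and 0.0569 by edgeR. With mouse as a block, Slc2a2 and Slc7a8 passed (adjusted p = 0.0277 and 0.0183 by edgeR), and without mouse 3 Slc2a2 passed (adjusted p = 0.0488), as did Slc7a8 without mouse 4 or without mouse 5. Mcm2 and Olfm4 had too few UMIs in too many of the sums for the test. Both were lower at the tip in 5 of 5 mice, at 20.9 against 3.68 CPM and 11.4 against 1.99 CPM.

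Among genes that changed the same way in every mouse, the largest rises toward the tip were in Gm10680 (log2 change 8.60), Clca4c-ps (8.51) and Gm14085 (7.64). The largest fitted falls were in Magohb, Rps19-ps5 and Sdhaf1, which had no UMI in any villus tip sum. They were at least 16.2-fold, 11.0-fold and 13.6-fold lower with the UMIs of all mice pooled, against a floor of 3 UMIs over the group. These are lower limits, so the rank of the 3 genes rests on the fit. Rps19-ps5 and Clca4c-ps are annotated as pseudogenes, whose reads cannot be told from those of their parent genes with certainty.

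**Figure D1:**
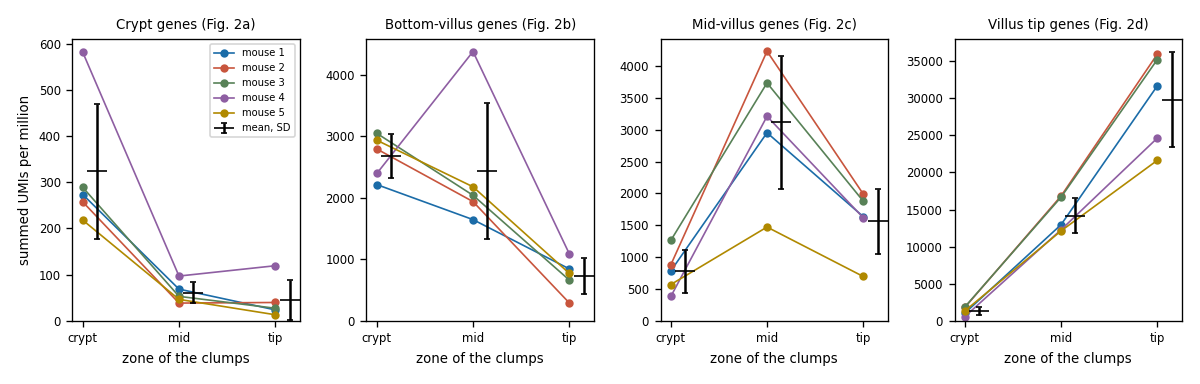
Summed CPM of the genes of Fig. 2a–d (y axis) in the crypt, mid-villus and villus tip clumps (x axis). Each colored line is 1 of 5 mice, and black marks with bars give the mean and SD. The crypt genes were highest in the crypt and the tip genes highest at the villus tip in all 5 mice.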

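Secretory mRNAs were counted in each clump as the summed UMIs of the type markers of Supplementary Data 7. In the crypt zone, at least 1 goblet marker UMI was seen in 52.9% of 1112 pairs and 83.5% of 2162 larger clumps, pooled over mice. The same shares were 14.9% and 20.9% for enteroendocrine markers, 36.9% and 63.0% for tuft markers, and 33.8% and 76.7% for Paneth markers. A single UMI can also come from free RNA, and a shallow clump can miss the markers of a cell it holds, so these shares do not count the clumps with the cell type. Clumps assigned to goblet cells carried 7962 ± 4684 CPM of goblet markers (SD, n = 5 mice), against 193 ± 129 CPM in clumps assigned to enterocytes only. For enteroendocrine markers the levels were 2101 ± 1051 and 32.2 ± 10.0 CPM, and for tuft markers 3776 ± 2990 and 127 ± 47.7 CPM. For Paneth markers they were 48901 ± 40218 and 255 ± 243 CPM. The same markers assigned the clumps, so these differences follow from the assignment.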

The fraction of cells with secretory transcripts was significantly higher in the larger clumps compared to the 2-cell clumps (Fig. 2i–l, Mann–Whitney *p* < 10^−6^, Supplementary Fig. 1c). 

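A clump was counted as carrying a secretory type when its marker sum reached the median of the single cells of that type, 89 UMIs for goblet, 31 for enteroendocrine and 69.5 for tuft cells. No Paneth cluster was found among the single cells, and 10 UMIs were required for Paneth markers. Shares were computed per mouse over crypt clumps, in 3 mice for larger clumps and 5 for pairs, and compared by a two-sided exact permutation test over 56 splits, with Benjamini-Hochberg adjustment over the 4 types.

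Paneth markers reached the threshold in 15.8% ± 16.3 (SD, n = 3) of larger clumps and 3.18% ± 3.03 (SD, n = 5) of pairs (exact p = 0.143, adjusted p = 0.571). Goblet markers did so in 2.20% ± 2.93 of larger clumps and 1.03% ± 1.72 of pairs (exact p = 0.429, adjusted p = 0.75). The shares for enteroendocrine markers were 0.422% ± 0.459 and 0.186% ± 0.255 (exact p = 0.571), and those for tuft markers 0.118% ± 0.205 and 0.0478% ± 0.107 (exact p = 0.75). None of these differences was larger than the spread between mice. In the 3 mice with both kinds of clump, the Paneth, goblet and enteroendocrine shares were higher in the larger clumps in 2 mice each and the tuft share in 1. In mouse 5 the goblet and enteroendocrine shares were 0 in both kinds, as were the tuft shares in mice 4 and 5. The Paneth share of mouse 5 rested on 1 of 15 pairs and 1 of 124 larger clumps. The gene rule of the legend of Fig. 2i–l was tried after seeing the values. With it the tuft shares were 12.1% and 3.58% (exact p = 0.214), higher in larger clumps in 3 of 3 mice. The enteroendocrine shares were 19.6% and 6.97% (exact p = 0.286) and the goblet shares 2.34% and 1.48% (exact p = 0.643), each higher in 2 of 3.

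At 10 UMIs, goblet markers were reached in 19.1% ± 10.3 of larger clumps and 7.52% ± 4.65 of pairs (exact p = 0.0714, adjusted p = 0.286). The goblet share was then higher in the larger clumps in 3 of 3 mice. With every clump thinned to 500 UMIs and the thresholds lowered to match (1.94 UMIs for Paneth, 25 for goblet, 9 for enteroendocrine and 15 for tuft markers), the Paneth shares were 11.3% and 3.86% (exact p = 0.214), and the goblet share was 0% in larger clumps and 0.268% in pairs. The lowered goblet, enteroendocrine and tuft thresholds come from thinned single cells, while a thinned clump divides its 500 UMIs among its cells. Larger clumps reach these thresholds less easily for that reason, so the setting cannot decide whether they capture more of these cells. Mouse 4 gave 1756 of the 2162 larger clumps of the crypt. Without it the differences in share, larger clumps minus pairs, were 3.33 percentage points for Paneth, −0.760 for goblet and −0.0554 for enteroendocrine markers. Without mouse 1 the tuft difference was −0.0598. Pooled over mice, 28.7% of larger clumps and 2.88% of pairs reached the Paneth threshold, 4.63% and 1.71% the goblet and 0.786% and 0.270% the enteroendocrine threshold. The tuft threshold was reached by 1 of 2162 larger clumps (0.0463%) and 1 of 1112 pairs (0.0899%).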

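Summed villus tip and crypt landmark genes were correlated over the clumps of each mouse. Spearman's rho was −0.771, −0.758, −0.759, −0.482 and −0.728 in mice 1 to 5, a mean of −0.700 ± 0.122 (SD, n = 5 mice), and −0.801 over all 5883 clumps pooled. The same landmarks place the clumps, and both sums are shares of the same UMIs, so some negative correlation is built in. Paneth cells were assigned to 435 clumps, 317 of them from mouse 4, and all 435 lay in the crypt because the assignment allowed no Paneth cells on the villus. With clumps called instead by at least 10 Paneth marker UMIs, in any zone, 653 of 693 lay in the crypt, 33 in the mid-villus and 7 at the villus tip. Their share in the crypt was 89.0% ± 10.6 (SD, n = 4 mice with such clumps), against 46.3% ± 26.8 (SD, n = 5) of all clumps.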

The expression of villus tip markers and crypt markers were strongly anti-correlated (Fig. 2m, R_Spearman_ = −0.82, *p* < 10^−6^), and Paneth cells markers were almost exclusively found in crypt clumps (94.6%, Fig. 2n). To further verify that single cells do not form clumps in solution, we demonstrated that the percentages of clumps immediately after tissue dissociation and after 3 h of incubation had little variation (clumps dissociation protocol, 7.79% of clumps at time 0 h vs 7.95% of clumps after 3 h, *p* = 0.12, Supplementary Fig. 2). Thus, the sequenced clumps consist of cells that were attached in the tissue, rather than dissociated cells that have come into contact after tissue dissociation.

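The correlation of tip with crypt landmarks was computed again under other conditions. With each clump thinned to 500 UMIs its mean over the 5 mice was −0.591 ± 0.145 (SD), in clumps with over 1000 UMIs −0.747 ± 0.126, and in pairs only −0.658 ± 0.119. With each mouse left out in turn, the mean lay between −0.754 (without mouse 4) and −0.682. From the near absence of clumps with both crypt and villus tip markers, and from its incubation experiment, which was not analysed here, the paper concludes that the cells of a clump were attached in the tissue.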

**Fig. 2:**
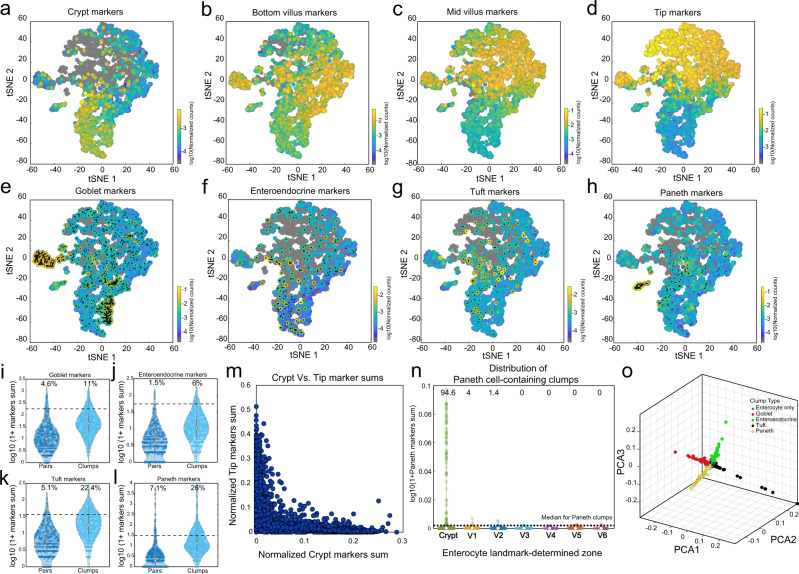
ClumpSeq yields tissue fragments consisting of secretory and non-secretory cells. **a**–**d** tSNE plots of sequenced clumps, colored by log10 of summed expression of zonated enterocyte markers: **a** the crypt genes Mki67, Ccnb1, Ccnd1, Mcm2, Pcna, and Olfm4; **b** the bottom villus genes Nlrp6, Lypd8, Il18, Reg1 and Reg3a; **c** the mid-villus genes Slc5a1, Slc2a5, Slc2a2, Slc7a7, Slc7a8, Slc7a9; **d** the villus tip genes Ada,Nt5e and Slc28a2, Creb3l3, Apoa1, and Apob. **e**–**h** tSNE plots highlighting clumps containing secretory cells, marked by black dots. Plots colored by log10 of summed cell type marker genes (Supplementary Data 7, “Methods”) for **e** Goblet, **f** Enteroendocrine, **g** Tuft and **h** Paneth cells. **i**–**l** Large clumps increase the capture rate of secretory cells. Shown are violin plots of summed secretory derived transcripts (expressed in over 50% of single secretory cells with a mean over 5 fold higher than in enterocytes) in pairs compared to larger clumps (Supplementary Data 6) for **i** Goblet, **j** Enteroendocrine, **k** Tuft and **l** Paneth specific genes. Only crypt pairs and clumps were used to minimize effects from zonated genes. White circles are medians, gray boxes mark the 25–75 percentiles. Dashed horizontal lines indicate the median value in the respective single secretory cell type (Supplementary Fig. 7). Numbers show the percent of clumps above this threshold, which most probably contain the respective secretory cell type. n pairs = 2926, n clumps = 1862, examined over five independent experiments. **m** Crypt and villus-tip enterocyte marker genes are not found in the same clumps, indicating the clumps did not form after tissue dissociation. **n** Violin plot of log10 of 1+summed paneth markers (Supplementary Data 7) in all large (more than two cells) clumps, stratified by inferred zone. White circles are medians. Dashed horizontal line indicates the median value in paneth containing large clumps. **o** Geometric classification of clumps. Representation of clumps in PCA space based on the type-specific markers summed expression. Enterocyte-only clumps are at the origin, each ray contains a different secretory cell type (“Methods”, Supplementary Fig. 3e, f, Supplementary Data 7).

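Each of the 5883 clumps with a zone was assigned to its cell types from the 4 secretory marker sums, following the paper's description. Clumps farthest along the ray of a cell type were assigned first, as many in the crypt and on the villus as the cell type's proportion there allowed, multiplied by 2 for pairs and by 3 for larger clumps. In this way 1433 clumps were assigned to goblet cells, 242 to enteroendocrine cells, 222 to tuft cells and 435 to Paneth cells, and 3551 to enterocytes only. The allowances were 1482, 242, 222 and 435 clumps, and 12 of the 14 combinations of cell type, place (crypt or villus) and DNA content with an allowance were filled to it, so the proportions and not the marker sums set most of these numbers. With the proportions multiplied by 1 the numbers were 602, 95, 88 and 164.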

We developed a geometric algorithm for classifying the clumps into their cell-type constituents (Fig. 2o, Supplementary Fig. 3a, “Methods”). We reconstructed the location of each clump using enterocyte landmark genes (Supplementary Fig. 3b–d, Supplementary Data 1, Supplementary Data 2)^7^. We next used scRNAseq datasets^12,17,18^ to identify genes that are expressed at high levels in the secretory cells of interest and at low levels in enterocytes. The transcripts of these genes in clumps likely originate from secretory cells rather than from enterocytes. Among these secretory cell-specific genes, we identified sets of landmark genes that decreased or increased in expression from the crypt bottom clumps toward the villus tip clumps (“Methods”, Supplementary Data 1). These constitute secretory landmark genes that can be used for single-cell reconstruction (“Methods”, Supplementary Figs. 4–6).

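The change of the secretory landmark genes of Supplementary Data 1 was measured in the clumps assigned to each cell type. The genes were selected by the paper on these clumps, so their directions are not independent evidence. In goblet clumps the 308 crypt landmarks summed to 7421 ± 1660 CPM (SD, n = 5 mice) in the crypt, 3080 ± 654 in the mid-villus and 2624 ± 1306 at the villus tip. The sum was lower at the tip than in the crypt in 5 of 5 mice, and 274 of the 308 genes were lower. The 62 goblet tip landmarks went from 1197 ± 205 CPM in the crypt to 2758 ± 1296 at the tip, and 50 of them were higher. In tuft clumps the 323 crypt landmarks went from 7798 ± 4823 CPM in the crypt (n = 5) to 358 ± 15.2 at the tip (n = 2), and the 29 tip landmarks from 1976 ± 639 to 7293 ± 3933. In enteroendocrine clumps the 634 crypt landmarks went from 9749 ± 4941 CPM (n = 5) to 613 ± 743 at the tip (n = 3), and the 20 tip landmarks from 1312 ± 303 to 2577 ± 415. Only mice with at least 5 such clumps in a zone were included. In every mouse with both zones, 2 for tuft and 3 for enteroendocrine clumps, the crypt landmarks were lower at the tip.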

### Tip goblet cells exhibit enriched immune modulatory programs

We first applied our approach to goblet cells, the most abundant secretory cell type in the intestine^10^. 

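Of the 1433 goblet clumps, 634 were pairs and 799 larger clumps. Mouse 4 contributed 700 of them, and mice 1, 2, 3 and 5 contributed 152, 95, 390 and 96. Among clumps with over 1000 UMIs, 1161 were assigned to goblet cells. The position of a goblet clump along the landmark axis, eta, is the summed expression of tip landmarks divided by that of both landmark groups. The median eta per mouse was 0.138 ± 0.0231 (SD, n = 5 mice) in the crypt, 0.292 ± 0.110 in the mid-villus and 0.571 ± 0.104 at the villus tip.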

Our ClumpSeq data included 1,140 high-confidence goblet cell -containing clumps. 

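Single cells of jejunal epithelium were sequenced from 4 mice, numbered independently of the mice that gave the clumps. The labels give these mice an age of 3 months, and 4 months for 3 plates of mouse 2, beside the 8 to 12 weeks of the Methods section. Mice 1 to 4 gave 8, 16, 10 and 10 plates, and the authors deposited whole-number UMI counts, before normalization, for 23379 genes in 16850 wells, 39137313 UMIs in total. Cells with 200 to 7000 UMIs, 150 to 1500 genes and at most 40% mitochondrial UMIs were kept, 810, 1793, 1536 and 1060 per mouse and 5199 in total. No doublet caller was run, and the upper limits on UMIs and genes are the guard against doublets. The kept cells held 2317614 to 3441548 UMIs per mouse, with a median of 2858.5, 1516, 1441.5 and 1630.5 UMIs per cell in mice 1 to 4.

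Clusters were named by the marker list most represented among their leading genes. The goblet-like cluster held 212 cells, with 45, 80, 72 and 15 from mice 1 to 4. Calling cells instead by their marker sums gave 210 goblet-like cells, 207 of them the same.

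Each cell's eta was computed from the landmark genes, as for a clump, where it had at least 5 landmark UMIs. Crypt-ward and tip-ward cells were summed per mouse, with at least 5 cells per sum. The sums were compared with edgeR's quasi-likelihood test, with the paper's threshold of 0.25 on the adjusted p and its limit on expression, 0.005% of UMIs. Landmark genes define eta, so they were left out of every count.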

We extracted 371 landmark genes (Supplementary Data 1) and used them to infer the position of single goblet cells, sequenced with the MARS-seq protocol (Supplementary Fig. 7). We grouped these goblet cells into 5 zones, ranging from crypt goblet cells to villus-tip goblet cells and computed a zonation table by averaging the cells within each zone (Supplementary Data 3, “Methods”). 

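The 5 zones of the paper were not used here, since 206 goblet-like cells from 4 mice leave few cells per zone and mouse. The cells were instead split into 3 equal parts by eta, with limits at 0.330 and 0.589, and the lowest and the highest part were compared. Of the 206 cells, 57 (27.7%) lay within 0.05 of a limit, and the median cell had 29.5 landmark UMIs. Crypt-ward sums came from 5, 17, 40 and 7 cells of mice 1 to 4, with 7021, 39245, 108609 and 14512 UMIs. Tip-ward sums came from 22, 29 and 16 cells of mice 1 to 3, with 52095, 59545 and 46114 UMIs, and the 2 tip-ward cells of mouse 4 were left out. The median cell held 2183 UMIs in the crypt-ward and 1940 UMIs in the tip-ward part.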

We found that around 30% of the highly expressed genes in goblet cells were significantly zonated (1187 out of 3967 genes expressed to levels above 5 × 10^−5^ had zonation *q*-value < 0.25, Fig. 3a). 

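Between tip-ward and crypt-ward goblet-like cells, 206 of the 298 genes tested had an adjusted p under 0.25 by edgeR's quasi-likelihood test, 97 higher in the tip-ward cells and 109 lower. At an adjusted p under 0.05 the number was 121. Genes were tested only where their UMIs per sum sufficed, which the small sums allowed for few genes. Testing without this filter moved the count most, to 944 of 2164 genes. DESeq2 called 204. Without mouse 1 the count was 330, without mouse 2 it was 338 and without mouse 3 it was 129. The median log2 change over all tested genes was −0.10, and 0.20 with DESeq2's size factors. The 3 largest rises among genes that changed the same way in every mouse were in Tmcc3 (log2 change 4.90), 2010109I03Rik (4.87) and Lmo7 (4.08), and the 3 largest falls in Rps18 (−5.05), Rps24 (−4.84) and Rps2 (−4.76). Of the 10 tested genes that the paper names, 7 passed, and 7 passed when adjusted over the list alone, a list the paper chose on these cells.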

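The log2 change from crypt to villus tip was computed for the same genes in goblet clumps and in single goblet-like cells, from mean CPM over mice with 5 CPM added. The comparison used 323 genes at least 3 times higher in goblet-like cells than in enterocyte-like cells, without the landmark genes. Spearman's rho across these genes was 0.592, with a jackknife error over mice of 0.0734, and 225 genes (69.7%) changed in the same direction. Genes are not independent replicates, so no p-value is given. For the 106 genes at least 10 times higher in goblet-like cells rho was 0.396, the setting that moved it most.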

We used single-molecule fluorescence in-situ hybridization (smFISH, Fig. 3b, e, Supplementary Fig. 8) and the ClumpSeq data (Supplementary Fig. 9a) to validate the accuracy of our goblet zonation reconstruction (Spearman correlation between the ClumpSeq and single-cell reconstructed zonation profiles of a validation set, *R* = 0.6, *p* = 8 × 10^−4^, “Methods”).

**Fig. 3:**
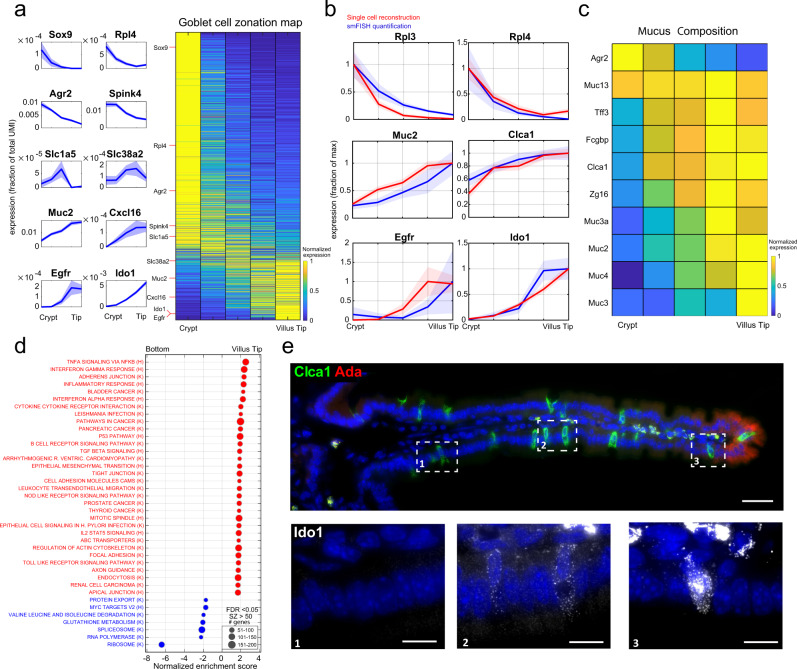
Spatial reconstruction of goblet cells. **a** Reconstructed zonation profiles based on single goblet cells. Profiles are normalized to their maximum across zones. Plots on the left show zonation profiles of representative crypt (Sox9, Rpl4, Agr2, Spink4), mid-villus (Slc1a5, Slc38a2) and villus tip (Muc2, Cxcl16, Egfr, Ido1) genes. Light areas denote the SEM. **b** Validation of the reconstructed zonation profiles using smFISH. Blue line shows smFISH mean expression level, red line the reconstructed profile based on the single cell analysis. Light patches denote the SEM. Source data are provided as a Source data file. **c** Heatmap of zonation profiles of genes related to mucus composition. Profiles are normalized to their maximum across zones. **d** Gene set enrichment analysis^53^ for hallmark (H) and KEGG (K) pathways (FDR < 0.05), tip enriched sets are in red, bottom enriched sets are in blue. **e** smFISH image of zonated genes Clca1 (green) and Ido1. Ada (red) marks the villus tip, blue the DAPI-stained nuclei. Bottom insets show Ido1 mRNAs (gray dots) increasing from the bottom (1) to middle (2) and tip (3) villus zones. Images representative of *n* = 10 villi (5/mouse). Scale bar, 50 μm in the stitched image and 15 μm in the insets.

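Among the representative genes of Fig. 3a, 3 had enough UMIs for the test and are no landmarks. Muc2, which lies on chromosome 7 of GRCm38 from 141690340 to 141754693, went from 4937 ± 3494 CPM (SD, n = 4 mice) in crypt-ward to 14797 ± 2547 CPM (n = 3) in tip-ward cells. Its log2 change was 1.68 (standard error 0.63, adjusted p = 0.0484 by edgeR), and it was higher in 3 of 3 mice with both groups. Spink4 had a log2 change of −0.98 (standard error 0.43, adjusted p = 0.0838 by edgeR) and was lower in 3 of 3 mice. Spink4 did not pass without a filter on low counts, between the outermost 20% of eta, or without mouse 1, 2 or 3. Rpl4, on chromosome 9 from 64173375 to 64178666, had a log2 change of −2.93 (standard error 0.75, adjusted p = 0.0105 by edgeR) and was lower in 2 of 3 mice. Like other ribosomal protein genes, Rpl4 can share reads with pseudogenes.

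Agr2 and Ido1 are landmarks and are described further below, and the remaining genes had too few UMIs for the test. Sox9 had 10 UMIs and stood at 37.9 ± 44.2 CPM in crypt-ward cells, with no UMI in the tip-ward cells. Cxcl16, with 20 UMIs, went from 6.91 ± 13.8 to 107 ± 10.8 CPM and Egfr, with 23, from 2.30 to 141 CPM, each higher in 3 of 3 mice. The mid-villus genes Slc1a5 (8 UMIs) and Slc38a2 (22 UMIs) went from 49.4 to 7.23 and from 24.1 to 107 CPM, and the middle part of eta was not compared.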

Most genes encoding mucus components exhibited increased expression toward the villus tip (Fig. 3c). 

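Without Agr2, a landmark gene that was lower tip-ward, the 9 mucus genes of Fig. 3c detected in goblet-like cells summed to 132343 ± 79175 CPM (SD, n = 4 mice) in crypt-ward and 233834 ± 4131 CPM (n = 3) in tip-ward cells, higher in 3 of 3 mice. All 7 that could be tested had a positive log2 change, with a median 1.17 above that of all genes. The camera set test gave an adjusted p of 0.0295 for this set, 0.00148 to 0.0839 with each mouse left out in turn, the last without mouse 4. Of 35 splits of the sums, 23 gave an unadjusted p as low. The adjusted p was 0.143 with mouse as a block and 0.0843 by the fry test. Muc3a, with a log2 change of 1.36 (standard error 0.56), had an adjusted p of 0.0686 by edgeR and was higher in 2 of 3 mice. Fcgbp rose by 1.12 (standard error 0.63) and Zg16 by 1.07 (standard error 0.64), each in 3 of 3 mice, with adjusted p of 0.169 and 0.189 by edgeR. Without mouse 3 their adjusted p was 0.357 and 0.419. Clca1, Muc13 and Tff3 did not pass, with log2 changes of 0.92, 0.54 and 0.57 and adjusted p of 0.292, 0.316 and 0.419 by edgeR, and each was higher in 2 of 3 mice. All 3 passed with DESeq2, with its size factors in edgeR, between the outermost 20% of eta and with at least 10 landmark UMIs per cell. The last 2 settings drop the crypt-ward sum of mouse 1, so mice 2, 3 and 4 are set against mice 1, 2 and 3. With mouse as a block Clca1, Muc13 and Tff3 did not pass (adjusted p = 0.320, 0.589 and 0.416 by edgeR). Clca1 also passed without a filter on low counts and without mouse 1, 2 or 4, and Muc13 without mouse 1 or 2.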

An exception was *Agr2*, a gene hypothesized to be secreted in molar quantities with *Muc2*^10^, which we found to be inversely zonated toward the crypt. This finding of an anticorrelated zonation profile supports the hypothesis that *Agr2* may play additional roles in goblet cells, for example in goblet cell maturation at the crypt^19^. 

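Agr2 lies on chromosome 12 of GRCm38 from 35992907 to 36004087. Its level went from 5530 ± 1282 CPM (SD, n = 4 mice) in crypt-ward to 1021 ± 190 CPM (n = 3) in tip-ward goblet-like cells, a log2 change of −2.24 (standard error 0.39), lower in 3 of 3 mice. Agr2 is a crypt landmark gene and so takes part in ordering the cells, and its change is for that reason given without a p-value.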

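The immediate-early genes Jun and Atf3, which encode subunits of the AP-1 and ATF families of transcription factors, had 23 and 31 UMIs over all 7 sums of goblet-like cells, too few for the test. Jun stood at 35.1 ± 29.4 CPM (SD, n = 4 mice) in crypt-ward and 97.6 ± 48.0 CPM (n = 3) in tip-ward cells and was higher in 2 of 3 mice. Atf3 stood at 37.9 ± 69.8 and 174 ± 120 CPM and was higher in 3 of 3 mice. Ligands and receptors were not tested as groups.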

Our analysis revealed zonation of ligands, receptors^20^, and transcription factors^21^ in goblet cells (Supplementary Fig. 9b–d), including tip-enriched expression of the immediate-early genes *Jun* and *Atf3*. 

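Gene sets were compared between tip-ward and crypt-ward goblet-like cells with camera, a competitive set test that sets a set's genes against all other genes, with a preset correlation of 0.01 between genes. The 83 ribosomal protein genes summed to 40236 ± 36854 CPM (SD, n = 4 mice) in crypt-ward and 6287 ± 585 CPM (n = 3) in tip-ward cells, lower in 3 of 3 mice. The highest crypt-ward sum was 92337 CPM in mouse 4, and the lowest 10825 in mouse 1. All 43 of these genes that could be tested were lower tip-ward, with a median log2 change 2.45 below that of all genes, and camera gave an adjusted p of 5.84e-15. When the 7 sums were split in other ways, the median unadjusted p of this set was 2.22e-08, and 6 of 35 splits, the real one included, gave one as low, so chance in the grouping cannot be excluded. Reads of ribosomal protein genes can be shared with their pseudogenes. The 32 splicing factor genes went from 796 ± 427 to 368 ± 146 CPM, lower in 3 of 3 mice, and the 22 RNA polymerase subunit genes from 397 ± 372 to 143 ± 110 CPM, lower in 2 of 3. Both sets had too few UMIs to be tested.

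Under the fry test the ribosomal, tight junction and interferon response sets kept an adjusted p under 0.05, and with the correlation between genes estimated from the data, a setting chosen after seeing the data, no set did.

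**Figure D2:**
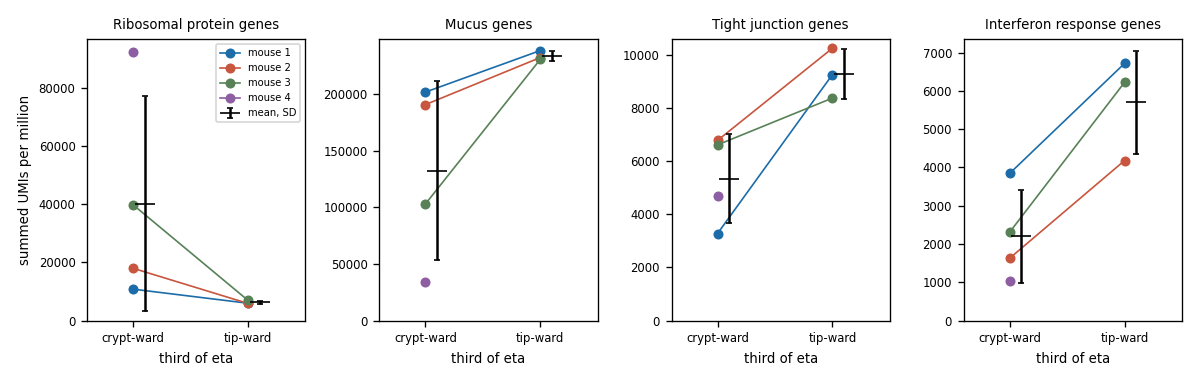
Summed CPM of 4 gene sets (y axis) in crypt-ward and tip-ward goblet-like cells (x axis), by mouse. Lines join the sums of 1 mouse, mouse 4 has only a crypt-ward sum, and black marks with bars give the mean and SD. The ribosomal sums fall in all 3 mice with both groups, and the other 3 sets rise in all 3.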

Gene sets related to RNA polymerase, splicing and ribosome were zonated toward the crypt and villus bottom (Fig. 3d, Supplementary Data 4) largely overlapping the functional zonation previously measured for crypt and bottom villus enterocytes^7^. Goblet genes at the villus tip were enriched in cytoskeleton and tight junction genes, resembling the structural changes previously observed for tip enterocytes^7^ (Supplementary Data 4). 

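The 26 tight junction genes detected summed to 5338 ± 1670 CPM (SD, n = 4 mice) in crypt-ward and 9289 ± 937 CPM (n = 3) in tip-ward goblet-like cells, higher in 3 of 3 mice. All 7 that could be tested had a positive log2 change, with a median 0.87 above that of all genes, and camera gave an adjusted p of 0.0238. Of 35 splits of the sums, 10 gave an unadjusted p as low. The call was lost without mouse 4 (adjusted p = 0.0779 by camera) and with mouse as a block (adjusted p = 0.0769). Cytoskeleton genes were not tested as a set.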

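The 47 interferon response genes detected in goblet-like cells summed to 2205 ± 1212 CPM (SD, n = 4 mice) in crypt-ward and 5708 ± 1345 CPM (n = 3) in tip-ward cells, higher in 3 of 3 mice. Only 5 of them had enough UMIs for the test, and genes of the alpha and gamma responses were taken as a single list. All 5 were higher in the tip-ward cells, with a median log2 change 2.34 above that of all genes, and camera gave an adjusted p of 0.00662. Of 35 splits of the sums, 5 gave an unadjusted p as low. Ddx58 had 4 UMIs over all sums of goblet-like cells, at 6.91 CPM in crypt-ward and 7.23 CPM in tip-ward cells, and no difference was detectable at this depth.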

Notably, villus-tip goblet cells exhibited enriched immune-modulatory programs, including interferon-alpha and interferon-gamma responses (Fig. 3d, Supplementary Data 4). Interferon-alpha (IFNα) and interferon-gamma (IFNγ) responses were also enriched in tip enterocytes, however, the identity of the tip-enterocyte and tip-goblet cell genes was largely distinct (Supplementary Fig. 10). Tip goblet cell IFNγ genes included the immune checkpoint target gene *Ido1* (Fig. 3a, e), previously shown to have immunosuppressive effects^22^. 

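Ido1, on chromosome 8 of GRCm38 from 24584136 to 24597009, stood at 328 ± 309 CPM (SD, n = 4 mice) in crypt-ward and 4620 ± 614 CPM (n = 3) in tip-ward goblet-like cells. Its log2 change was 4.03 (standard error 0.71), and it was higher in 3 of 3 mice. Ido1 is a tip landmark gene of goblet cells and takes part in ordering them, so no p-value is given.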

Tip enterocyte IFNγ genes included the viral response receptor *Ddx58*^23^. The different clusters suggest that all cells at the tip react to IFNγ, but through distinct mechanisms that are cell-type specific. Consistent with these tip programs, the most goblet cell tip-zonated mucus genes were *Muc3* and *Muc4* (Fig. 3c), transmembrane mucins that act as bacterial receptors^24^. 

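The mucins Muc3 and Muc4 had 37 and 15 UMIs over the 7 sums of goblet-like cells, too few for the test. Muc3 stood at 17.3 ± 24.0 CPM (SD, n = 4 mice) in crypt-ward and 209 ± 81.5 CPM (n = 3) in tip-ward cells and was higher in 3 of 3 mice. It is also an enterocyte tip landmark, so UMIs from enterocytes can add to it. Muc4 stood at 40.2 ± 68.7 and 75.3 ± 32.7 CPM and was higher in 2 of 3 mice, a difference within the spread between mice. From the rise of interferon response genes and of these mucins toward the tip, the paper reasons that goblet cells take on immune functions there.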

Our zonation reconstruction thus points to immune-specialization of goblet cells at the tips of the villi.

### ClumpSeq reveals zonation of Tuft cell programs

Tuft cells are rare chemosensory epithelial cells with important functions in mediating type-2 immunity, most notably against intestinal worm infections^13^. Recent work demonstrated diversity of individual tuft cells^17^, but spatial heterogeneity of tuft cells along the crypt-villus axis has not been explored. 

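Tuft cells were assigned to 222 clumps, the full number that the assumed proportions allowed, of which 88 were pairs and 134 larger clumps. Mice 1 to 5 contributed 38, 29, 26, 100 and 29. With over 1000 UMIs required per clump, 182 clumps were assigned. The median eta of tuft clumps, computed from the tuft landmark genes, was 0.196 ± 0.0697 (SD, n = 5 mice) in the crypt and 0.780 ± 0.291 in the mid-villus (n = 3 mice), in mice with at least 5 clumps of at least 5 landmark UMIs in the zone. No mouse had so many at the villus tip.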

Our ClumpSeq data included 146 tuft cell-containing clumps, from which we extracted 352 landmark genes (Supplementary Data 1). We used these landmark genes to reconstruct a dataset of 144 single sequenced tuft cells assembled from previous work^17^ and 159 tuft cells sequenced with MARS-seq (Supplementary Data 3, “Methods”). 

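The tuft-like cluster of the MARS-seq cells held 186 cells, and calling cells by marker sums gave 199, of which 184 were the same. Mouse 2 gave 157 of the 186, and mice 1, 3 and 4 gave 19, 6 and 4. The tuft cells from previous work were not used here. According to the Methods section the MARS-seq tuft cells were mainly villus cells, so the crypt-ward part need not come from the crypt. Of 183 cells with at least 5 landmark UMIs, those below the median eta of 0.529 were compared with those above it, since few mice had enough cells. Crypt-ward sums came from 5 cells of mouse 1 and 83 of mouse 2, with 15706 and 178377 UMIs. Tip-ward sums came from 13 and 72 cells of these mice, with 36703 and 161841 UMIs. In all, 63 of the 183 cells (34.4%) lay within 0.05 of the limit.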

We found that around 17% of the highly expressed genes in tuft cells were significantly zonated (1240 out of 7360 genes expressed at levels above 5 × 10^−5^ had *q*-value < 0.25, Fig. 4a). 

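Between tip-ward and crypt-ward tuft-like cells, 0 of 1147 genes tested had an adjusted p under 0.25 by edgeR's quasi-likelihood test, with 12 at an unadjusted p under 0.05, in 2 mice. DESeq2 called 0, with 0 at an unadjusted p under 0.05. With mouse as a block, edgeR called 5 genes, all lower tip-ward (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Hmgb1, named here after the values were seen), and it called 16 of 1245, again all lower, when cells were taken by marker sums. In that setting the crypt-ward sums come from mice 2 and 3 and the tip-ward sums from mice 1 and 2, so its calls are confounded with the mouse. The comparison of the lowest with the highest of 3 equal parts of eta, in which only 1 mouse has a crypt-ward sum, gave 5 of 1572, the same 4 globin genes and mt-Atp8, also named after the values were seen. In simulated data of the same depth, 37 of 97 genes with a log2 change of 2 were recovered, so most changes of that size would be missed. None of the 7 tested genes that the paper names passed over all genes, and none passed when adjusted over the list alone.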

We used smFISH (Fig. 4b–d, Supplementary Figs. 11 and 13b–d) and ClumpSeq data to validate the accuracy of our tuft zonation reconstruction (Spearman correlation between the ClumpSeq and single-cell reconstructed zonation profiles of a validation set, *R* = 0.62, *p* = 5 × 10^−4^, “Methods”).

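For 838 genes at least 3 times higher in tuft-like than in enterocyte-like cells, without the landmark genes, the log2 change from crypt to villus in tuft clumps, with mid-villus and tip joined, was set against the change from crypt-ward to tip-ward single tuft-like cells. Spearman's rho across genes was 0.105, with a jackknife error over mice of 0.114, and 464 genes (55.4%) changed in the same direction. With cells taken by marker sums it was 0.472 over 902 genes, where the 2 groups of cells come in part from different mice. Without mouse 1 of the single cells rho was 0.227, and without mouse 2 it was 0.00276.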

**Fig. 4:**
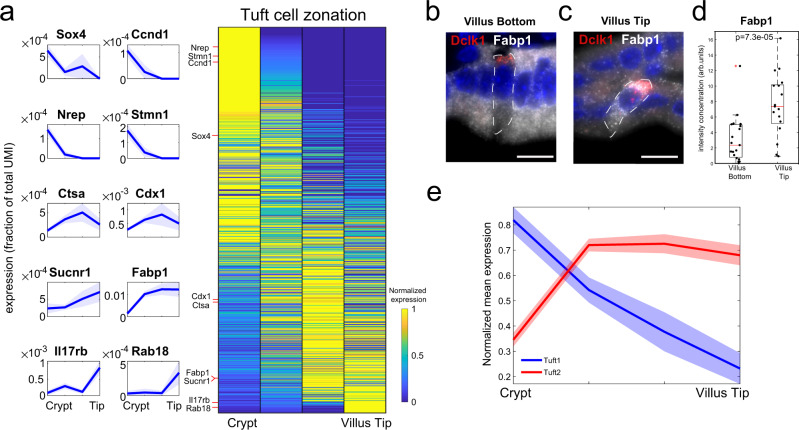
Spatial reconstruction of tuft cells. **a** Reconstructed zonation profiles based on single tuft cells. Profiles are normalized to their maximum across zones. Plots on the left show zonation profiles of representative crypt (Sox4, Ccnd1, Nrep, Stmn1), mid-villus (Ctsa, Cdx1) and tip (Sucnr1, Fabp1, Il17rb, Rab18) genes. Light areas denote the SEM. **b**, **c** Representative smFISH images of the tuft zonated gene Fabp1 (gray) in a villus bottom (**b**) and a villus tip (**c**) tuft cell. Tuft cells were identified using Dclk1 (red). Scale bar 15 μm. **d** Quantification of Fabp1 smFISH experiment. *P* value was calculated by Mann–Whitney *U* test two-sided. *n* = 20 cells were examined over 2 mice. Red lines are medians, black boxes are 25–75 percentiles. Whiskers extend to the most extreme data point within 1.5× the interquartile range (IQR) from the box. Source data are provided as a Source data file. **e** Mean max-normalized zonation profiles for tuft1 and tuft2 genes. Light areas denote the SEM.

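Of the representative genes of Fig. 4a, Ctsa and Cdx1 went from 372 ± 194 to 229 ± 16.3 CPM and from 302 ± 22.9 to 222 ± 44.3 CPM between crypt-ward and tip-ward tuft-like cells (SD, n = 2 mice). Ctsa was lower in 1 of 2 mice and Cdx1 in 2 of 2, and neither passed edgeR's test. Rab18 had 15 UMIs over all sums and stood at 19.6 ± 27.7 and 24.7 ± 35.0 CPM. Nrep, a crypt landmark of tuft cells, had 5 UMIs, all in crypt-ward cells. Ccnd1 and Stmn1 had no UMI in any sum of tuft-like cells.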

Tuft cells at the crypt expressed the transcription factor *Sox4*, previously shown to be important for Tuft cell specification^25^. 

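Sox4 had 6 UMIs over the sums of tuft-like cells, too few for the test. It stood at 40.2 ± 33.1 CPM (SD, n = 2 mice) in crypt-ward and 6.18 ± 8.74 CPM in tip-ward cells and was lower tip-ward in 2 of 2 mice. A Sox4 UMI was seen in 3.76% of 186 tuft-like cells, 0.626% of 2557 enterocyte-like cells, 2.36% of 212 goblet-like cells and 30.3% of 251 enteroendocrine-like cells.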

Tuft cells at the villus tip expressed the fatty acid binding protein 1 (*Fabp1*) and the succinate receptor 1 (*Sucnr1*), suggested to act as a sensor for infectious agents^26^ (Fig. 4a–d, Supplementary Fig. 12). 

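Fabp1 lies on chromosome 6 of GRCm38 from 71199827 to 71205023 and Sucnr1 on chromosome 3 from 60081869 to 60087566. Fabp1 stood at 3375 ± 539 CPM (SD, n = 2 mice) in crypt-ward and 4141 ± 924 CPM in tip-ward tuft-like cells, higher in 1 of 2 mice, with a log2 change of 0.35 (standard error 0.30, adjusted p = 0.996 by edgeR). Sucnr1 stood at 191 ± 0.284 and 161 ± 113 CPM, higher in 1 of 2 mice, with a log2 change of −0.03 (standard error 0.60, adjusted p = 0.999 by edgeR). Neither difference is larger than the spread between mice. In tuft clumps, with mid-villus and tip joined, Sucnr1 had a log2 change of 1.83 from crypt to villus, which was not tested. Levels in clumps are shares of all UMIs of the clump, RNA of other cells included. The tuft clumps were 40 pairs and 118 larger clumps in the crypt, but 48 and 16 on the villus, so clump size can add to the rise.

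Both genes were detected in tuft-like cells above the level of free RNA. Fabp1 had a UMI in 94.6% of tuft-like cells and stood at 3765 CPM there, against 65.8% and 1251 CPM in enterocyte-like cells and 11.6% and 144 CPM in immune-like cells. Sucnr1 had a UMI in 29.0% of tuft-like and 0.0391% of enterocyte-like cells and in none of the 1605 immune-like cells. The median cell held 2206.5 UMIs among tuft-like, 2834 among enterocyte-like and 836 among immune-like cells.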

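Il17rb, on chromosome 14 of GRCm38 from 29996135 to 30008896, had a UMI in 31.7% of tuft-like cells and 0.156% of enterocyte-like cells. It stood at 354 ± 310 CPM (SD, n = 2 mice) in crypt-ward and 283 ± 24.0 CPM in tip-ward tuft-like cells, higher in 1 of 2 mice. Its log2 change was 0.13 (standard error 0.70, adjusted p = 0.996 by edgeR), and no difference was detectable at this depth. In tuft clumps Il17rb had a log2 change of 1.72 from crypt to villus, which was not tested and to which clump size can add, as for Sucnr1. Il25 had a UMI in 5 of 186 tuft-like cells (2.69%), 1 of 1605 immune-like cells and no enterocyte-like cell, and its 6 UMIs in the sums were too few for the test.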

Tip tuft cells also expressed *Il17rb*, the receptor for *Il25*, a tuft-specific cytokine that activates type-2 innate lymphoid cells Th2 immunity^27–29^ (Fig. 4a, Supplementary Fig. 11), indicating an autocrine signaling loop.

A recent study identified two subsets of tuft cells termed “tuft1” and “tuft2” with distinct functions^17^. Tuft1 cells express neuronal-like genes, whereas tuft2 cells elevate immune programs, including the expression of *Ptgs1*, encoding the prostaglandin H2 synthase 1^17^. 

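Ptgs1, on chromosome 2 of GRCm38 from 36230426 to 36252272, had a UMI in 60.2% of tuft-like cells and 0.235% of enterocyte-like cells. It stood at 521 ± 16.4 CPM (SD, n = 2 mice) in crypt-ward and 601 ± 41.1 CPM in tip-ward tuft-like cells, higher in 2 of 2 mice, with a log2 change of 0.24 (standard error 0.44), and did not pass edgeR's test. Dclk1, a tip landmark of tuft cells that takes part in ordering them, stood at 1005 ± 251 and 1544 ± 141 CPM. The lists of genes specific to each tuft cell subset come from another study and were not used here.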

We found that tuft1-specific transcripts were zonated toward the bottom of the villus, whereas tuft2-specific transcripts were zonated toward the villus tip (Fig. 4e, Supplementary Figs. 11,  13).

### Enteroendocrine lineages have heterogeneous migration patterns

Enteroendocrine cells are rare intestinal epithelial cells (~1%) that consist of diverse subtypes of hormone-secreting cells that are essential for physiological homeostasis. We next applied ClumpSeq to extract landmark genes for these cells. We extracted 656 enteroendocrine landmark genes from our 181 enteroendocrine-containing clumps (Supplementary Data 1) and used them to infer the crypt-villus coordinates of single-sequenced enteroendocrine cells^12^ (Supplementary Data 3, “Methods”). 

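Enteroendocrine cells were assigned to 242 clumps, the full number that the assumed proportions allowed, 89 of them pairs and 153 larger clumps. Mice 1 to 5 contributed 44, 18, 35, 129 and 16. With over 1000 UMIs required, the number was 200. The median eta of the crypt clumps, computed from the enteroendocrine landmark genes, was 0.148 ± 0.0829 (SD, n = 5 mice). The single enteroendocrine cells of the other study were not used here.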

We found that around 35% of the highly expressed genes in enteroendocrine cells were significantly zonated (1838 out of 5243 genes expressed to levels above 5 × 10^−5^ had *q*-value < 0.25). The zonated expression patterns conformed with previous observations of crypt-biased expression of *Gcg*, *Tac1*^30,31^, and *Reg4*^32^, and villus-biased expression of *Sct* and *Nts*^30^ (Supplementary Figs. 14,  15).

A recent work analyzed the temporal expression programs of single enteroendocrine cells^12^. The study used a slowly-decaying fluorescent reporter, driven by *Neurog3*, a gene that is expressed in a pulse-like manner in the earliest crypt enteroendocrine progenitor, providing a time stamp for each enteroendocrine cell that enables grouping cells according to the time since their “birth”. We argued that combining these temporal profiles with our spatial measurements could reveal the patterns of cell migration of different enteroendocrine cell types, identified by the expression of their characteristic hormones (Fig. 5a). More specifically, genes that are expressed in crypt cells that have an “early” time stamp, such as *Neurog3* and *Sox4*, are most probably transient genes expressed in cells that are migrating out of the crypt. Genes that are expressed in crypt cells with late time stamps, would indicate that the cells expressing them are stalling in the crypt. In contrast, genes that are expressed in villus cells with similarly late time stamps indicate faster migration of the expressing cells.

**Fig. 5:**
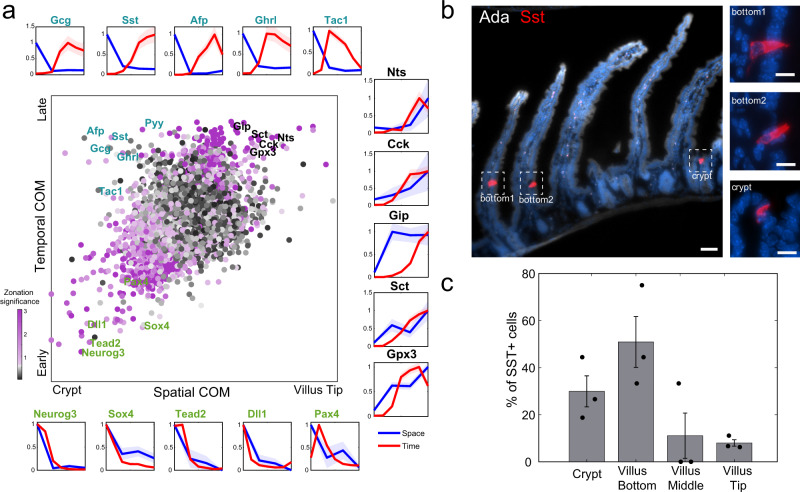
Migration pattern of eneteroendocrine lineages. a Spatio-temporal analysis of enteroendocrine cells. Central plot: Scatter plot of the center of mass (COM) in our spatial zonation reconstruction vs. temporal COM based on single cell time stamps form Gehardt et al.^12^ (“Methods”). Dots colored by ‒log10(spatial zonation *q*-value). Peripheral plots show reconstructed temporal (red) and spatial (blue) profiles for early crypt-confined genes (green fonts, bottom row), intermediate-late crypt/villus bottom-confined genes, expressed in cells that might be migrating more slowly (cyan fonts, top row) and late villus-localized genes, expressed in cells that might be migrating more rapidly (black fonts, right column). Light areas in plots denote the SEM. **b** Representative smFISH images of the enteroendocrine crypt-zonated gene Sst (red). Insets are blow-ups of the Sst+ cells at the crypt and bottom villus. Ada in gray marks the villi tips. Scale bars, 50 μm in the large image and 10 μm in the insets. **c** Quantification of Sst+ enteroendocrine D-cells in crypt and villus bottom, middle and tip over 3 mice. Fisher exact test (two-sided) for the frequencies of D-cells between the two lower zones and two upper zones *p* = 3.8 × 10^−5^. Data are presented as mean values ± SD. Source data are provided as a Source data file.

While the correlation between our inferred cryp-villus zone and the average time-stamp for different genes was significant (*R* = 0.4, *p* < 10^−10^), different enteroendocrine genes exhibited distinct behavior in space-time (Fig. 5a). Cells expressing *Nts*, *Sct*, *Cck*, and *Gip* showed late time stamps and peaked in expression at the villus tip (Fig. 5a black-font genes, Supplementary Fig. 15a). Other genes, including *Reg4*^32^, the X cell marker *Ghrl*, the EC cell marker *Tac1,* and the L cell markers *Pyy* and *Gcg* had intermediate-late time stamps, yet were confined to the crypt and villus bottom. This is in line with the previously shown transdifferentiation of Gcg^+^ cells into Cck^+^ and Nts^+^ cells, and of Tac1^+^ cells into Sct^+^ cells^30^. Notably, cells expressing the D cell marker *Sst*, encoding the hormone somatostatin, exhibited late time stamps, yet were spatially-confined to the crypt or lower villus zones (Fig. 5a, Supplementary Fig. 14). We used smFISH to demonstrate that D cells are indeed enriched in the crypt and lower villus zones (Fig. 5b, c, Fisher exact test *p* = 3.8 × 10^−5^). The discordant space-time profiles, with crypt retained expression of relatively late appearing genes, suggest that enteroendocrine cell types such as L-cells and D-cells have slower crypt-villus migration rates compared to the Cck+ I-cells and the Gip+ K-cells. We further used smFISH to validate that *Pyy* and *Afp*, two enteroendocrine genes with late time stamps are enriched at the crypt and villus bottom (Supplementary Fig. 15b–e). Finally, we examined the differences in gene expression between D cells, predicted to migrate slowly, and Tac1^+^ EC cells and Gcg^+^ L cells, predicted to migrate more rapidly^30^. Gene set enrichment analysis^33^ revealed that D cells were enriched in GO programs related to adhesion and migration (Supplementary Data 9). In particular, they highly expressed *Itbg5* and *Emp2*, genes involved in cell-matrix adhesion^34,35^, *Mylk*, important for adhesion disassembly mechanism^36^, and *Csf1* and its receptor *Csfr1*, implicated in the formation of unstable interactions^37^ (Supplementary Fig. 16). The slower migration of D cells may thus be associated with more stable interactions with the extracellular matrix, or to more unstable interactions with neighboring epithelial cells. Future studies will explore whether D cells transdifferentiate into other enteroendocrine lineages at the villus tip or rather shed off at lower villus positions.

### Zone-specific interactions between epithelial and mesenchymal cells

The zonated expression programs we identified using ClumpSeq suggested that secretory cells might be interacting with other zonated small intestinal cell types. Both enterocytes^7^ and mesenchymal cells^38^ were shown to exhibit strongly zonated gene expression signatures. We, therefore, sought to identify potential zone-dependent interactions. We analyzed a database of ligands and receptors^20^ and identified pairs in which a ligand was enriched in one cell population and the matching receptor was enriched in another (Supplementary Data 10). We further examined ligand-receptor pairs enriched in either the crypt or bottom villus zones (Supplementary Fig. 17a) or in the villus tip zone (Supplementary Fig. 17b). Our analysis revealed classic interactions such as crypt telocyte *Rspo* genes and crypt enterocyte *Lgr5* and *Lgr4*, as well as signaling from tuft cells through the zonated ligands *Inhbc*, *Dll3* and *Ccl5* as well as signaling by zonated enteroendocrine cells (Supplementary Fig. 17a). The tip zone included the autocrine *Il25-Il17rb* circuit operating in tuft, as well as signaling from K enteroendocrine cells through the zonated *Efna1*, *Ccl28*, and *Gip* (Supplementary Fig. 17b).

## Discussion

ClumpSeq leverages the spatial information of the abundant cell types in a tissue to extract large sets of landmark genes for rare cell types. The ability to sort large clumps of up to 10 cells increases the capture rate of the rare cells, thus making it unnecessary to use specialized cell-type specific surface markers for enrichment, markers that often do not exist. With larger clumps, the probability to contain more than two cell types increases, e.g. goblet cells and tuft cells in the same clump. 

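Clumps with 2 or more secretory types were counted as those whose marker sums reached the thresholds used here for more than 1 type. The thresholds were 89 UMIs for goblet, 31 for enteroendocrine, 69.5 for tuft and 10 for Paneth markers of Supplementary Data 7. Fig. 2i–l uses another gene rule. Among crypt clumps, 2 of 1112 pairs (0.180%) and 48 of 2162 larger clumps (2.22%) carried 2 or more types. Of the 48, mouse 4 gave 47, and 40 carried goblet and Paneth markers. Among larger clumps of all zones they made up 49 of 2646 (1.85%). Thresholds at the median of single cells miss clumps with weaker markers. The 10 UMIs required for Paneth markers can also be reached with free RNA, so these shares are neither lower nor upper limits.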

While this was negligible in our study, the reconstruction algorithms can be readily adapted to take this into account by extracting landmark genes from a pool of secretory cell-type specific genes that are not expressed by both enterocytes and other secretory cells.

Recently, Gehart et al. uncovered distinct kinetics for different subtypes of enteroendocrine cells as well as different frequencies between crypts and villi^30^. Using ClumpSeq, we were able to provide more detailed spatial information along the villus axis. For example, while Gehart et al. demonstrated that D cells have a late time-stamp and that *Sst* expression is higher in the villi compared to the crypts, we showed that along the villus, D cells are enriched at the villus bottom and that D cell frequency and *Sst* expression decreases toward the villus tip. Somatostatin inhibits the secretion of other hormones, such as Cck^39^. Moreover, using our ligand-recpetor analysis we found that most enteroendocrine cells express the somatostatin receptors (Supplementary Fig. 17a). Stalled D cells in the villus bottom might therefore serve to prevent the secretion of some of these hormones specifically at the lower villus zones.

While ClumpSeq directly provides the zonation profiles of cell-type specific genes, its real power of discovery emerges when using the two-step approach of first identifying a set of cell-type specific landmark genes to be used for reconstructing a genome-wide spatial single-cell atlas of the rare cell type (Fig. 1). This enables identifying zonated patterns of genes that are expressed in more than one cell type. An example is *Fabp1*, a gene that is highly abundant in enterocytes and peaks at the mid-villus zone, but is also zonated in tuft cells toward the villus tip. The expression of *Fabp1* in clumps is dominated by the zonation of enterocytes, yet the tuft cell zonation emerges when reconstructing single sequenced tuft cells with the ClumpSeq-identified tuft cell landmark genes (Fig. 4b-d).

Our zonation results indicated that both goblet cells and tuft cells express immune-modulatory programs at the villus tip. We further showed that the neuronal-like tuft1 program is zonated toward the crypt and villus bottom, whereas the immune-related tuft2 program is zonated toward the tip. It will be important to utilize lineage tracing mouse models, such as in Beumer et al.^30^ to examine whether these zonated cell states represent continuous trans-differentiation or rather distinct lineages that settle in different crypt-villus coordinates.

Recently, two powerful methods were developed for measuring spatial information with single-cell resolution, Slide-Seq^40^ and High-definition spatial transcriptomics (HDST^41^). Similarly to ClumpSeq, both methods need to be integrated with scRNAseq datasets in order to properly analyse the rare cells of interest. However, pre-requirements differ, as Slide-seq and HDST both work on fresh-frozen slides and require barcoding beads on a glass surface, while ClumpSeq uses freshly dissociated tissue with the clumps sorted in 384-well capture plates. Unlike Clumpseq, the spatial transcriptomics methods sequence thin tissue sections that often do not include complete cells, potentially posing challenges in the characterization of individual rare cell types.

ClumpSeq can be applied to diverse tissues and cell types, for example, the analysis of lung goblet and tuft cell diversity in spatially-distinct airways^42,43^ and the zonation patterns of pancreatic endocrine cells along the radial islet axis^44^. ClumpSeq could also be adapted to assess the range-dependent effects of developmental organizers^45^ and tumor signaling centers^46^, thus expanding the toolbox of single cell biology beyond single cells and pairs.

## Methods

### Mice and tissue

All mouse experiments were approved by the Institutional Animal Care and Use Committee of the Weizmann Institute of Science and performed in accordance with institutional guidelines (Protocol number 13000419-2). Experiments were conducted on 8–12 weeks old C57BL/6 mice, obtained from Envigo. Mice were housed at 4–5 per cage, maintained at a constant temperature of 22 ± 2 °C and humidity of 55 ± 15%, exposed at all times to a 12 h light/12 h dark cycle and had access to food and water *ad libitum*. All experiments were performed on the same region of the Jejunum. Mice were sacrificed by cervical dislocation.

### Cell dissociation

#### Clumps dissociation

The Jejunum was harvested, flushed with cold 1× DPBS, laterally cut, and incubated for 20 min on ice in a 10 mM EDTA solution. Afterward, the tissue was cut into 1 cm pieces, moved in a pre-warmed 10 mM EDTA solution for 5 min and shaked vigorously at the end of the incubation time. Dissociated cells were collected and filtered through a 100 μm cell strainer. Cells were spun down at 300 × *g* for 5 min at 4 °C. Pellet was resuspended and incubated for nuclear staining for 5 min at RT in a solution of DMEM + 10% FBS + 10 mM HEPES + Hoechst 33342 (15 μg ml^−1^). To prevent the cells from pumping out the Hoechst dye, Reserpine (5 μM) was also added. Cells were resuspended in PBS and Alexa Fluo 488 Zombie Green (BioLegend) was added at a dilution of 1:500, to later enable the detection of viable cells by FACS. Cells were kept in a rotator in the dark at room temperature for 15 min. After spinning down (500 × *g*. for 5 min at 4 °C), cells were resuspended in FACS buffer (2 mM EDTA, pH 8, and 0.5% BSA in 1× PBS) at a concentration of 10^6^ cells in 100 μl.

#### Single cell isolation

To obtain single cell suspension, rather than clumps, the tissue was incubated for 10 min on ice in a 10 mM EDTA solution, before to be cut in small pieces and moved for other 10 min in a pre-warmed 10 mM EDTA solution. The tissue was shaked vigorously every 2 min. Cells were filtered through a 70 μm cell strainer and spun down at 300 × *g* for 5 min at 4 °C. Cells were resuspended in FACS buffer and stained with combination of APC-anti-Epcam (1:100, BioLegend, 118214) and PE/Cy7-anti-CD45 (1:1000, Biolengend, 103114) or APC-anti-Epcam and PE/Cy7-anti-CD24 (1:100, BioLegend, 101821). FcX blocking solution (BioLegend) was added at a dilution of 1:50.

### Clumps and single-cell sorting

Single cells and clumps were sorted with SORP-FACSAriaII machine with BD FACSDIva^TM^ software (BD Biosciences) using a 100 μm nozzle. For clumps sorting, dead cells were excluded using the Zombie green staining and clumps were sorted based on Hoechst histogram (Fig. 1b, Supplementary Fig. 18a). For single cell sorting, dead cells were excluded on the basis of 500 ng/ml Dapi incorporation. Sorted cells were negative for CD45 and positive for Epcam (Supplementary Fig. 18b). To enrich for enteroendocrine cells, cells were gated on CD45^-^ Epcam^+^ CD24^+^. Since tuft cells express CD45^17^, to enrich for those, cells were gated only on Epcam^+^ CD24^+^ (Supplementary Fig. 18c).

Cells and clumps were sorted into 384-well MARS-seq cell capture plates containing 2 μl of lysis solution and barcoded poly(T) reverse-transcription (RT) primers for single-cell RNA-seq. Barcoded single cell capture plates were prepared with a Bravo automated liquid handling platform (Agilent) as described previously^16^. Four empty wells were kept in each 384-well plate as a no-cell control during for data analysis. Immediately after sorting, each plate was spun down to ensure cell immersion into the lysis solution, snap frozen on dry ice and stored at −80 °C until processed.

### MARS-Seq library preparation

Single cell libraries for both single cells and clumps were prepared, as described in Keren-Shaul et al.^16^ Briefly, mRNA from cells sorted into MARS-Seq capture plates were barcoded and converted into cDNA by reverse transcription reaction and pooled using an automated pipeline. The pooled sample was cleaned using 0.9X SPRI beads and then linearly amplified by T7 in vitro transcription. The resulting RNA was fragmented and converted into sequencing-ready library by tagging the samples with pool barcodes and Illumina i7 barcode sequences during ligation, reverse transcription, and PCR. Each pool of cells was tested for library quality and concentration was assessed as described in Keren-Shaul et al.^16^ Machine raw files were converted to fastq files using bcl2fastq package, to obtain the UMI counts. Using STAR (v.2.5.3a) reads were aligned to the mouse reference genome (GRCm38.84) using zUMI packge45^47^ with the following flags that fit the barcode length and the library strandedness: -c 1-7, -m 8-15, -l 66, -B 1, -s 1, -p 16.

### scRNAseq data processing

For each single cell or clump and for each gene we performed background subtraction. The background was calculated for each 384-well plate separately, as the mean gene expression in the four empty wells. After subtraction, negative values were set to zero. We used Seurat v3.2 package in R v3.6.1 and R studio v1.2.2019 to cluster the clumps and single cell RNAseq datasets, retaining only clumps or cells containing at least 200 genes. We used Seurat to regress out cell-cell variation driven by the fraction of mitochondrial genes. For clumps, we excluded clumps with over 30% mitochondrial genes. Clustering was based on PCA dimensionality reduction using the first 18 PCs, and a resolution value of 1.

For single cells, cells with either total UMI counts lower than 200 or higher than 7000 or total gene counts lower than 150 or higher than 1500 or mitochondrial content of over 40% were removed. Cell clustering was based on PCA dimensionality reduction using the first 25 PCs and a resolution value of 0.1. We used cell type-specific markers to interpret the single cell clusters: *Epcam* in the epithelial cells clusters, *Ptprc* in immune clusters, *Muc2* in the goblet cluster, *Dclk1* in the tuft cluster, *Chga* in the enteroendocrine cluster (Supplementary Fig. 7).

### ImageStream analysis

Cells were imaged by an Imaging Flow Cytometer (ImageStreamX Mark II, AMNIS corp. - part of Luminex, TX, USA). Data were acquired using a ×40 lens, and lasers used were 405 nm (10 mW), 488 nm (100 mW), 642 nm (100 mW), and 785 nm (5 mW). Data were analyzed using the manufacturer’s image analysis software IDEAS 6.2 (AMNIS corp.). Images were compensated for spectral overlap using single stained controls. Viable cells were first gated as negative for the dead cell marker Zombie-Green. To eliminate out-of-focus cells, cells were further gated using the Gradient RMS and contrast features (measures the sharpness quality of an image by detecting large changes of pixel values in the image). Then, cell were gated for single cells and cell clumps according to their area (in μm^2^) and aspect ratio (the Minor Axis divided by the Major Axis of the best-fit ellipse). To distinguish between large cells and small clumps with similar size, the circularity feature was used (the degree of the mask’s deviation from a circle, calculated as the average distance of the object boundary from its center divided by the variation of this distance)—high circularity was correlated with large cells rather than cell clumps. This was calculated using the Object cell mask (segments images to closely identify the area corresponding to the cell, by distinguishing it from the background), to better delineate cell morphology. To distinguish between pairs and larger clumps, objects were gated according to the area and aspect ratio (normalized for intensity) of the Hoechst staining. To validate that cell clumps contain more than one EpCAM positive cell, two features were calculated—the area of the EpCAM staining divided by the bright-field area, and the distance between the geometrical centers of the EpCAM staining and the bright-field image, using the Delta Centroid XY feature. Clumps with higher area ratio and lower distance were eventually chosen.

### Single molecule FISH and quantification

Jejunum was harvested, flushed with cold 1× DPBS, laterally cut and then fixed in 4% formaldehyde for 3 h, incubated overnight with 30% sucrose in 4% formaldehyde and finally embedded in OCT in the form of swiss-rolls. 7 µm thick sections of fixed Jejunum were sectioned onto poly L-lysine coated coverslips and used for smFISH staining. Probe libraries were designed using the Stellaris FISH Probe Designer Software (Biosearch Technologies, Inc., Petaluma, CA). The intestinal sections were hybridized with smFISH probe sets according to a previously published protocol^48^. Briefly, tissues were treated for 10 min with proteinase K (10 µg/ml Ambion AM2546) and washed twice with 2× SSC (Ambion AM9765). Tissues were incubated in wash buffer (20% Formamide Ambion AM9342, 2× SSC) for 5 min and mounted with the hybridization buffer (10% Dextran sulfate Sigma D8906, 20% Formamide, 1 mg/ml E.coli tRNA Sigma R1753, 2× SSC, 0.02% BSA Ambion AM2616, 2 mM Vanadyl-ribonucleoside complex NEB S1402S) mixed with 1:3000 dilution of probes. Hybridization mix was incubated with tissues overnight in a 30 °C incubator. SmFISH probe libraries (Supplementary Data 5) were coupled to Cy5, TMR or Alexa594. After the hybridization, tissues were washed with wash buffer containing 50 ng/ml DAPI for 30 min at 30 °C. DAPI (Sigma-Aldrich, D9542) was used as nuclear staining. All images were performed on a Nikon-Ti-E inverted fluorescence microscope using the NIS element software AR 5.11.01. All images were taken as scans extending from villus tip to crypt bottom using ×100 magnifications, hence several fields of view were stitched together to cover the whole crypt-villus unit. Stitching was performed with the fusion mode linear blending and default settings of the pairwise stitching plugin in Fiji^49^.

Quantification of smFISH was done using ImageM^48^. Goblet cells were manually segmented based on *Muc2* or *Clca1* expression. Each transcript quantification was based on at least 5 entire villi from at least 2 mice. Tuft cells were manually segmented using *Dclk1* mRNA expression. Results were based on at least 20 cells from bottoms and tips of villi and from at least 2 mice. Enteroendocrine cells were identified based on the expression of the specific gene measured. Each villus was divided into bottom, middle and tip as follow: *Ada*^+^ area is defined as “villus tip”, the remaing villus length is divided equally in two zones, middle and bottom. Fisher exact test was calculated on the number of crypt-villus units with and without cells expressing the analyzed gene. mRNA concentration (number of mRNA per unit volume, for low abundance genes) or mRNA signal intensity (mean background-subtracted intensity in segmented unit, for high abundance genes) was computed per cell.

### Gene specificity analysis

In order to find genes specific to the intestinal epithelial cell types, we comprised a table of mean expression of genes across cell types and the percentage of single cells of each cell type expressing each gene (Supplementary Data 6). To this end, we analyzed published scRNA-seq data sets^7,12,17,18^, using cell type annotations by the papers’ authors. Gene expression measurements (UMIs per gene) were normalized for each cell by the sum of its UMIs and then averaged across single cells by type. For enterocytes, we averaged cells from each villus zone using Moor et al. annotation^7^. The same single cell data source was also used for generating the crypt stem cells columns of Supplementary Data 6^18^. For other secretory cell types: goblet, enteroendocrine, tuft and paneth cells, we used the data from Fig. 1 of Haber et al.^17^.

### Zonation reconstruction of clumps

UMI counts table for all 5,297 clumps was exported from Seurat^50^ and further clumps analysis was performed using MATLAB (version 2019a). 4,788 clumps with over 500 UMIs were retained and expression values per gene were calculated as UMIs per gene normalized for each clump by the total sum of its UMIs.

### Enterocyte landmark gene selection

Enterocyte landmark genes for clumps zonation reconstruction were based on the enterocyte zonation table in Moor et al.^7^. There, gene zonation was reconstructed for the crypt and 6 villus zones (V1–V6) using single enterocytes. Candidate landmark genes were required to satisfy the following requirements: (1) Abundance—having a mean normalized expression across zones of 5 × 10^−4^ or more. (2) Enterocyte specific: having mean expression in any enterocyte/stem-cell population higher than 10-fold the maximal mean expression in all secretory cell types and expressed in at least 10% of that enterocyte population. (3) Zonated—having at least 70% difference between maximal and minimal expression along the crypt-tip axis.

In order to select an informative set of landmark genes which includes crypt, mid-villus and villus tip markers, we calculated for all candidate landmark genes the Euclidean distances to “ideal” land mark profiles as follows: Ideal crypt landmark profile: expression value 1 in the crypt and 0 for all other zones; Ideal mid-villus land mark profile: expression value 1 in the middle of the villus (V3) and 0 for all other zones; Ideal tip land mark profile: expression value 1 in the tip and 0 for all other zones. Finally, three lists of enterocyte landmark genes were comprised: the crypt list with the 30 candidate landmarks with lowest distance from “ideal” profile 1, the mid-villus list with the 30 candidate landmarks with lowest distance from “ideal” profile 2 and the tip-villus list with the 30 candidate landmarks with lowest distance from “ideal” profile 3. If genes overlapped between the lists, they were assigned to the list of the “ideal” profile they were closest to. The selected landmark genes are shown in Supplementary Data 1.

### Assignment of clumps to zones

Based on Supplementary Data 6, enterocyte specific genes were defined as genes for which the mean expression in any enterocyte/stem population was higher than 3-fold the maximal mean expression in all other secretory cell populations, and that were expressed in at least 10% of that enterocyte population. For comparability between clumps containing different numbers of enterocytes, these genes were internally normalized: their expression was divided by the sum total for all enterocyte specific genes in each clump. Note that the selected landmark genes are a subset of this group of enterocyte specific genes. 2% of clumps with lowest sums of enterocyte landmark gene expression were discarded, since they could not be reliably assigned to a zone. The remaining 4690 clumps were assigned a zone using the single cell enterocyte zonation table^7^ as a spatial reference as follows.

The expression values of the enterocyte landmark genes in the spatial reference were normalized by dividing the expression of each gene by its maximal expression across zones. This resulted in a normalized landmark expression vector for each zone in the spatial reference. The expression of the enterocyte landmark genes in the clumps was also normalized by dividing the expression of each gene by its maximal expression across clumps. This resulted in a normalized landmark expression vector for each clump. Next, the correlations between the vector of landmark values for each clump were calculated with that of each of the zones. The clump was assigned to the zone it correlated most with. A clump-based zonation table was computed by averaging the expression values for each gene across all clumps in the zone. *P* values were calculated with the Kruskal–Wallis test (implemented in the MATLAB function kruskalwallis). q values were calculated using the Benjamini and Hochberg method (implemented in the MATLAB function mafdr), applied to all genes for which maximal expression across zones exceeded 5 × 10^−6^ (Supplementary Data 2).

### Selection of cell type-specific classification markers

Classification of clumps according to their contained cell type was performed separately for pairs and larger clumps due to differences in relative expression of genes stemming from clumps size. For cell type classification, we used Supplementary Data 6 to identify cell-type specific marker genes for secretory cells and enterocytes. For secretory cells, these included genes with mean normalized expression above 10^−4^, expressed in over 15% of the single cells and expressed at more than 4-fold higher levels than the maximal mean expression in all other epithelial cell types (we define this fold-change as specificity ratio). For each secretory type, all genes meeting these criteria were ordered by their specificity ratio in descending order and up to 50 first genes were selected as type markers. Enterocyte markers (used in Supplementary Fig. 3d) were selected similarly: genes expressed in at least 15% of enterocytes in any zone, with mean expression at least 4-fold greater in enterocytes than secretory cell types. The 50 genes with highest fold difference between enterocytes and secretory cells were selected. The list of cell-type classification markers appears in Supplementary Data 7.

### Geometric classification of clumps

For each secretory cell type (goblet, tuft, enteroendocrine and Paneth), the expression levels of its classification markers were summed in each clump. These sums were converted to Z scores by subtracting the mean and dividing by the standard deviation across clumps. This process projected the clumps into a 4-dimensional space spanned by the sums of secretory cell type markers. We next performed principal component analysis on these shifted and scaled sums (implemented in the MATLAB function pca). This resulted in three principal components (PCs) that define a 3D position for each clump in PC space. For each PC, the median was subtracted in order to shift the origin of the PCs to the origin of axes. In PC space, the clumps were now arranged on four lines or rays emanating from the origin (Fig. 2o, Supplementary Fig. 3a). Clumps at the origin, where the sum of all secretory markers were low were enterocyte-containing clumps (Supplementary Fig. 3e). Clumps at the edge of each ray were the ones for which the sums of the distinct secretory type’s markers were maximal. Intermediate clumps contained different contributions of the enterocyte transcriptome and the secretory cell transcriptome (Supplementary Fig. 3a). Larger clumps were closer to the origin, since the contributions of enterocytes, the major cell type, were higher in these clumps (Supplementary Fig. 3f).

We fitted a line to each of the secretory type rays. For the fit, we sorted clumps according to their distance from the origin and considered only clumps with distance above the 99 percentile. Fit was performed using a least square fit method implemented in a custom MATLAB script. Each ray was assigned to the secretory type, the markers of which peaked along it (Supplementary Fig. 3a). For each clump, the Euclidean distance from each of the rays was computed and Z scores for the four distances were calculated.

The farther from the origin of axes a clump was located, the higher it’s sum of cell type-specific markers, and therefore the lower were the chances to miss-classify it. The region close to the origin contained clumps that were low in all cell type marker sums. There, a clump could be close to a particular ray at random. To minimize miss-classification we therefore sorted the clumps on each ray in descending order according to the distance from the origin, and included a fraction that matches the abundance of this cell type in the tissue. To estimate these abundances, we measured the proportions of each secretory cell type in both crypts and villi of the jejunum out of all cells (Supplementary Data 8). Measurements were performed by imaging the tuft cell marker *Dclk1*, the enteroendocrine cell marker *Chga* and the goblet cell marker *Clca1*. For Paneth cells, data was taken from Elmes M.J.^51^. For final thresholds, measured proportions for crypts and villi were multiplied by 2 for pairs and by 3 for larger clumps, to represent the higher probability to capture rare events in clumps. Secretory types were assigned only to clumps far enough from the origin based on the above-mentioned cell type-specific thresholds, for crypt and villus clumps separately based on the respective threshold. Only clumps for which Z-score of distance from closest ray was below −1 were considered. All other clumps were classified as enterocyte-only clumps.

### Separation into clumps zonation tables per secretory type

Clumps were separated by assigned secretory cell types, and the zone was assigned as previously described, based on enterocyte gene expression. For comparability between clumps containing different numbers of enterocytes, secretory cell type specific genes were internally normalized: their expression was divided by the sum of all secretory cell type specific genes in each clump. Secretory cell type specific genes, out of which a subset of secretory landmark genes were chosen (below), were defined as genes for which the mean expression in the secretory cell type was higher than 3-fold the maximal mean expression in all enterocyte populations and were expressed in at least 1% among cells in that secretory cell type. Calculation of zonation table proceeded as previously described for all clumps (Supplementary Data 2).

### Use of clumps for single cell zonation reconstructions

For goblet, enteroendocrine and tuft cells, we used the clump-based zonation tables to find zonated, secretory-specific landmark genes. We then used the expression patterns of these landmark genes to assign single sequenced secretory cells to crypt-villus zones, grouped them and averaged their expression, thus obtaining zonation tables of all genes for each secretory cell type. The method we used for single cell reconstruction is similar for all three secretory types, with slight differences in landmark gene selection criteria and the spatial resolution of the reconstruction between goblet cells and the other secretory cell types. The reason for these differences stemmed from the substantially higher goblet cell abundance in the tissue and therefore in clumps, compared to other secretory cell. This enabled performing the reconstruction with finer spatial resolution for goblet cells. For all secretory types, single cell reconstruction consisted of the following steps, secretory type specific parameters and variations on this general method are detailed in the next sections:

1. Secretory cell type-specific genes were defined as genes for which mean expression in the secretory cell type was higher than 3-fold the maximal mean expression in all enterocyte populations, and that were also expressed in at least 1% of secretory cells.
2. For comparability between clumps containing different numbers of cells, these genes were internally normalized: their expression in each clump was divided by the sum of all secretory cell type-specific genes in that clump.
3. Out of the secretory specific genes in step 1, two groups of zonated landmark genes were selected: crypt landmark genes, which are zonated toward the crypt and villus-tip landmark genes, zonated toward the villus tip. See sections below for detailed description of landmark gene selection criteria. For each clump of this secretory cell type, the sum of the normalized expression of the crypt landmark genes (denoted X) and of the tip landmark genes (denoted Y) was calculated. These sums were than used to calculate a unit-less spatial coordinate: (1) η = Y/(X + Y) for each clump. This yielded a distribution of η values for each zone in secretory cell-containing clumps.
4. For each single secretory cell used for reconstruction, the spatial coordinate η was calculated as in step 3.
5. In order to assign each single cell to a zone based on it’s η, η limits for the zones were calculated using an optimization method—reconstruction was performed using a wide range of possible η limits options (see step 6 for details). The set of η limits that yielded zonation profiles of secretory specific genes which best fit the clumps profiles was selected. Specifically, for each possible set of η limits:
  - We performed single cell zonation reconstruction as described in steps 7–8
  - For each secretory specific gene (defined in step 1), the zonation profile in the current reconstruction was compared to the zonation profile in clumps: the Euclidean distance between the two profiles was calculated after both were normalized by their maximal values.
  - The median over genes of this distance was calculated and denoted as Med_Euc._
  - The set of η limits yielding the smallest Med_Euc_ was selected as optimal.
6. All η limit sets that were considered in the optimization described in step 5 were calculated as follows:
  - The lowest possible upper bound on η for crypt was set to the median of η values of crypt clumps—calculated in step 3. We denote this number as η_min_
  - The resolution of η optimization denoted D_η_, was determined_._
  - A vector of all considered η limit values, η_Vec_, was created: a regularly-spaced vector starting at η_min_ and ending in 1, using D_η_ as the increment between elements. η_Vec_ elements were therefore: [η_min_, η_min_ + D_η_, η_min_ + 2* D_η_,…, η_min_ + m* D_η_] where m = (1 −η _min_)/D_η_).
  - All possible combinations of the elements of η_Vec_ taken N_zones_−1 (N_zones_ is the number of desired zones for the reconstruction) at a time were calculated. Each such combination is an optional set of η limits, with a zero added in the beginning and one appended at the end. For example, if the reconstruction is to be done for 4 zones, each such optional set of η limits would be: 0, η_Vec1,_ η_Vec2,_ η_Vec3,_, 1. With η_Vec1,_ η_Vec2,_ η_Vec3_ being one of the combinations of η_Vec_ values- such that η_Vec1 <_ η_Vec2 <_ η_Vec3_.
  - All sets of η limits which yielded less than 10 single cells in some zone were discarded and not considered in the optimization described in step 5.
7. Each single cell was assigned to a zone based on the optimal η limits selected as described in step 5.
8. The expression values of all the single secretory cells in each zone were averaged for each gene, to obtain the zonation table of genes in the secretory cells.
9. *P* values for zonation per gene were calculated with the Kruskal–Wallis test (implemented in the MATLAB function kruskalwallis). *q* values were calculated using the Benjamini and Hochberg method (implemented in the MATLAB function mafdr), for all genes for which expression exceeded 5 × 10^−6^.

### Zonation reconstruction of single goblet cells

Single cells used for zonation reconstruction were from scRNA-seq experiments on intestinal cells, performed using the MARS-seq protocol (Supplementary Fig. 7), see scRNA-seq section for details. Goblet cells were detected based on Seurat clustering^50^.

We defined the Center Of Mass (COM) of a gene’s spatial expression profile across the zones 1,2,..N with respective expression values per zone of E_1_,E_2_,…E_N_ as:

1 $${COM}=\mathop{\sum }\limits_{i=1}^{N}{E}_{i}\ast i/\mathop{\sum }\limits_{i=1}^{N}{E}_{i}$$

Goblet cell specific landmark genes based on clumps data (steps 3–4 in the previous section) were selected based on the following criteria:

- Maximal expression across zones in clumps zonation Supplementary Data 2 > = 5 × 10^−5^.
- Crypt markers: COM < = 3, expressed in at least 2 clumps in the crypt.
- Tip markers: COM > = 4.7, expressed in at least 2 clumps in the tip most zone.

This resulted in 309 crypt markers and 62 tip markers listed in Supplementary Data 1. Single cell reconstruction was performed with 5 zones. Resolution parameter for optimization- D_η_ (step 6b in the previous section) was set to 0.05.

### Zonation reconstruction of single enteroendocrine cells

Single cells used for zonation reconstruction were taken from Gehart^12^. UMI count table for the single cells was downloaded from Gehart et al.^12^ (GEO: GSE113561) and parsed in MATLAB. Expression values per cell were normalized by dividing by the overall sum of UMI for each cell. Cells marked as excluded in the metadata supplied by the authors were removed. Enteroendocrine specific landmark genes based on clumps data (steps 3–4 in previous section) were selected based on the following criteria:

- Maximal expression in clumps zonation Supplementary Data 2 > = 5 × 10^−5^.
- Crypt markers: COM < = 1.8, expressed in at least 2 clumps in the crypt.
- Tip markers: COM > = 4.2, expressed in at least 2 clumps in the tip most zone.

This resulted in 636 crypt markers and 20 tip markers listed in Supplementary Data 1. Single cell reconstruction was performed with 4 zones. Resolution parameter for optimization- D_η_ (step 6b in the previous section) was set to 0.02.

To obtain the temporal profile of enteroendocrine gene expression (Fig. 5a), time stamps per cell, which were available in GEO: GSE113561 were used to equally partition cells into 7 temporal bins, assigning each cell to a distinct temporal zone. Within each temporal bin, gene expression was averaged over cells in that bin creating the temporal expression table. *P* values for temporal profiles per gene were calculated with the Kruskal–Wallis test (implemented in the MATLAB function kruskalwallis). *q* values were calculated using the Benjamini and Hochberg method (implemented in the MATLAB function mafdr).

### Zonation reconstruction of single tuft cells

Our single cell MARS-seq protocol yielded mainly villus tuft cells. We, therefore, combined our cells with tuft cells from Fig. 1 of Haber et al.^17^. Zonation reconstruction was performed separately for these two single cell datasets and consequently merged. Tuft cell-specific landmark genes based on clumps data (steps 3-4 in previous section) were selected based on the following criteria:

- Maximal expression in clumps zonation Supplementary Data 2 > = 5 × 10^−5^.
- Crypt markers: COM < = 1.8, expressed in at least 2 clumps in the crypt.
- Tip markers: COM > = 4.2, expressed in at least 2 clumps in the tip most zone.

This resulted in 323 crypt markers and 29 tip markers listed in Supplementary Data 1. Single cell reconstruction was performed with 4 zones. Resolution parameter for optimization- D_η_ (step 6b in previous section) was set at 0.02. The merged zonation table was calculated as the weighted mean of the two zonation tables derived separately from the two datasets with the weights reflecting the relative contribution of each data set per zone in terms of amount of expressing cells.

The details of the calculation are as follows—for each possible set of η limits:

1. The single cell reconstruction using only cells from our data was computed.
2. The single cell reconstruction using only cells from Haber et al.^17^ was computed.
3. For each gene, the mutual zones between data sets were identified. Mutual zones were defined as zones in which both data sets had 5 or more cells expressing the gene above the expression threshold, set at 5 × 10^−6^.
  i. If there were no mutual zones-and the gene was expressed only in one dataset, the expression in that data set was retained for the merged zonation table.
  ii. If both data sets had cells expressing the gene, but without sufficient overlap in a single zone the gene was excluded from the merged zonation table.
  iii. If there were several mutual zones, the mutual zone in which the data sets had the most similar amount of expressing cells was selected.
4. For each gene, the zonation expression profile in each data set was normalized by the value in the mutual zone.
5. These two scaled profiles were averaged with weights per zone. The weights per dataset per zone were the amount of cells expressing the gene above the expression threshold (5 × 10^−6^).
6. Averaged zonation profiles for each gene were re-normalized by dividing by the maximal value, and re-scaled by multiplying the normalized profiles by the maximal expression level between the two separate zonation tables.

For the merged zonation table, the p values were calculated per gene as the minimal *p* value between the two separate reconstructions. *q* values were calculated using the Benjamini and Hochberg method (implemented in the MATLAB function mafdr).

### Validation of single cell reconstructions with clumps

In order to further validate the single cell reconstructions, we computed the correlation of centers of mass (COM) between single cell and clump-based reconstructions. For this puropose, we coarse-grained the 7-zone clumps zonation tables into the same number of zones as the respective single cell reconstruction. These coarse grained zonation tables were calculated the same way as described for clump to zone assignment, with one difference: the spatial ref. ^7^ zonation table was linearly interpolated for the smaller number of equally spaced zones prior to reconstruction.

For the validation, we chose genes that were not used as landmarks for single-cell reconstruction and were both highly expressed (above 10^−5^) and secretory specific (secretory specific criteria described in step 1 of the single cell reconstruction algorithm). We further limited ourselves to genes for which the SEM of reconstruction was small enough for both single cells and clumps based reconstructions (below 0.4 for goblet and below 0.5 for tuft). This yielded a similar quantity of genes for goblet and tuft: 30 and 28, respectively.

For Enteroendocrine cells, such validation was infeasible, due to the various enteroendocrine cell sub-types and their relatively sparse representation in clumps. Instead, single cell reconstruction of spatial zonation was validated against the temporal gene expression patterns derived from the same single cells in Gehart et al.^12^, resulting in high correlation (*R* = 0.4, *p* < 10^−10^).

### Robustness analysis

In order to assess the robustness of the zonation tables to parameter choices, we reconstructed the single cell zonation tables with modified parameter values and examined the change in the correlation of the zonation profiles centers of masses (COM) between the original and perturbed zonation tables as a function of the size of introduced parameter perturbation. To this end, we performed the following for all parameters pertaining to clump secretory type assignment and subsequent single cell reconstructions (Supplementary Data 11): we selected ~75 linearly spaced values for each parameter within the 0.5–1.5 fold range. For some parameters, only integer values could be used. For other parameters, not the entire 0.5–1.5 fold range yielded reconstructions due to absence of marker or landmark genes fitting the criteria for these values. For each parameter, we then generated single cell zonation tables for all the 75 different parameter values. In order to compare these reconstructions to the original zonation table, we calculated the Spearman correlation coefficient of the COMs for the expressed genes (above 5 × 10^−6^), between each reconstruction and the original. We denote this quantity for parameter i and perturbed value j − P_ij_. We then plotted for each parameter i, the values P_ij_ for j = 1:75. The plotted curves (Supplementary Figs. 4a, 5a, 6a) were smoothened by applying a moving median filter with window size 10. Due to smoothing, the point (0,1) which indicates that for 0 distance between the perturbed and original parameter, the Spearman correlation P_ij_ is 1, was sometimes shifted. We, therefore, reintroduced this point after applying the moving median filter.

In order to visualize the differences in the zonation profiles of individual genes between the original and perturbed reconstruction when P_ij_ declines, we selected for each cell type a representative example of a parameter choice that yielded low correlation (P_ij_) and plotted the original and the perturbed reconstructed zonation profiles for 10 selected genes: 5 crypt genes and 5 tip genes (Supplementary Figs. 4b, 5b, 6b). The genes shown for these examples were selected as follows: several gene types were excluded (exclusion criteria below), the remaining genes were sorted by COM and top 5 (tip) and bottom 5 (crypt) were auto-selected.

Genes were excluded based on the following criteria, considering the original reconstruction:

1. landmark genes used to generate the original reconstructions.
2. low confidence genes—*q* value above 0.05.
3. not highly zonated genes—less than 2 fold dynamic range.
4. lowly expressed genes—with maximal normalized expression below 5 × 10^−5^.

### Ligand-receptor analysis

Ligand-receptor analysis was performed similar to Bahar-Halpern et al.^38^. We performed the analysis between and within zonated epithelial and mesenchymal cell types. We used the zonated secretory cell expression reconstructed with Clumpseq and previously published datasets for zonated enterocytes and mesenchymal cells^7,38^. A list of ligand-receptor pairs was extracted from Ramilowski et al.^20^ (697 unique ligands and 688 unique receptors). For each gene *g* and each cluster *c* we calculated the average expression $${x}_{g}^{c}$$. We then computed a Z-score, $${Z}_{g}^{c}$$, representing the enrichment of each ligand and receptor in each cell type:

2 $${Z}_{g}^{c}=\frac{{x}_{g}^{c}-{\rm{mean}}({x}_{g}^{c})}{{\rm{std}}({x}_{g}^{c})}$$

where the mean and standard deviations were compute over all cell types. We next defined an interaction score as:

3 $${Z}_{{{\rm{interaction}}}}=\sqrt{{({Z}_{L}^{C1})}^{2}+{({Z}_{R}^{C2})}^{2}}$$

where $${Z}_{L}^{C1}$$ is the ligand Zscore for cell type *C*1, and $${Z}_{R}^{C2}$$ is the receptor Zscore for cell type *C*2. The resulting list of interactions was filtered per fraction of cells expressing either the ligand or the receptor (>0.05) and the $${Z}_{{{\rm{interaction}}}}$$ was above 2.

Cytoscape^52^ was used to visualize bottom and tip interactions. We selected only ligands and receptors with an average expression of either the ligand or the receptor above 2 × 10^−5^ and $${Z}_{{{\rm{interaction}}}}$$ higher than 5. For interactions that occur at the crypt or villus bottom zones (Supplementary Fig. 17a), we considered EC, D, L, X and N enteroendocrine cells and crypt-villus bottom goblet, tuft, enterocytes and telocytes. For interactions at the villus tip (Supplementary Fig. 17b), EC, I, L and N enteroendocrine cells and villus tip goblet, tuft, enterocytes and telocytes.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

## Data Availability

Data generated in this study hve been deposited in Gene Expression Omnibus with the accession code: “GSE154714”. Single cell dataset also includes epithelial cells from “GSE134479”^38^. Enteroendocrine single cell dataset was acquired from NCBI GEO dataset browser, with accessions code: “GSE113561”^12^. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Sourse Data

# Supplementary material for: Clump sequencing exposes the spatial expression programs of intestinal secretory cells
**Source:** Nat Commun. 2021 May 24;12:3074. doi: 10.1038/s41467-021-23245-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary files for

### **Clump sequencing exposes the spatial expression programs of intestinal secretory cells**

Rita Manco\*, Inna Averbukh\*, Ziv Porat, Keren Bahar Halpern, Ido Amit, Shalev Itzkovitz

#### **This PDF file includes:**

Supplementary figures 1 to 18

#### **Other Supplementary Materials for this manuscript includes the following:**

Supplementary Data 1 to 11 as Excel files

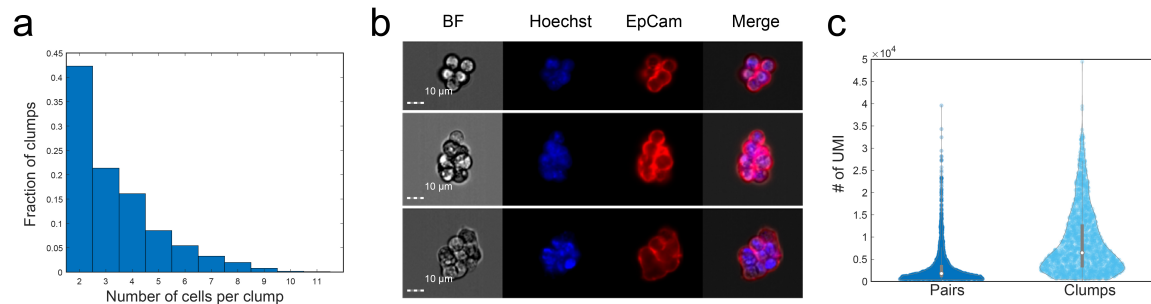

**Supplementary Figure 1** (a) Quantification of the number of cells per clump, based on Imagestream images using Hoechst DNA nuclear staining.  $n = 100$  clumps per mouse ( $n = 3$  mice). Source data are provided as a Source Data file. (b) Representative Imagestream images of clumps ( $n=3$  mice). (c) Clumps with more than two cells have higher UMIs counts compare to clumps with 2 cells (pairs). Violin plot of total sum of UMI counts for pairs and larger clumps.  $n$  pairs = 2926,  $n$  clumps = 1862, examined over 5 independent experiments. White circles mark the medians, gray boxes mark the 25-75 percentiles.

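The median clump held 1672.5 UMIs among 3294 pairs and 5376.5 UMIs among 2710 larger clumps. In each of the 3 mice with both kinds, the median was higher in the larger clumps, at 2970 against 1732 UMIs in mouse 1, 7665.5 against 972.5 in mouse 4 and 1208.5 against 775 in mouse 5. With 3 mice the smallest p that an exact sign-flip test allows is 0.25. The gap in mouse 4 was the widest, and there the median mitochondrial share was 19.4% of UMIs in pairs and 5.25% in larger clumps. For the composition of the RNA, 0 of 9779 genes differed between larger clumps and pairs by edgeR's quasi-likelihood test on sums per mouse, at an adjusted p under 0.05, with 676 at an unadjusted p under 0.05. DESeq2 called 1 gene, Dis3l, named here after the values were seen, and with mouse as a block, on the 3 mice with both kinds, edgeR called 50 of 7306.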

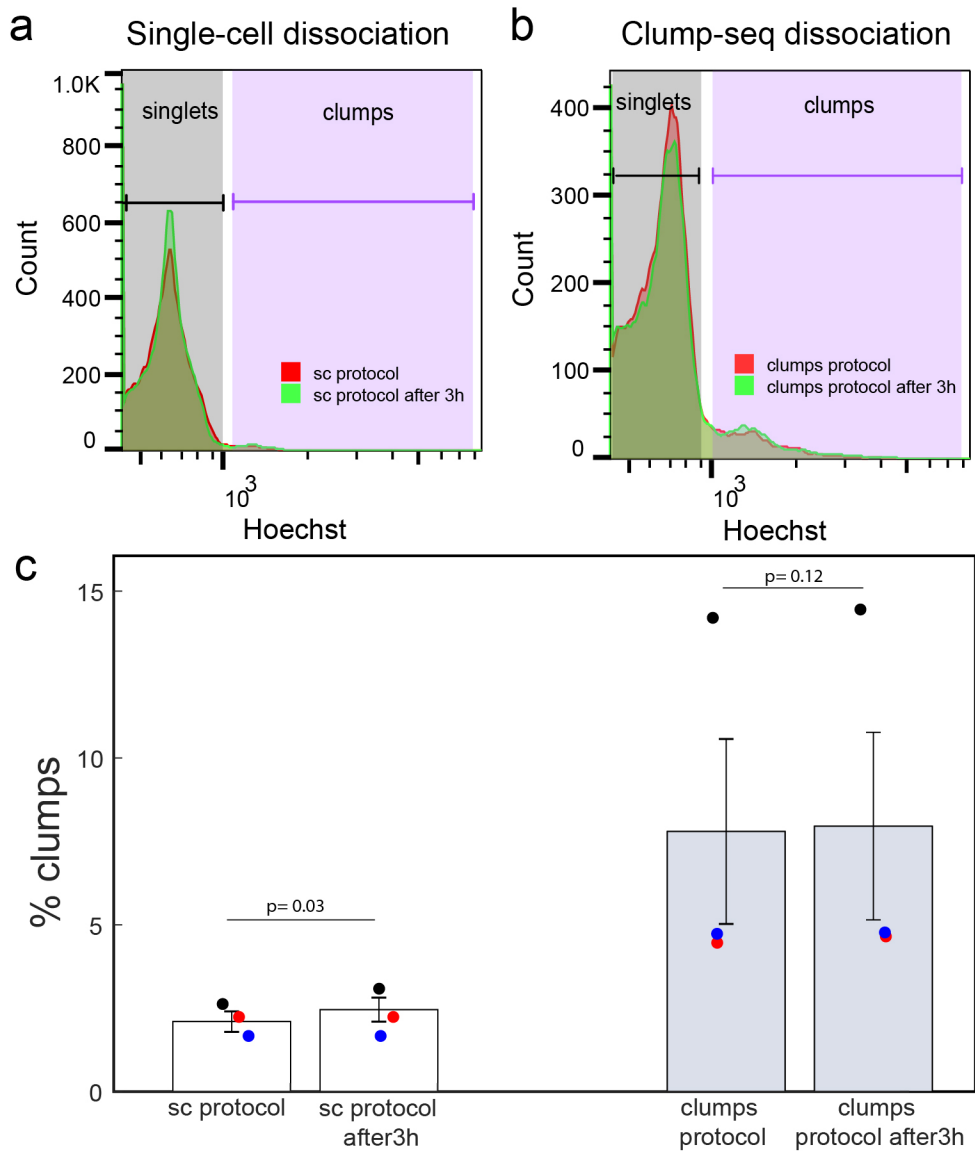

**Supplementary Figure 2** Background analysis for dissociation protocol (a-b) Representative histograms of the Hoechst DNA content staining at time 0h (red curve) and 3 h (green curve) for the single-cell dissociation protocol (a) and clump dissociation protocol (b). (c) Quantification of clumps immediately after dissociation for single-cell and clumps protocol at time 0h and after 3h, n=3 mice, (sc protocol p value by t test (two-sided) = 0.03; clumps protocol p value by t test (two-sided) = 0.12). Data are presented as mean values +/- SD. Source data are provided as a Source Data file.

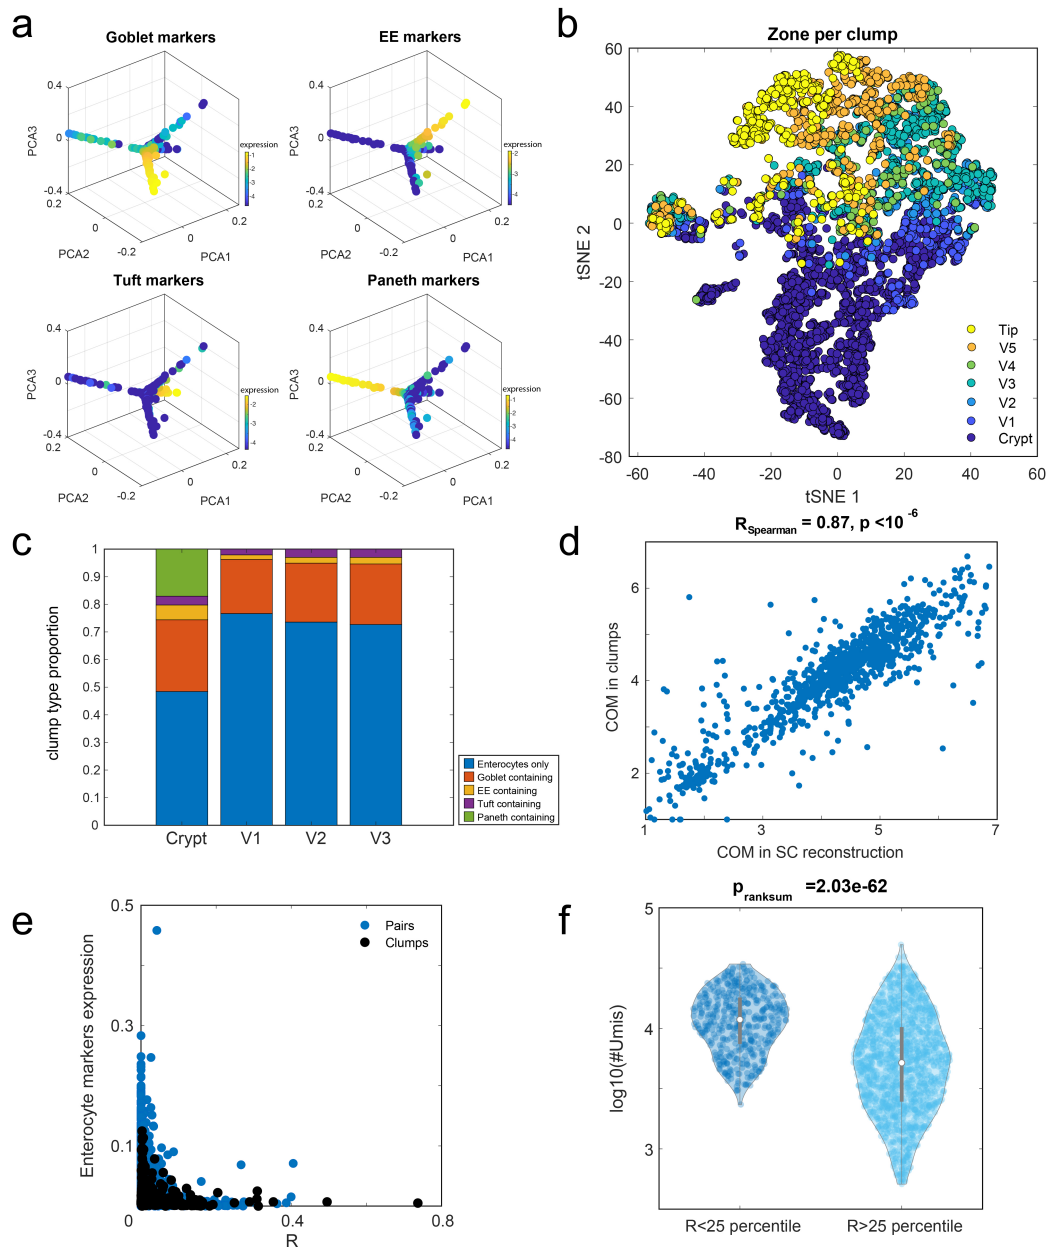

**Supplementary Figure 3** (a) Scatter plot of pairs in 3D PC space of type markers sum (Methods, Supplementary Table 7), colored by classification markers sum. The pairs form four rays emanating from the origin of the axis. Along each of the rays, the marker sum of a single secretory cell type is highest and reaches a peak at the tip of the ray furthest from the origin. (b) tSNE plot of all clumps colored by their assigned zone. (c) Frequency of clump types in the crypt and 3 villus zones. The calculation was performed on the clumps zonation table Supplementary Data 2, coarse grained into 4 zones. (d) Validation for clumps zone assignment, by comparing center of mass (COM) of enterocyte specific genes in clumps based spatial reconstruction with single cell spatial reconstruction performed in Moor et al.<sup>7</sup> (Methods).  $p = 1e-307$ . (e) Summed expression of enterocyte type markers (Supplementary Data 7) as function of R, the distance from origin in PC space, for clumps and pairs (Methods). (f) Violin plots of total sum of UMIs per clump, for clumps within and outside the lower 25 percentile of R values.  $n$  pairs = 2926,  $n$  clumps = 1862, examined over 5 independent experiments. White circles mark the medians, gray boxes mark the 25-75 percentiles. P values were calculated with the Kruskal-Wallis test.

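Supplementary Fig. 3c counts the clumps of each type by zone. Of the clumps assigned to goblet cells here, 906 lay in the crypt, 386 in the mid-villus and 141 at the villus tip. Enteroendocrine clumps numbered 187, 35 and 20 in the same zones, and tuft clumps 158, 41 and 23. The proportions assumed for crypt and villus limit the numbers in each, and 12 of 14 groups of type, gate and crypt or villus were filled to the limit. The split between crypt and villus is therefore not an independent measure of how the types are spread along the axis. The proportions do not set the split between mid-villus and villus tip.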

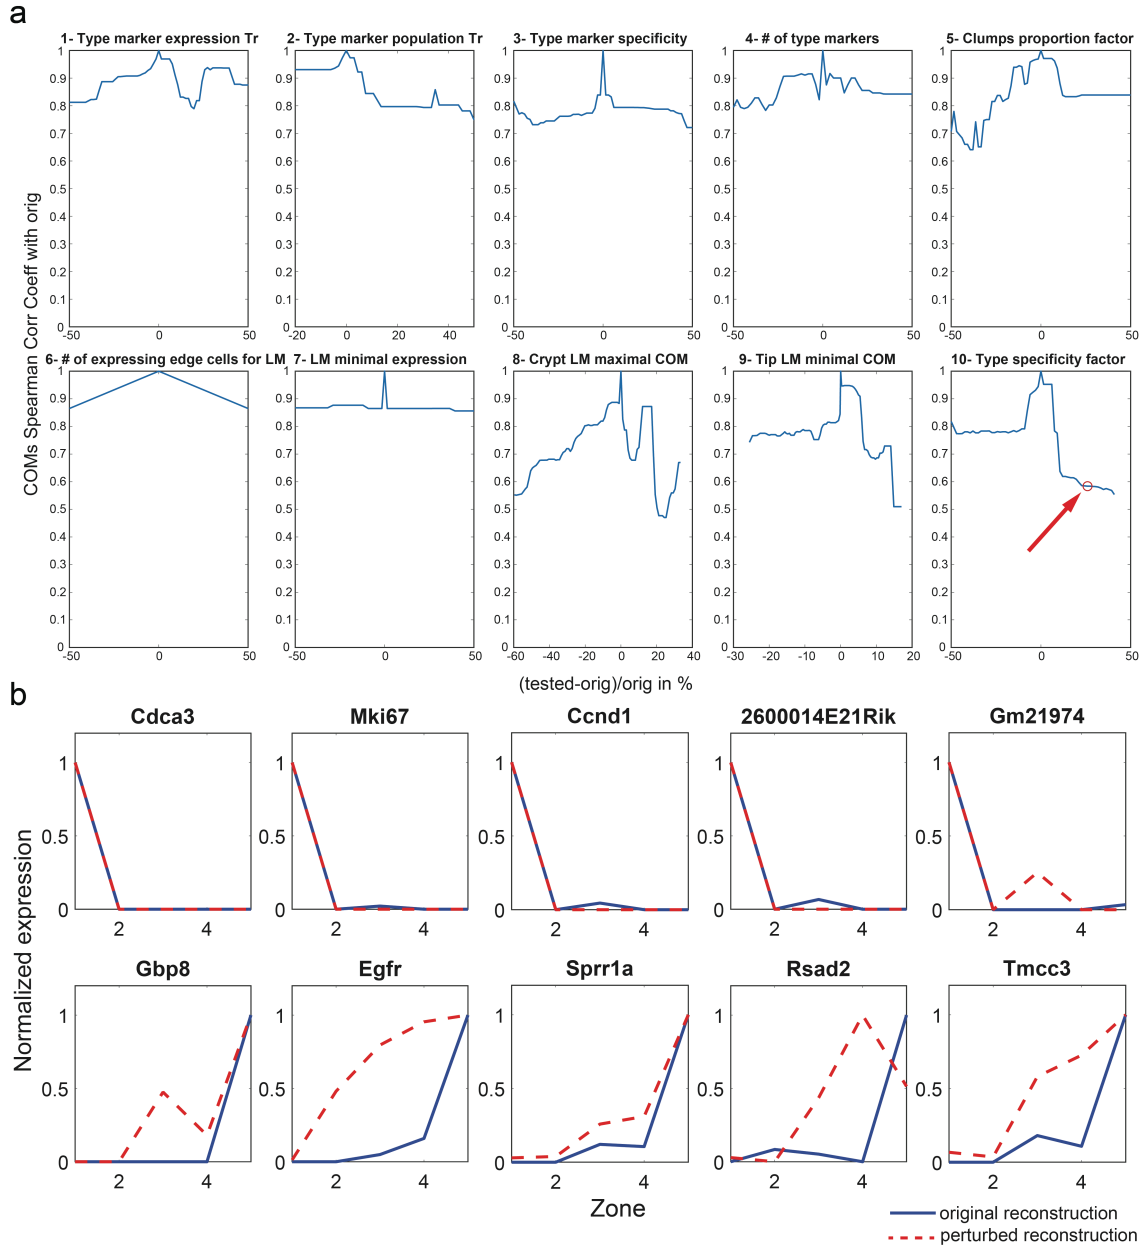

**Supplementary Figure 4** Sensitivity analysis for goblet cell zonation reconstruction. (a) Correlations between zonation reconstructions as function of parameter perturbations. X axis indicates the distance between the original and perturbed parameter calculated as the difference between the two divided by the original value in percent. The Y axis indicates the Spearman correlation coefficient between the centers of masses (COMs) of the original reconstruction and perturbed reconstruction (See methods for details). Parameters are detailed in Supplementary Data 11. Red circle marked with red arrow indicates an example of a perturbed reconstruction for which correlation with the original reconstruction was lower. (b) Examples for individual zonation profiles in the original (blue lines) compared to the indicated perturbed reconstruction (dashed red lines). For this purpose, 5 tip and 5 crypt zonated, highly expressed genes not used as landmarks were selected (See methods).

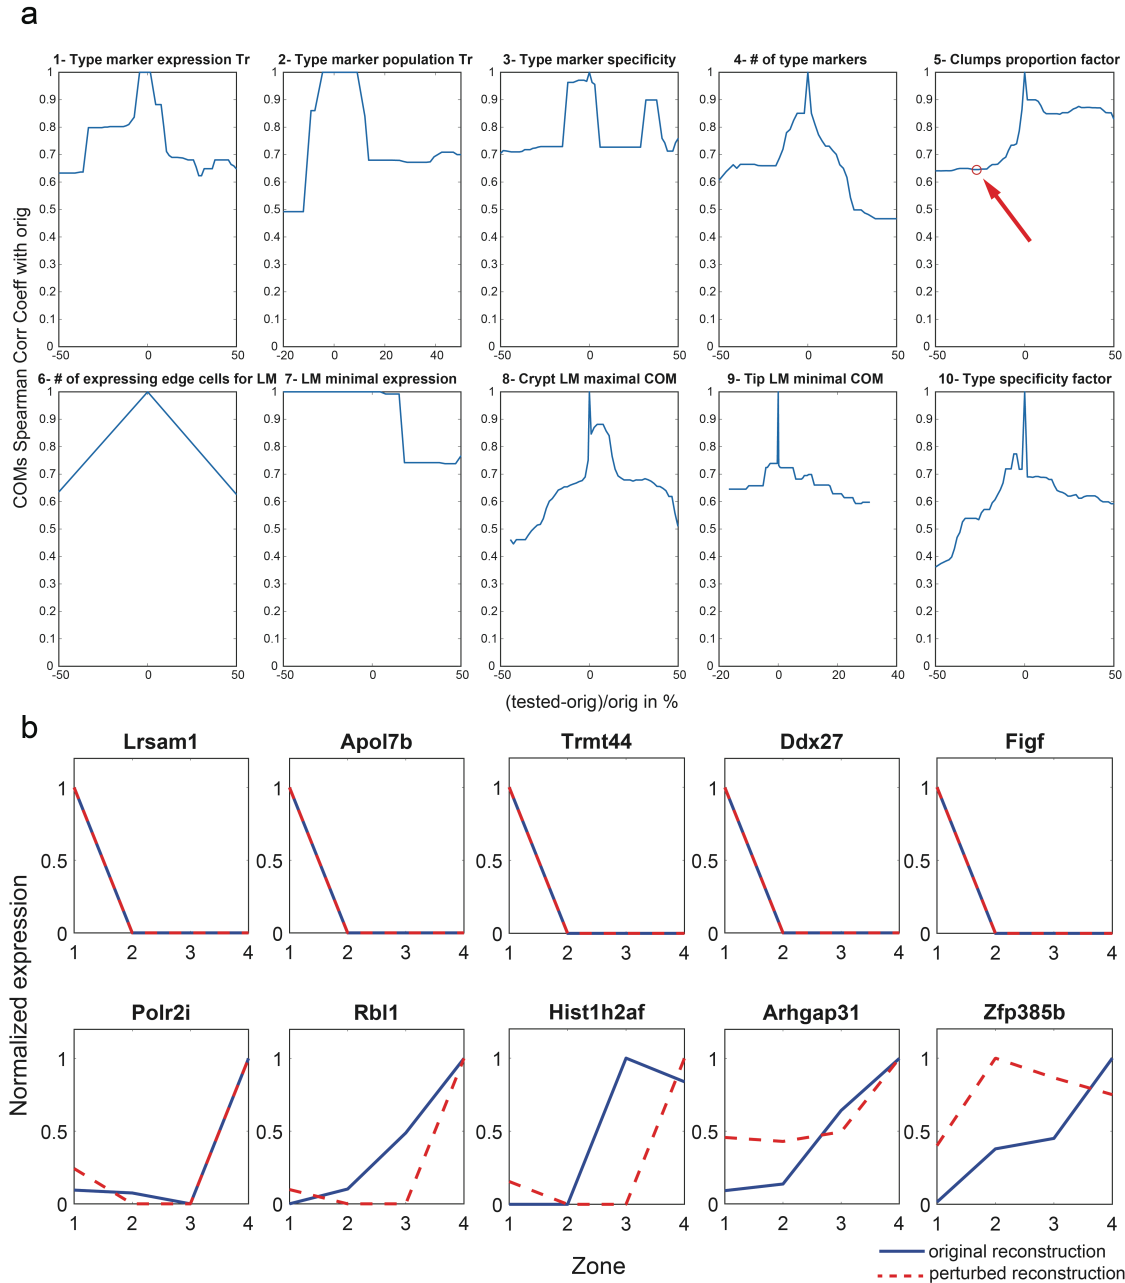

**Supplementary Figure 5** Sensitivity analysis for tuft cell zonation reconstruction. (a) Correlations between zonation reconstructions as function of parameter perturbations. X axis indicates the distance between the original and perturbed parameter calculated as the difference between the two divided by the original value in percent. The Y axis indicates the Spearman correlation coefficient between the centers of masses (COMs) of the original reconstruction and perturbed reconstruction (See methods for details). Parameters are detailed in Supplementary Data 11. Red circle marked with red arrow indicates an example of a perturbed reconstruction for which correlation with the original reconstruction was lower. (b) Examples for individual zonation profiles in the original (blue lines) compared to the indicated perturbed reconstruction (dashed red lines). For this purpose, 5 tip and 5 crypt zonated, highly expressed genes not used as landmarks were selected (See methods).

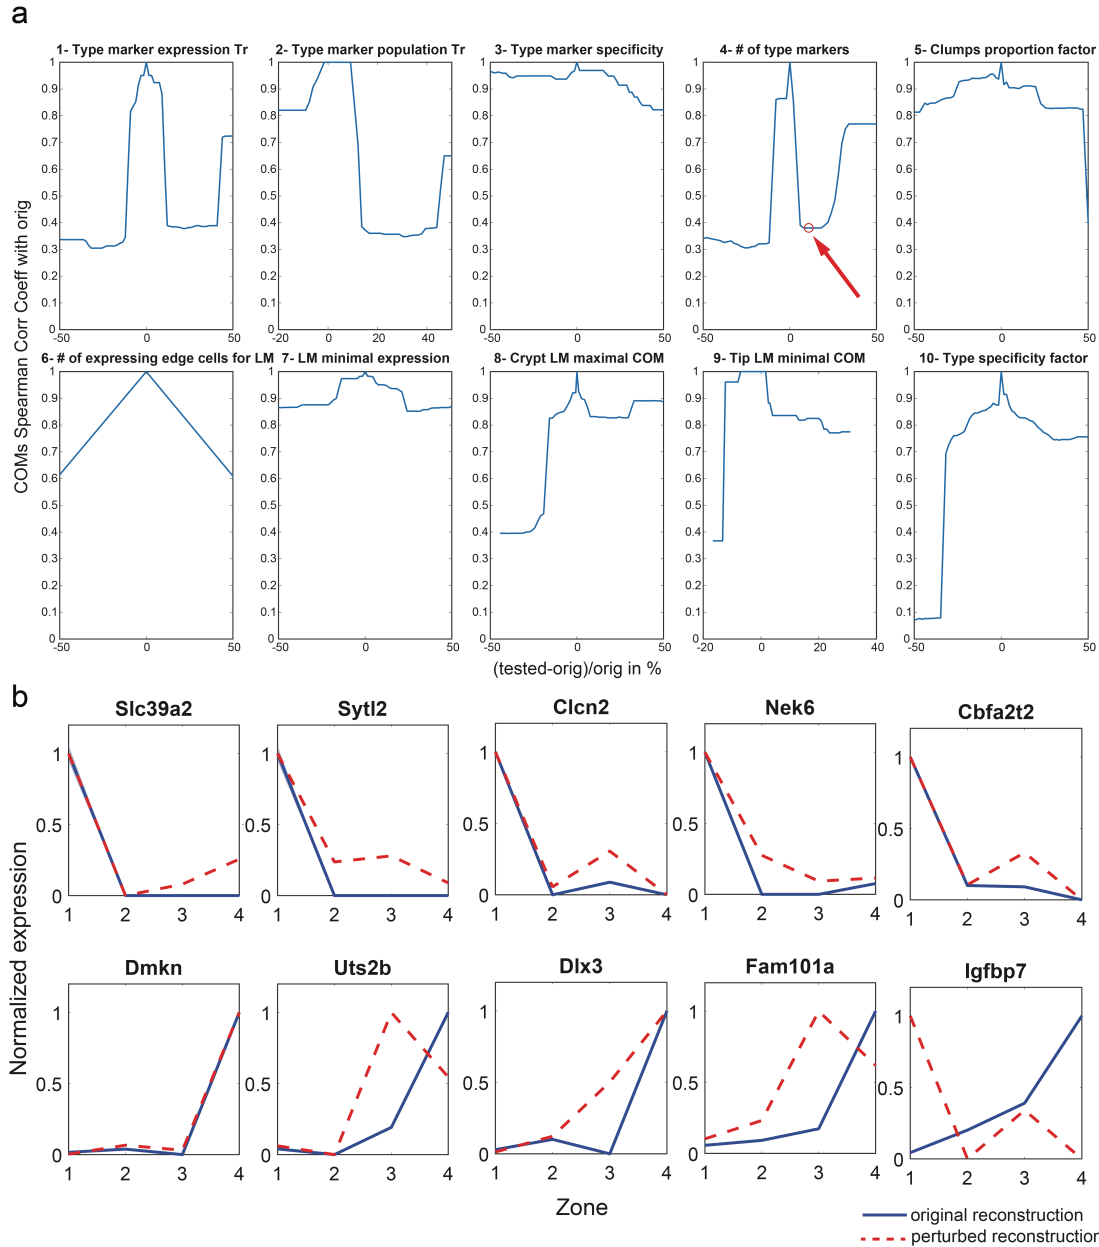

**Supplementary Figure 6** Sensitivity analysis for enteroendocrine cell zonation reconstruction. (a) Correlations between zonation reconstructions as function of parameter perturbations. X axis indicates the distance between the original and perturbed parameter calculated as the difference between the two divided by the original value in percent. The Y axis indicates the Spearman correlation coefficient between the centers of masses (COMs) of the original reconstruction and perturbed reconstruction (See methods for details). Parameters are detailed in Supplementary Data 11. Red circle marked with red arrow indicates an example of a perturbed reconstruction for which correlation with the original reconstruction was lower. (b) Examples for individual zonation profiles in the original (blue lines) compared to the indicated perturbed reconstruction (dashed red lines). For this purpose, 5 tip and 5 crypt zonated, highly expressed genes not used as landmarks were selected (See methods).

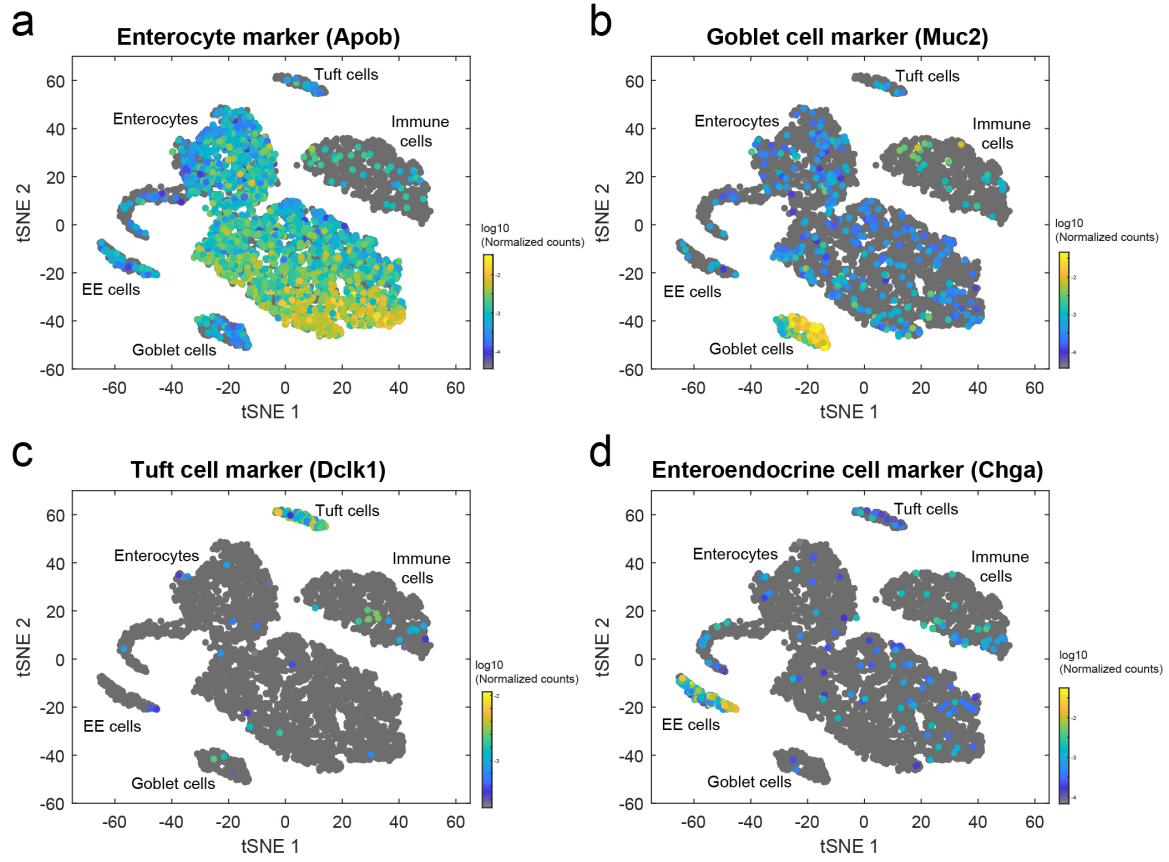

**Supplementary Figure 7** tSNE plots showing the identified clusters from the single cell sequencing: (a) Enterocytes, colored by Apob, (b) Goblet cells, Muc2<sup>+</sup>, (c) Tuft cells, Dclk1<sup>+</sup> and (d) Enteroendocrine cells, Chga<sup>+</sup>.

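The 5199 single cells formed 6 clusters, of which 5 were named by the marker list most represented among their leading genes. The enterocyte-like cluster held 2557 cells, the enteroendocrine-like cluster 251, and the goblet-like and tuft-like clusters are described with the results. Apob is among the 10 leading genes of the enterocyte-like cluster, Muc2 of the goblet-like, Dclk1 of the tuft-like and Chga of the enteroendocrine-like cluster. An immune-like cluster of 1605 cells was led by Tcrg-C1, Ccl5 and Gzma. A cluster of 388 cells, led by hemoglobin and immunoglobulin genes, was left unnamed. No Paneth cluster was found.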

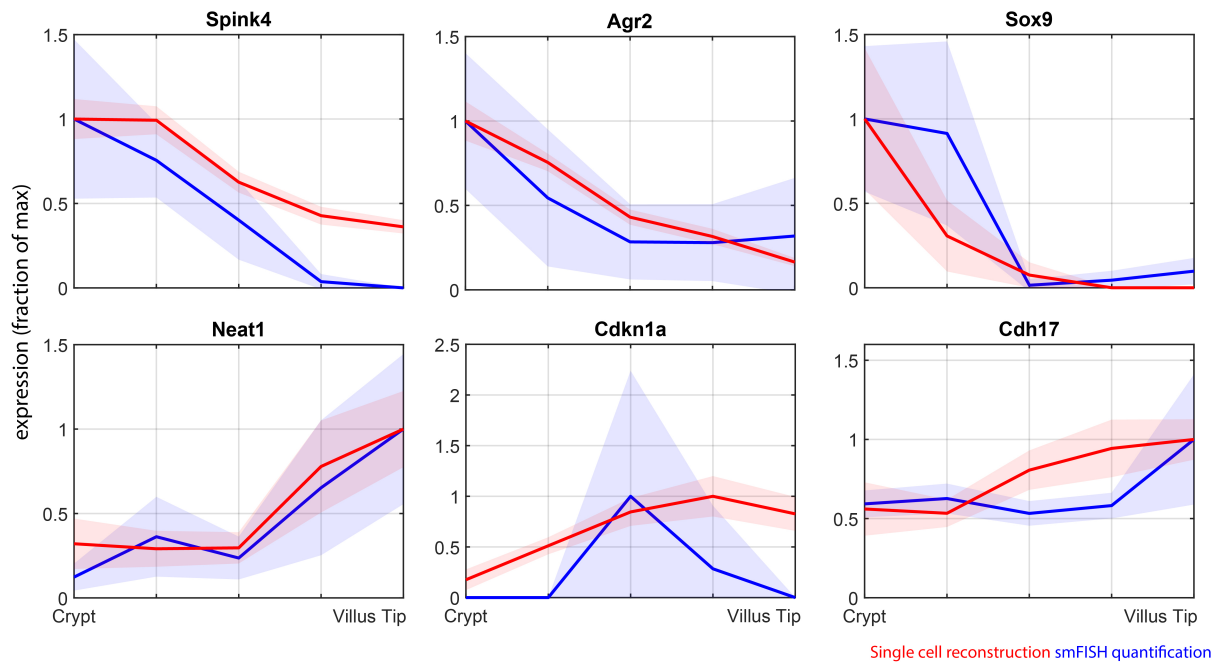

**Supplementary Figure 8** Validation of the reconstructed zonation profiles using smFISH. Blue line - smFISH mean expression level, red line - reconstructed profile based on the single cell analysis. Light areas denote the SEM. SmFISH results based on 2 mice, 5 villi per mouse. Source data are provided as a Source Data file.

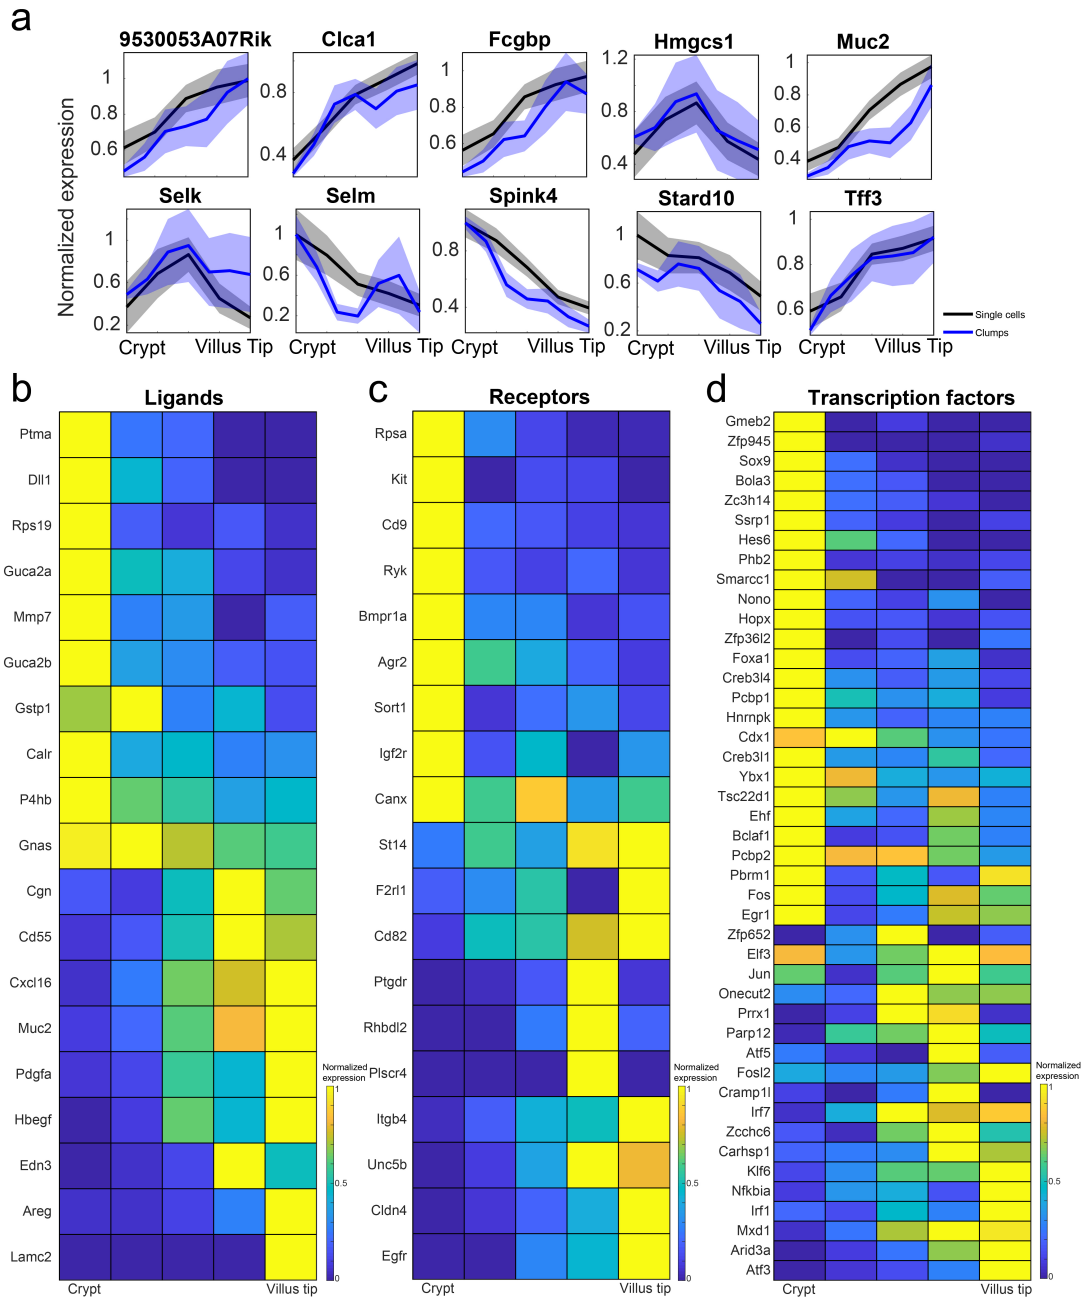

**Supplementary Figure 9** (a) Validation of the reconstructed zonation profiles of goblet cells using clumps data. Blue line represents the reconstruction based on clumps mean expression level, black line - the reconstructed profile based on the single cell analysis. Light patches are the SEM. Profiles were smoothed with a moving average window of 3. (b-d) Zonated expression of (b) ligands, (c) receptors and (d) transcription factors in goblet cells. Only genes with expression above  $5 \times 10^{-5}$  and  $qval < 0.25$  are shown.

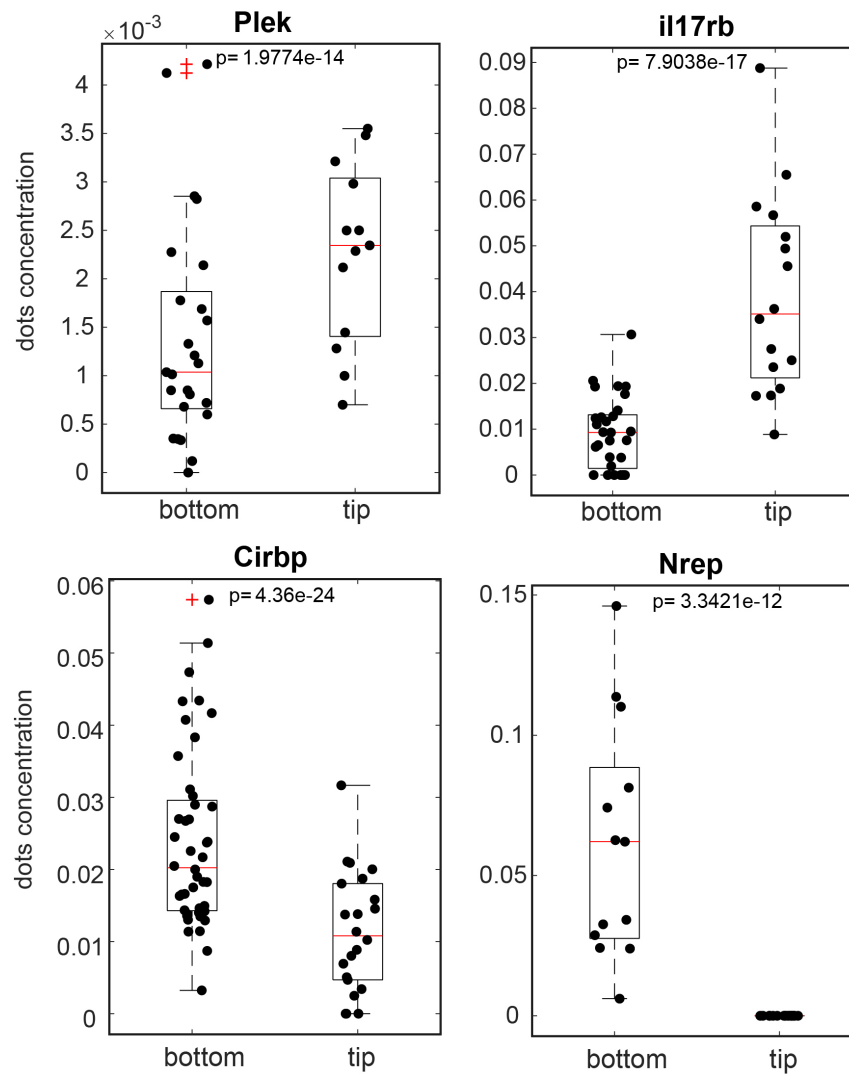

**Supplementary Figure 11** smFISH quantification of zonated tuft genes. P value was calculated by Mann Whitney U test two-sided. n = 20 cells were examined over 2 mice. Red lines are medians, black boxes are 25-75 percentiles. Whiskers extend to the most extreme data point within 1.5× the interquartile range (IQR) from the box. Source data are provided as a Source Data file.

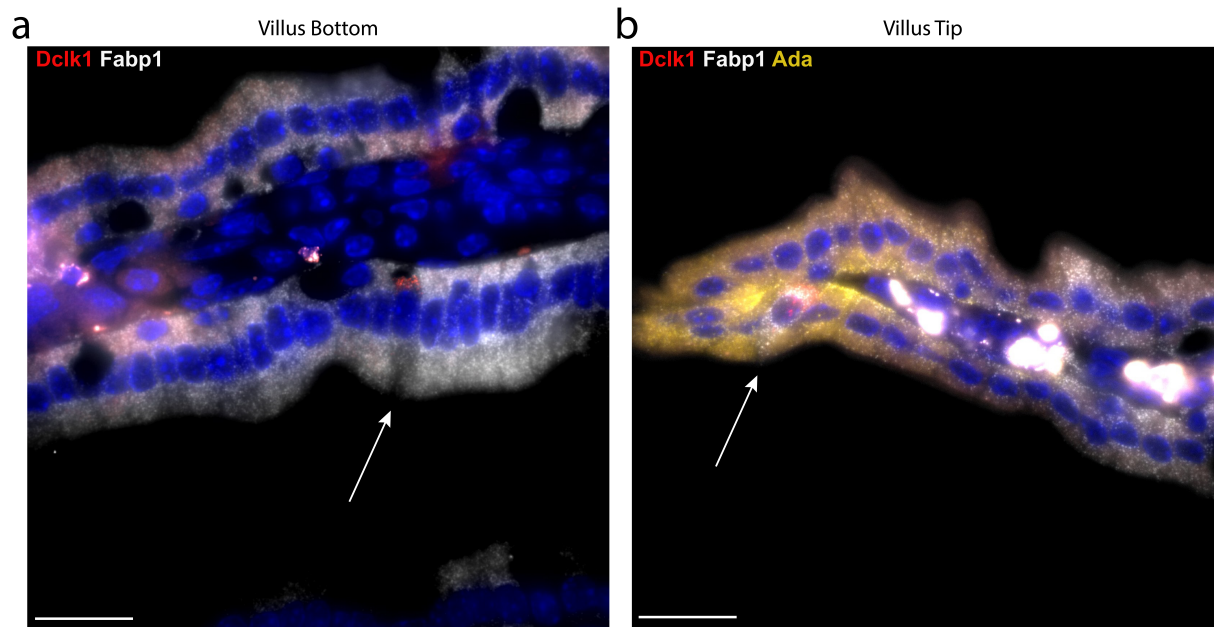

**Supplementary Figure 12** whole images of the representative smFISH in figure 4 of the main manuscript (a) villus bottom (b) villus tip. Scale bar 30 μm. Arrows mark the tuft cells. (a-b) Image representative of n=20 cells over 2 mice.

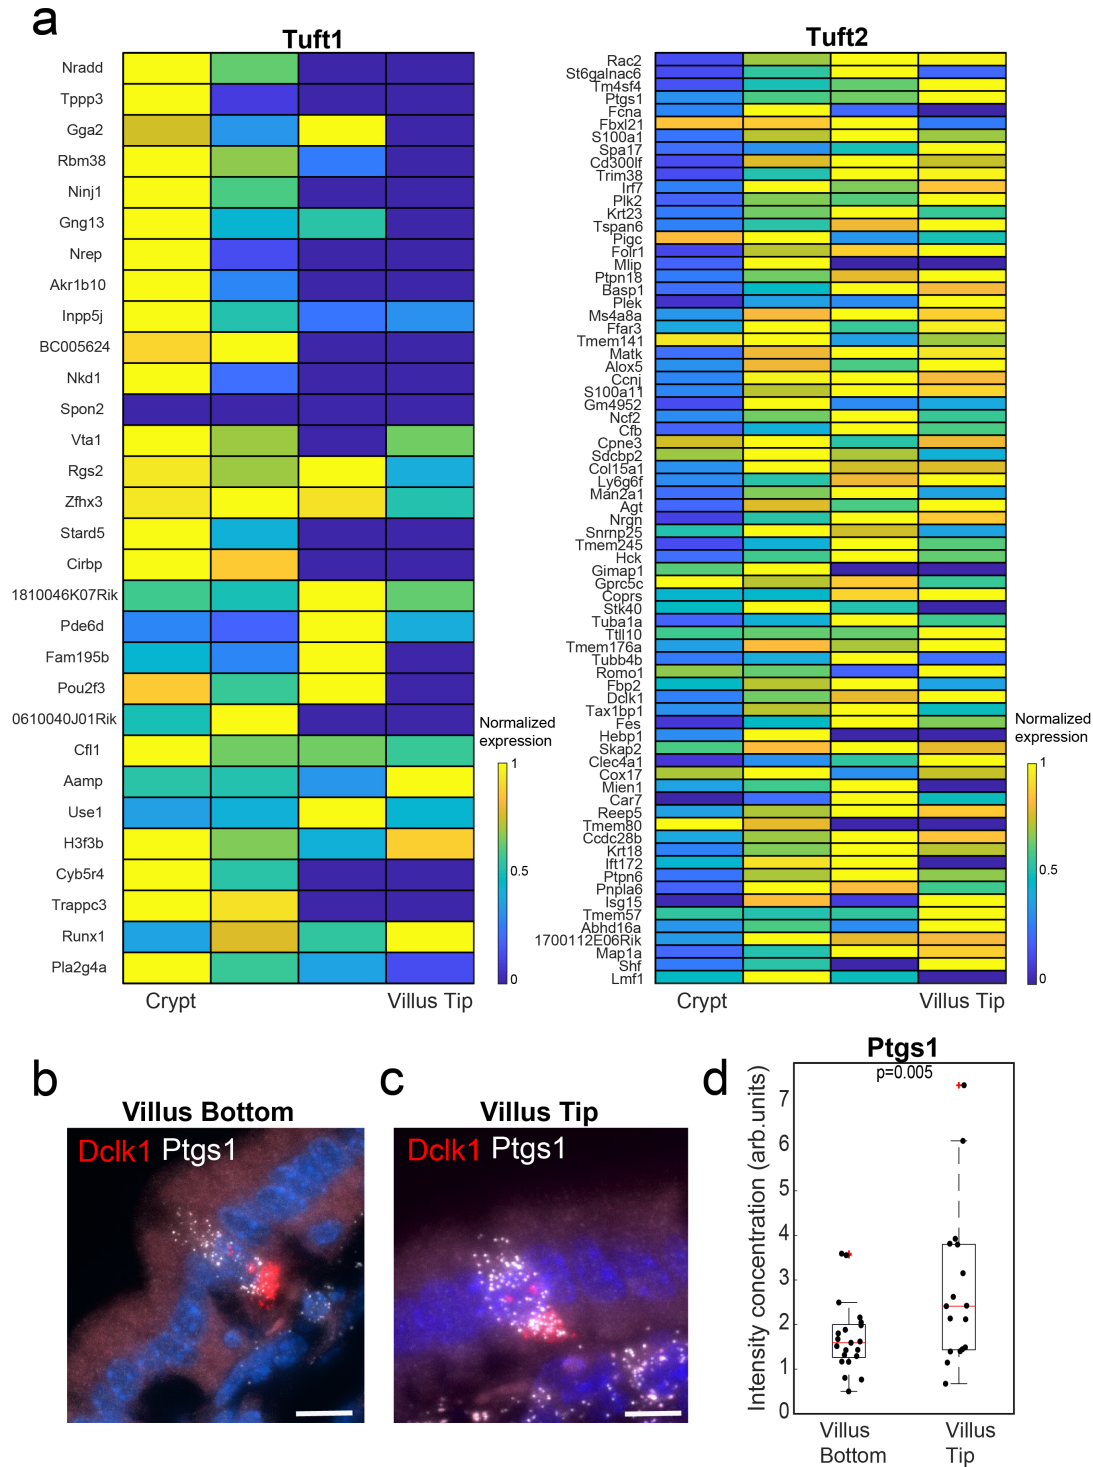

**Supplementary Figure 13** (a) Heatmap of zonation profiles of genes specific for Tuft1 and Tuft2 classes. List of Tuft1 and Tuft2 genes was taken from the “consensus gene list” which appears in Supplementary Data 7 of Haber et. al.<sup>17</sup>. Profiles are normalized to their maximal value across the crypt-villus zones. (b-c) Representative smFISH images of the Tuft2 zonated gene *Ptgs1* (white dots) in a villus bottom (left) and a villus tip (right) tuft cell. Tuft cells were identified by *Dclk1* expression (red). Scale bar 15 $\mu$ m. (d) Quantification of *Ptgs1* smFISH experiment. P value was calculated by Mann Whitney U test two-sided. n =

20 cells, 2 mice. Red lines are medians, black boxes are 25-75 percentiles. Whiskers extend to the most extreme data point within 1.5× the interquartile range (IQR) from the box. Source data are provided as a Source Data file.

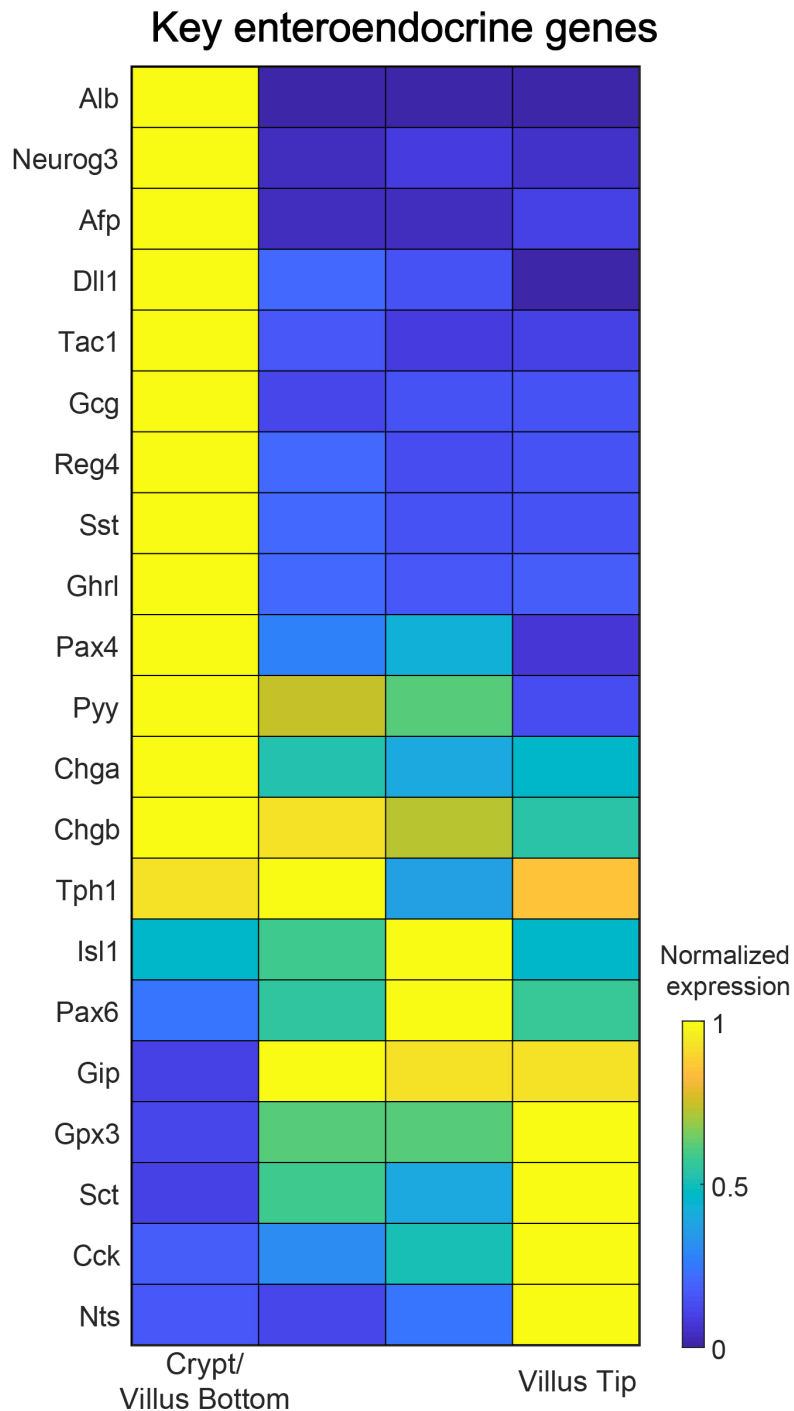

**Supplementary Figure 14** Heatmap of zonation profiles of genes encoding key enteroendocrine genes. Profiles are normalized to their maximal value across the crypt-villus zones.

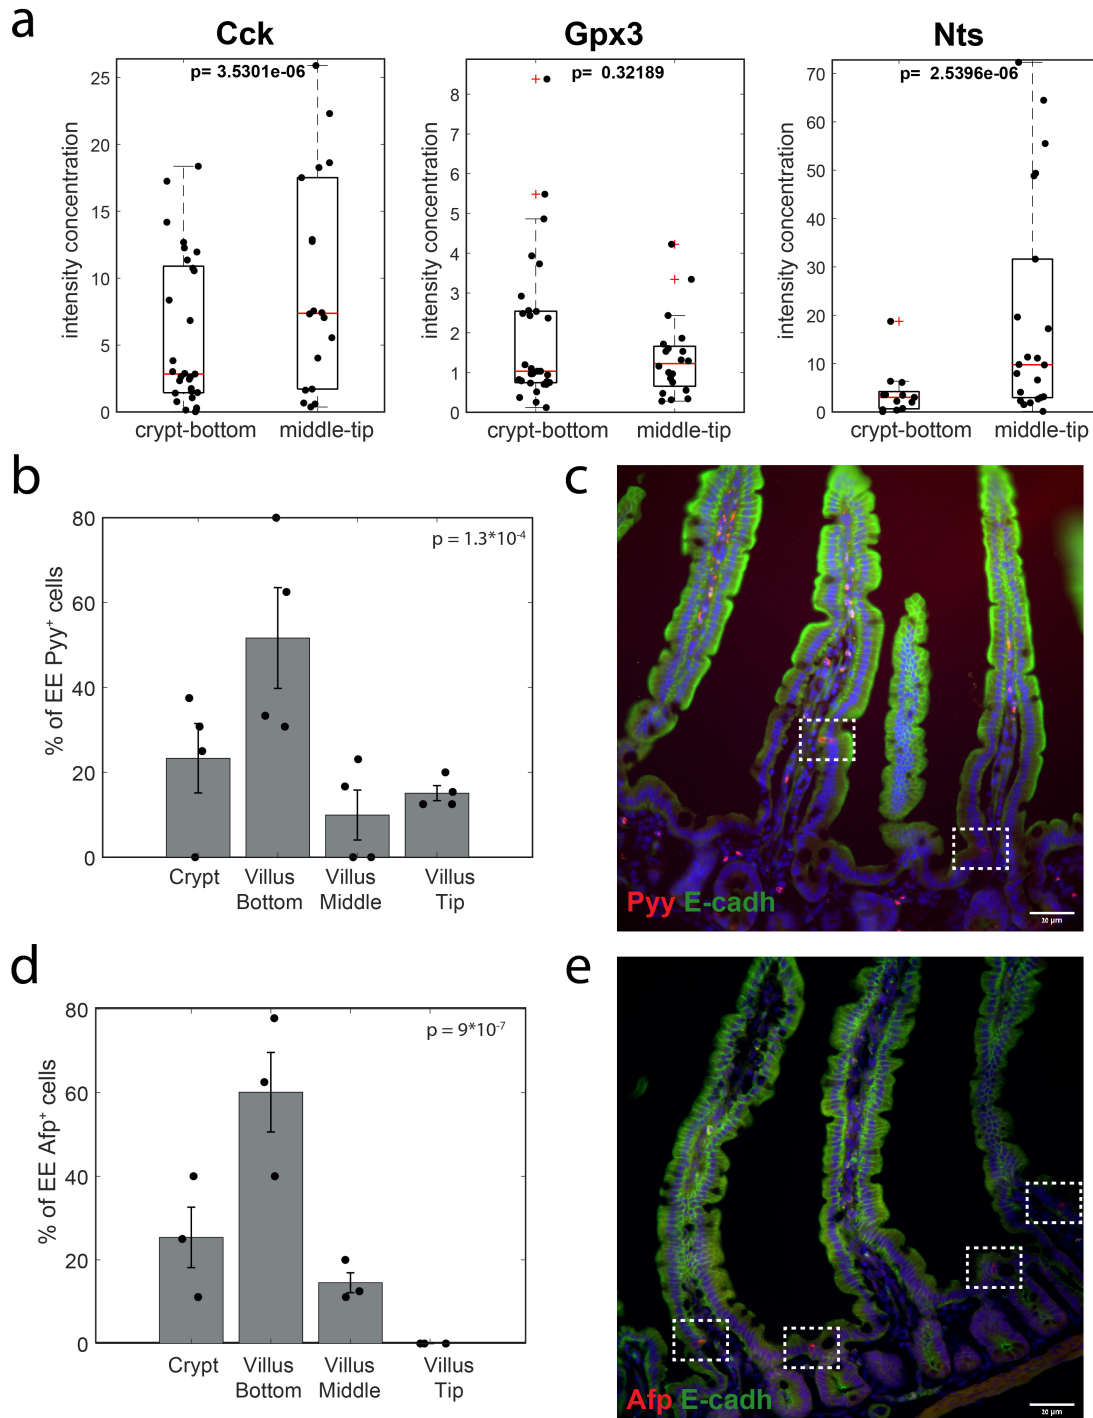

**Supplementary Figure 15** (a) SmFISH quantification of zoned enteroendocrine genes. Red lines are medians, black boxes are 25-75 percentiles. Whiskers extend to the most extreme data point within 1.5× the interquartile range (IQR) from the box. P value was calculated by Mann Whitney U test two-side. n=3-4 mice. (b,d) Quantification of Pyy+ and Afp+ enteroendocrine cells in crypt and villus bottom, middle and tip over 3-4 mice. P values are Fisher exact tests (two-sided) for the frequencies of the cells between the two lower zones and two upper zones. Representative smFISH images of the enteroendocrine crypt-zonated gene (c) Pyy (red) and (e) Afp (red). (c,e) Image representative of n= 3-4 mice. Source data are provided as a Source Data file.

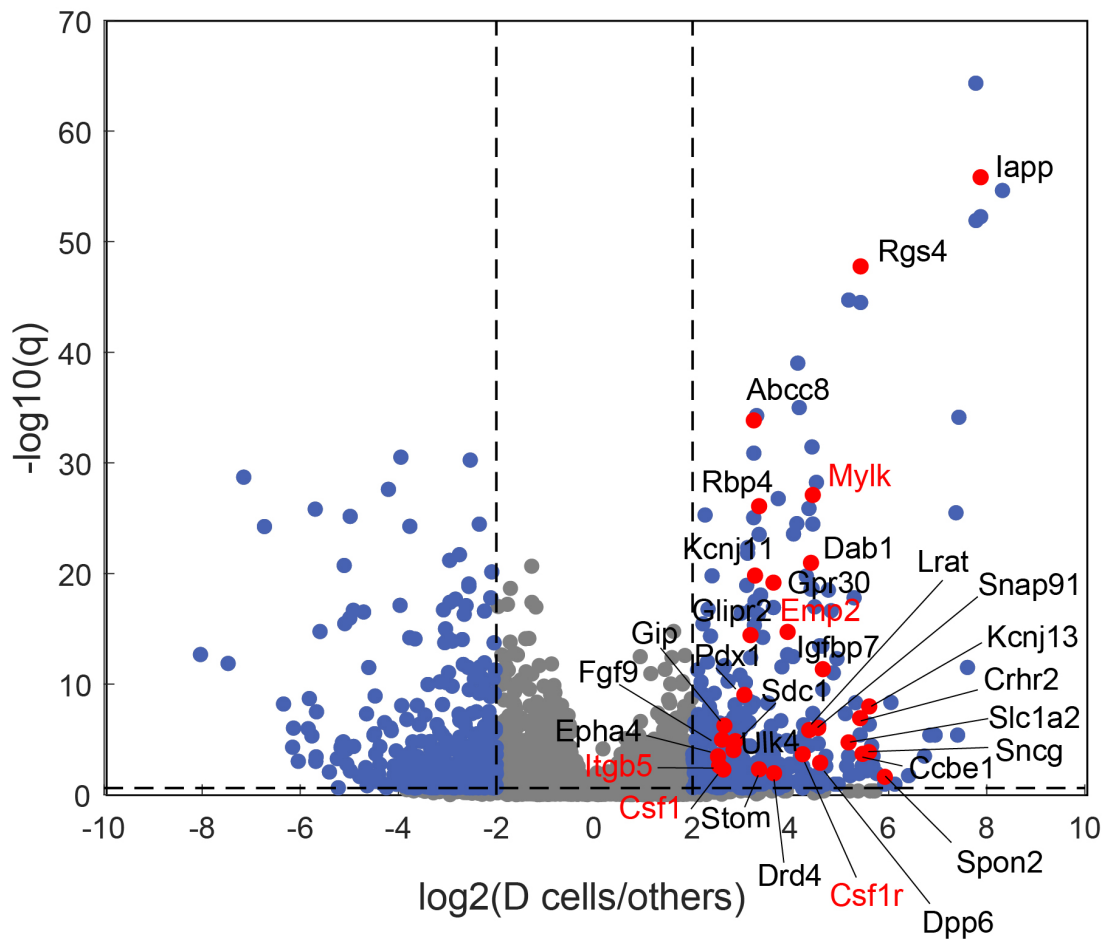

**Supplementary Figure 16** Differential gene expression (DGE) analysis between D cells and EC and L cells. Volcano plot of DGE between D cells and EC and L cells. Labeled dots are selected differentially expressed genes related to GO adhesion program.

## a Interaction villus bottom

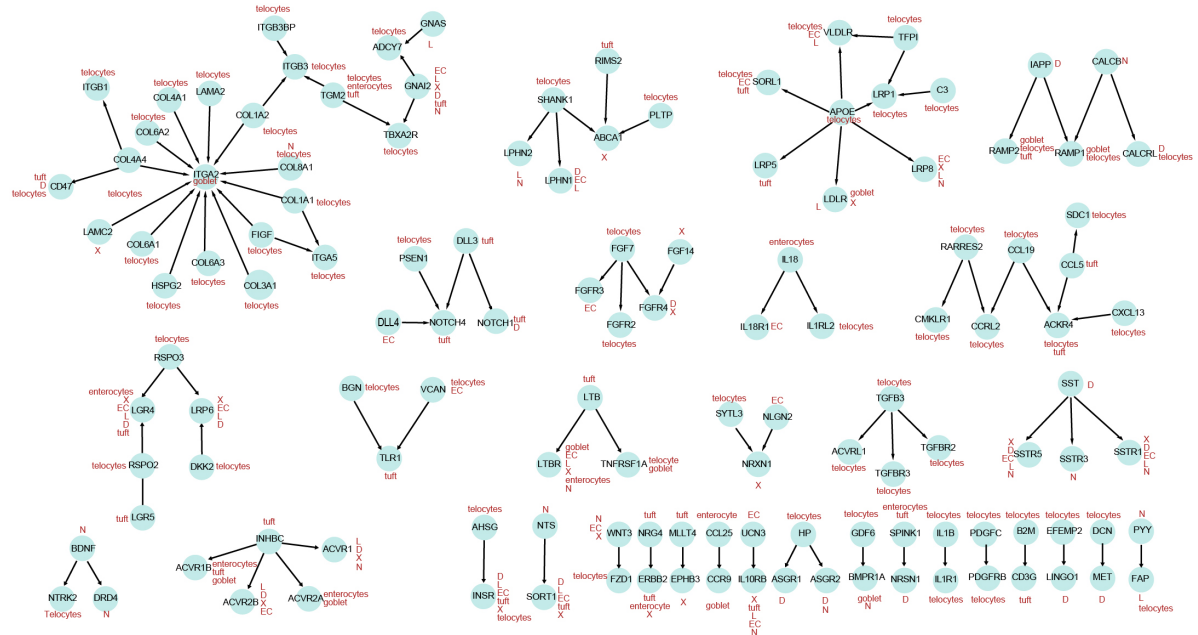

## b Interaction villus tip

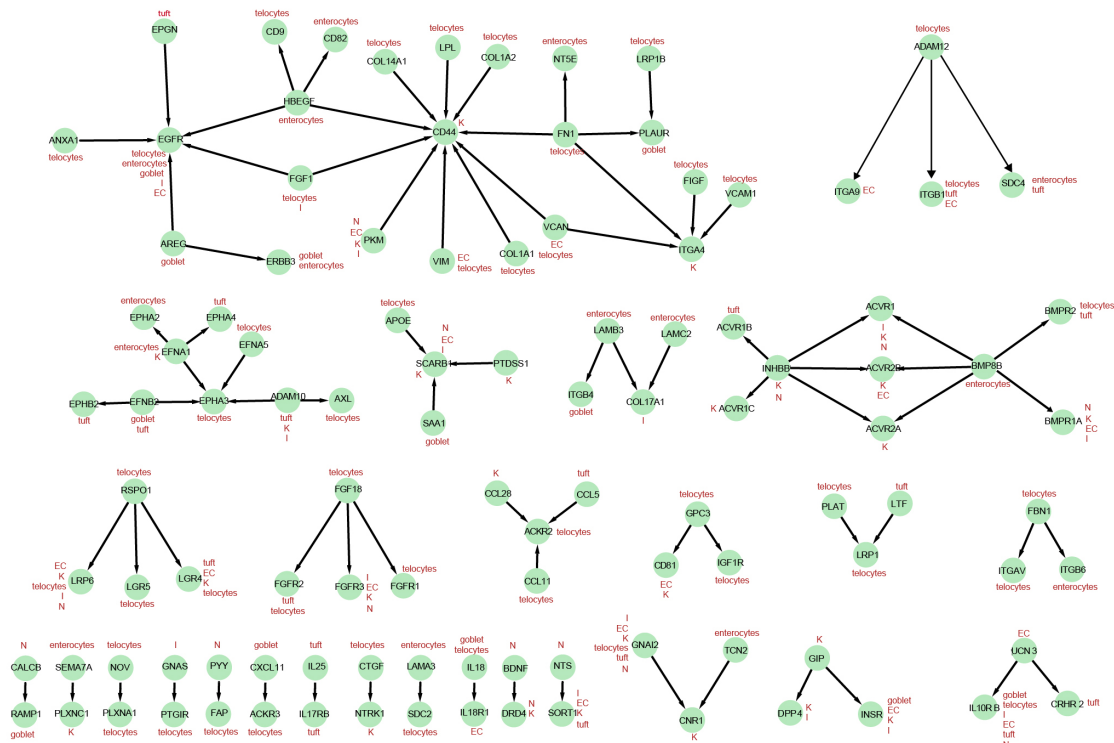

**Supplementary Figure 17** Networks of enriched ligand-receptor interactions between epithelial and mesenchymal cells (a) at the villus bottom and (b) at the villus tip. Expression of either the ligand or the receptor above  $2 \times 10^{-5}$  and  $Z_{interaction}$  higher than 5 (Methods).

**a - Clumps gating strategy**

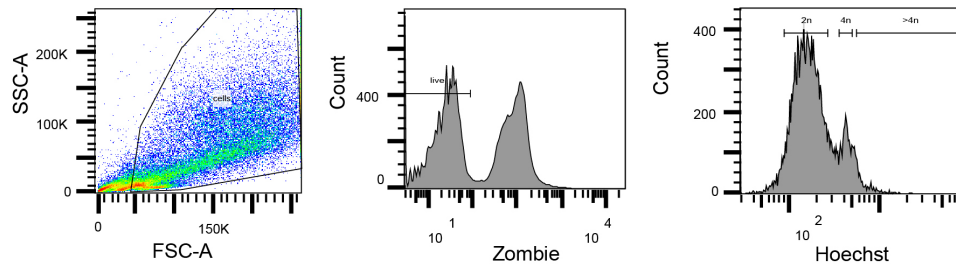

**b - Enteroendocrine and goblet gating strategy**

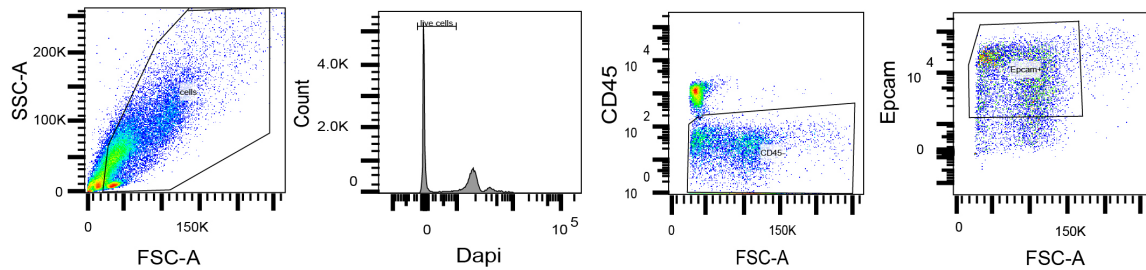

**c - Tut cell gating strategy**

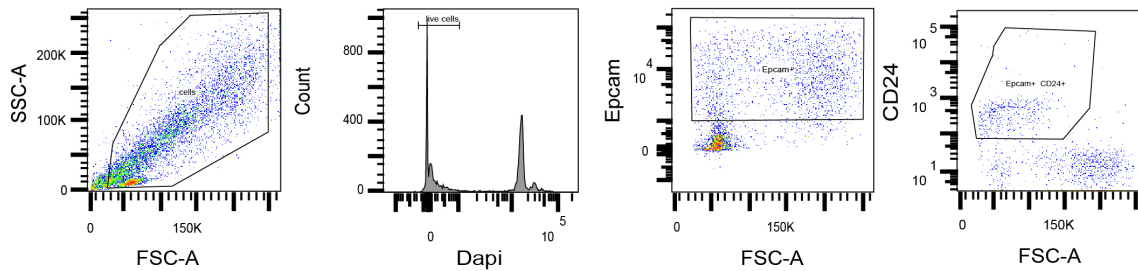

**Supplementary Figure 18** FACS gates used to enrich for (a) clumps, (b) enteroendocrine and goblet single cells and (c) tuft cells. For clumps sorting, dead cells were excluded using the Zombie green staining and clumps were sorted based on Hoechst histogram. For single cell sorting, dead cells were excluded on the basis of Dapi incorporation. To enrich for enteroendocrine cells, cells were gated on CD45<sup>-</sup> Epcam<sup>+</sup>. Since tuft cells express CD45, to enrich for those, cells were gated only on Epcam<sup>+</sup> CD24<sup>+</sup>.

# Supplementary material for: Clump sequencing exposes the spatial expression programs of intestinal secretory cells
**Source:** Nat Commun. 2021 May 24;12:3074. doi: 10.1038/s41467-021-23245-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Data 1.

Description: Landmark genes table

Title: Supplementary Data 2.

Description: Clumps zonation table. P values were calculated with the

Kruskal -Wallis test, q values adjusted for multiple comparisons were calculated using

the Benjamini and Hochberg method (implemented in the MATLAB function mafdr),

applied to all genes for which maximal expression across zones exceeded 5*10-6.

Title: Supplementary Data 3.

Description: Single cell zonation table. P values were calculated with the

Kruskal -Wallis test, q values adjusted for multiple comparisons were calculated using

the Benjamini and Hochberg method (implemented in the MATLAB function mafdr),

applied to all genes for which maximal expression across zones exceeded 5*10-6.

Title: Supplementary Data 4.

Description: GSEA results

Title: Supplementary Data 5.

Description: Sequences of smFISH probes

Title: Supplementary Data 6.

Description: Mean expression by cell types

Title: Supplementary Data 7.

Description: Cell type markers

Title: Supplementary Data 8.

Description: Proportions of secretory cells

Title: Supplementary Data 9.

Description: GO results

Title: Supplementary Data 10.

Description: Ligand-receptor analysis

Title: Supplementary Data 11.

Description: Robustness analysis parameters

How the deposited data were processed for this re-analysis (not part of the article)

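Clumps of 2 or more cells and single cells of the mouse jejunum were sequenced by MARS-seq. The authors sorted clumps by DNA content into pairs (4n) and larger clumps (above 4n), placed them in 384-well plates with 4 wells per plate left empty, aligned reads to GRCm38 with Ensembl gene models and counted UMIs per gene and well. The authors deposited whole-number UMI counts, 1 table for clumps and 1 for single cells. Both tables hold only whole numbers and many wells of few UMIs, so they come before the background subtraction and the filters that the paper describes, and no normalization was applied to them. Every well in both tables matched a labelled plate. The clump table held 27538 genes and 17162 wells, and the cell table 23379 genes and 16850 wells. Gene positions are those of the GRCm38 annotation, the build the authors used.

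The mouse was the replicate in every test. Mice are numbered apart in the tables, so mouse 1 of the clumps and mouse 1 of the cells are not taken as the same animal. Clumps came from mice 1 to 5 as pairs and from mice 1, 4 and 5 as larger clumps. Mouse 6, labelled above 2n, was used only where it is named. Within 1 table, groups with the same number are taken as the same animal. In the table of cells, 3 plates of mouse 2 are labelled 4 months and the others 3 months, and whether they come from the same animal cannot be told. After the group means were removed, the log expression of the groups of 1 mouse correlated at 0.195 to 0.374 between zones, at 0.148, 0.105 and 0.347 between goblet-like groups, at 0.362 between tuft-like groups and at 0.227 to 0.377 between pairs and larger clumps. In enteroendocrine clumps it was −0.105 in mouse 2 and 0.236 to 0.305 in the other mice. The main tests have no term for the mouse, and a block for the mouse was one of the alternatives.

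Clumps were kept with at least 200 genes, at most 30% mitochondrial UMIs and over 500 UMIs, and the 2% with the lowest share of landmark UMIs were left out. Background was not subtracted, since the files do not name the empty wells. The 4 well positions with the fewest UMIs on the clump plates had medians of 55, 64, 101 and 123.5 UMIs there and of 16, 16, 28 and 30.5 UMIs on the plates of single cells. Depth per clump, per sum and per mouse is given with the results. A zone was given by the landmark list (crypt, mid-villus or villus tip) whose 0 or 1 indicator correlated best with the normalized landmark values of the clump. The spatial reference of the paper and several supplementary tables were held here only in part and were not used for zones.

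Secretory types were assigned to clumps as the paper describes, from the marker sums of Supplementary Data 7, z scores, 3 principal components and 1 ray per type fitted to clumps beyond the 99th percentile of distance. A clump needed a z score of its distance to the nearest ray under −1, and the farthest clumps were kept up to the proportions of the paper's tables times 2 for pairs and 3 for larger clumps. Shares of clumps were compared by exact permutation tests, two-sided.

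Single cells were kept with 200 to 7000 UMIs, 150 to 1500 genes and at most 40% mitochondrial UMIs. They were clustered with scanpy 1.11.5 on 2000 variable genes, 25 principal components and 20 neighbors, with Leiden clusters from igraph 0.11.9 at a resolution of 0.1. Mitochondrial genes and a few highly abundant RNAs were kept out of the clustering. A cluster took the name of the marker list with the most genes, and at least 3, among its 50 leading genes, out of lists for goblet, enteroendocrine, tuft, Paneth, enterocyte, stem and dividing, and immune cells. No cluster was led by the Paneth list or by the list for stem and dividing cells. As an alternative, cells were taken by the highest marker sum, of at least 10 UMIs. No doublet caller was run. Eta was computed from the landmark genes of Supplementary Data 1 in cells with at least 5 landmark UMIs. A mouse entered a group with at least 5 cells or clumps.

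Sums per mouse were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr), with Benjamini-Hochberg adjustment, at 0.05 for clumps and at the paper's 0.25 for single cells, there among genes above 0.005% of UMIs in either group. Genes said to have too few UMIs are those that filterByExpr left out, since their level was too low in too many sums, whatever their total. Gene sets of 6 kinds (ribosomal proteins, splicing factors, RNA polymerase subunits, tight junction, interferon response and mucus genes) were listed by gene symbol and, where enough genes could be tested (the splicing and polymerase sets had too few), tested with camera of limma 3.58.1. Changes along the axis in clumps and in cells were compared by Spearman's correlation across genes, on mean CPM with 5 CPM added. Alternatives used DESeq2 1.42.0, its size factors in edgeR, no filter on low counts, the mouse as a block, each mouse left out in turn, other limits on UMIs, landmark UMIs and eta, other rules for zones and cell types, and fry in place of camera. Subtraction of the background of the 4 emptiest wells, the gene rule of the legend of Fig. 2i–l and camera with an estimated correlation were added after seeing the data, as were several tests of explanations, which are named with the values they concern. The main comparisons and the other alternatives were fixed before the data were examined. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

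The genes named in the text were listed by rule: the genes that the paper's results, Fig. 2a–d, Fig. 3a–c or Fig. 4a name for the cell type compared, and for each test across all genes the 3 largest rises and the 3 largest falls among genes past the threshold that changed the same way in every mouse with both groups. Genes outside this rule are named as such.

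Each test was first run on simulated negative binomial counts with the gene levels, depths and dispersions of the real sums and 200 genes changed by a log2 fold of 2 up or down. For villus tip against crypt clumps, 65 of the 74 changed genes with enough counts were recovered, with 2 false calls. For goblet-like cells 23 of 23 were recovered with 5 false calls, and for tuft-like cells 37 of 97 with 3. For enteroendocrine clumps 2 of 6 were recovered with 1 false call, and for larger clumps against pairs 60 of 134 with 2. In the simulation the recovered genes all had the right sign.

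Left out were the smFISH measurements and the single cells of other studies, which were not analysed here. A test of free RNA as the source of Fabp1 in tuft-like cells, by the ratio to other genes, is not reported here.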

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

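The tests of depth for the correlation of mouse 4, of depth for the goblet share of mouse 3 and of the sort gate for tuft-like and enteroendocrine-like cells were chosen after the results were seen. In 20 groups of 4 or 5 mice, the highest or lowest mouse was compared with the others by Dixon's gap over range at the 95% level, and 7 groups had a mouse past it. Chance alone gives about 1 in 20 groups.

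The crypt held 77.9% of the pairs of mouse 4, against 24.2% to 35.7% in the other 4 mice. Low depth, which weakens the landmark signal, would raise the share of crypt calls in the other mice too when their clumps are thinned. With every clump thinned to 500 UMIs, the highest crypt share among the other mice was 31.0%, against 74.0% in mouse 4, so the tables argue against depth. The mitochondrial share of the pairs was also high in mouse 4, at 19.4%, but it was 19.7% in mouse 5. The crypt share in mouse 5 was 35.7% of only 42 pairs. It lay above the 24.2% to 32.7% of mice 1 to 3 and far below the share of mouse 4. A different dissociation or sampling of mouse 4 stays open and was not tested, and the design gives no biological difference between the mice.

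The correlation of tip and crypt landmarks was −0.482 in mouse 4 and −0.771 to −0.728 in the other mice. If the crypt-rich mix of zones in mouse 4 were the whole cause, the other mice drawn in the same mix would come to its value. Their mean was then −0.617, and each lay between −0.592 and −0.641, so the mix moves the value toward that of mouse 4 without reaching it. Thinned to 500 UMIs, mouse 4 still stood apart, with a gap of 0.885 of the range, which argues against depth. Among pairs only, rho was −0.573 in mouse 4, −0.495 in mouse 5 and −0.759 to −0.705 in the others, so mouse 4 does not stand apart there. What else sets mouse 4 apart stays open, and no biological explanation was tested.

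Among pairs of the crypt, the share reaching the goblet threshold was 4.07% in mouse 3 and 0% to 0.649% in the other mice, and the tuft share was 0.239% in mouse 3, a single clump of 418, and 0% in the others. Mouse 3 also had the deepest pairs, with a median of 2621 UMIs. With clumps thinned to 500 UMIs and the threshold lowered to match, the goblet share was 0.239% in mouse 3, 0.649% in mouse 1 and 0.452% in mouse 2, and mouse 3 no longer stood apart. Each of these is 1 clump, too few to decide, so depth and other differences of mouse 3 cannot be told apart. No explanation was tested for the tuft share.

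Mouse 2 gave 157 tuft-like cells, against 4 to 19 in the other mice, and 220 enteroendocrine-like cells, against 8 to 12. Its plates were sorted with different gates. Tuft-like cells made up 9.44% (95% exact interval 7.77% to 11.3%) of the cells on the plates labelled CD24 and 1.22% on the plates labelled Epcam. Enteroendocrine-like cells made up 17.5% and 1.75%. On the plates of mouse 2 with no named gate they made up 48 (34.3%) and 21 (15.0%) of 140 cells, and on the plates of mouse 1 labelled Cd24 high 0 and 5 (14.7%) of 34. The shares of enteroendocrine-like cells are consistent with the sort gate as a source of their number. For tuft-like cells the gate and other differences between plates cannot be told apart, since the plates with no named gate had the highest share. Plates labelled with CD24 alone came only from mouse 2, so a difference between the mice stays open beside the gate.

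The median cell held 2858.5 UMIs in mouse 1 and 1441.5 to 1630.5 UMIs in mice 2 to 4. The cells of mouse 1 included no immune-like cells, whose median was 836 UMIs, while the other mice had 268 to 685 of them. Whether this mix accounts for the gap was not tested.

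The 4 plates of mouse 6, labelled above 2n, were left out of the main comparisons here. They gave 249 clumps with a zone, 104 in the crypt, 71 in the mid-villus and 74 at the villus tip. Of the 2865 genes that differed between villus tip and crypt in mice 1 to 5 and had at least 10 UMIs in mouse 6, 2510 (87.6%) changed in the same direction. With the zones of mouse 6 shuffled 100 times, the median was 47.3% and the highest 76.6%, so zones called by chance are argued against. The landmark genes are left out of these counts, but genes that vary with them across cells of any kind would behave likewise, and a biological reading as the same crypt-villus axis remains a hypothesis.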

How the results depend on the processing

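Subtraction of the background of the 4 emptiest wells, the gene rule of the legend of Fig. 2i–l and camera with an estimated correlation were chosen after seeing the data. Leaving the background in, listed as an alternative at the start, coincides with the main setting because the files do not name the empty wells. Over all results with an alternative fixed in advance, 146 kept their direction and their side of the threshold (or stayed within 1.5 times a count or 1 SD of a value), 27 moved further, 5 were weaker and 6, all differences in the share of crypt clumps that passed no threshold, changed sign. Of those added later, 16 kept it and 4 were weaker. Some of the results counted as kept could not have changed. The share of assigned Paneth clumps in the crypt was 100% by construction under every setting of the assignment. In most settings no hormone gene of enteroendocrine clumps was tested, so the count called stayed at 0. Unless a cause is given below, the cause was not tested.

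Genes differing between villus tip and crypt clumps numbered 3103. Without a filter on low counts 5443 were called, 1074 higher and 4369 lower, where more genes were tested (23736). With pairs only 1951 were called, where fewer were tested (3702). With each mouse left out in turn the count ranged from 2025 (without mouse 3) to 3666 (without mouse 5). With DESeq2's size factors the split was 1082 higher and 2016 lower, against 1401 and 1702, with the median of all genes at −0.36 and not −0.06. For the named genes, 270 combinations of gene and alternative kept their call, 12 gained and 4 lost it. The losses were Slc5a1 (no filter, pairs only), Slc7a7 (no filter, adjusted p = 0.0523 by edgeR) and Mki67, to which DESeq2 gave no adjusted p, at a log2 change of −4.32. The gains were in Slc7a8 and Slc2a2.

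For goblet-like cells the count was 206. It was 944 without a filter on low counts, where 2164 genes were tested, and 121 at an adjusted p under 0.05. With each mouse left out it ranged from 129 (without mouse 3) to 338 (without mouse 2), and it was 330 without mouse 1. DESeq2's size factors gave 115 higher and 92 lower, against 97 and 109. For the named genes 157 combinations kept their call, 18 gained and 7 lost it. The losses were in Spink4, Fcgbp and Zg16, and the gains in Clca1, Muc13 and Tff3.

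For tuft-like cells 0 genes were called by edgeR or DESeq2, with 12 and 0 at an unadjusted p under 0.05. With the mouse as a block 5 were called, and between the lowest and highest of 3 equal parts of eta, where 1 crypt-ward sum is assumed to vary like the tip-ward sums, also 5. With cells taken by marker sums 16 were called, where the crypt-ward sums come from mice 2 and 3 and the tip-ward sums from mice 1 and 2, so that all values under this setting are confounded with the mouse. All were lower tip-ward. Named after the values were seen, the 5 with the block were Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Hmgb1, and the 5 by 3 parts of eta were the same 4 globin genes and mt-Atp8. Whether free RNA from blood contributes to the globin calls was not tested. Leaving a mouse out would leave 1 sum against 1, with no residual degrees of freedom, so no count was made. For the named genes 40 combinations kept their sign and 9 did not, and none was called. The log2 change of Sucnr1, −0.03 in the main setting, was 0.0177 without a filter on low counts, 0.140 with the block, 0.737 by 3 parts of eta and 0.667 with cells by marker sums. Ctsa turned to 0.238 by 3 parts of eta and 0.457 with cells by marker sums, and Cdx1 to 0.678 with the latter. Il17rb turned to −0.140 with DESeq2 and −0.0486 without the plates labelled 4 months.

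Hormone genes in enteroendocrine clumps had too few UMIs in too many of the sums for the main test. Without a filter 7 were called, and with clumps of over 1000 UMIs 1 was, which was Sct (named after the values were seen).

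Between larger clumps and pairs 0 of 9779 genes were called by edgeR, with 676 at an unadjusted p under 0.05. DESeq2 called 1, the mouse as a block gave 50, with mice 2 and 3 left out of that test, and the counts with each mouse left out ranged from 0 (without mouse 1, among others) to 1 (without mouse 4). The gene called by DESeq2 and without mouse 4 was in both cases Dis3l, named after the values were seen.

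The differences in the share of crypt clumps, larger clumps minus pairs, passed no threshold under any alternative, and some signs changed. Leaving out mouse 1, 4 or 5 leaves 2 against 4 mice, and the block 3 mice, too few for an exact p under 0.05 whatever the values. With all mice, the adjustment over the 4 types keeps any 1 type from passing alone. Thinned to 500 UMIs per clump, with thresholds lowered to match, the goblet difference was −0.268 percentage points, the enteroendocrine −0.00988 and the tuft 0. A thinned clump divides its UMIs among its cells while these thresholds come from single cells, so the 3 values cannot decide on capture. With zones by the highest landmark mean the tuft difference was −0.0494. With each mouse left out, the goblet difference ranged from −0.760 (without mouse 4) to 2.00 (without mouse 5), the enteroendocrine from −0.0554 (without mouse 4) to 0.400 (without mouse 5) and the tuft from −0.0598 (without mouse 1) to 0.118 (without mouse 3). The Paneth difference kept its sign throughout and was 3.33 without mouse 4.

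The share of Paneth clumps in the crypt was 89.0% with at least 10 Paneth marker UMIs, against 100% by the assignment, which allows none on the villus. With proportions times 1 the assigned clumps numbered 602 for goblet, 95 for enteroendocrine, 88 for tuft and 164 for Paneth cells, since the proportions set the allowance. The mean correlation of tip and crypt landmarks stayed within 1 SD of its main value under every alternative run.

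Of the gene sets in goblet-like cells, the camera calls were lost with an estimated correlation, at adjusted p of 0.165 for the ribosomal, tight junction and interferon sets and 0.397 for the mucus set. By fry the mucus set had an adjusted p of 0.0843. With the mouse as a block the tight junction set was at 0.0769 and the mucus set at 0.143. With each mouse left out, the tight junction set ranged from 0.00520 (without mouse 1) to 0.0779 (without mouse 4) and the mucus set from 0.00148 (without mouse 1) to 0.0839 (without mouse 4). The interferon set had no value between the outermost 20% of eta, with too few of its genes tested. The direction of each set, relative to the median of all genes, was the same under TMM and both scalings by DESeq2.

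The goblet correlation across genes, 0.592, was 0.511 with pairs only and 0.396 with the 10-fold genes, of which there are 106 in place of 323. With a mouse left out it ranged from 0.509 (cells without mouse 3) to 0.603 (cells without mouse 1). The tuft correlation, 0.105, was 0.472 with cells taken by marker sums, and ranged from 0.00276 (cells without mouse 2) to 0.227 (cells without mouse 1).

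With the mouse as a block 3418 genes were called between zones, 3086 of them among the 3103, and in goblet-like cells 161 of 245, 141 of them among the 206, with 91 higher and 70 lower tip-ward. Among the named genes the block called Slc2a2 and Slc7a8 in addition. Correlations and assigned numbers have no test and no blocked value. Depth and the number of mice both limit the single cells. With sums of 7021 to 108609 UMIs, 298 genes had enough UMIs for the test in goblet-like cells, and for tuft-like cells 2 mice entered.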

Differences from the paper's values

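The gene rule of the legend of Fig. 2i–l was chosen after seeing the values. The other alternatives named here were set before the data were examined. The paper's tests take clumps or cells as replicates, whereas here the mouse is the replicate, and its zones are 7 for clumps, 5 for goblet cells and 4 for tuft and enteroendocrine cells, against 3 zones for clumps and the outer parts of eta for cells here.

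The paper's share of pairs with goblet genes is about 4.6% in Fig. 2i, read by eye, against 1.03% here, and of larger clumps about 11% in Fig. 2i, read by eye, against 2.20%. The shares here are means over mice. Pooled over mice, closer to the paper's count of clumps, the goblet shares are 1.71% and 4.63%, the enteroendocrine 0.270% and 0.786% and the tuft 0.0899% and 0.0463%. With a threshold of 10 UMIs the values here are 7.52% and 19.1%, no longer apart by both the SD and a factor of 1.5. With clumps thinned to 500 UMIs, over 1000 UMIs or zones by the highest landmark mean they still differ. The enteroendocrine shares are about 1.5% and about 6% in Fig. 2j, read by eye, against 0.186% and 0.422%, and the tuft shares about 5.1% and about 22% in Fig. 2k, read by eye, against 0.0478% and 0.118%. These 4 differ under each of the alternatives set before the data were examined, the threshold of 10 UMIs included. The rule in the legend was chosen after seeing the values and applied to the single cells here, since the paper's gene list was held only in part. With its genes the goblet shares are 1.48% and 2.34%, still apart from the paper's. The enteroendocrine shares are then 6.97% ± 5.75 and 19.6% ± 18.4 and the tuft shares 3.58% ± 4.92 and 12.1% ± 10.2. None of these 4 is apart from the paper's by both the SD and a factor of 1.5. The Paneth share of pairs is about 7.1% in Fig. 2l, read by eye, against 3.18%. It no longer differs with clumps thinned to 500 UMIs (3.86%) or over 1000 UMIs (8.81%), and still does at the threshold of 10 UMIs, which is the main setting for Paneth markers, and with zones by the highest landmark mean.

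The paper reports that the fraction of clumps with secretory transcripts is significantly higher in larger clumps. Here the mean over mice of all 4 shares was higher in larger clumps. Pooled over mice the tuft share was lower, 0.0463% against 0.0899%, with 1 clump each. None of the differences passed an exact test over mice, under any setting, although the settings that leave out mouse 1, 4 or 5 have too few mice to pass. With all mice, 1 type alone could not pass after adjustment over the 4 types, so these tests cannot contradict the paper's statement. The lowest exact p was 0.0714, for goblet markers at 10 UMIs.

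The paper reports 146 tuft clumps, and 222 were assigned here. With over 1000 UMIs per clump the number was 182, within 1.5 times the paper's. With proportions times 1 (88), zones by the highest landmark mean (221) and no limit on the z score (222) it still differs.

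For goblet cells the paper reports 1187 zonated genes of 3967, against 206 of 298 here. Without a filter on low counts 944 were called, within 1.5 times the paper's number, and 2164 tested, which still differs. Under the other alternatives both numbers differ. For tuft cells the paper reports 1240 zonated genes of 7360, against 0 of 1147 here by edgeR (12 at an unadjusted p under 0.05, and 0 called by DESeq2). Both numbers differ under every alternative, the highest count being 16. The paper joins its 159 tuft cells, which it describes as mainly villus cells, with 144 of another study that were not used here, so the crypt-ward part here need not come from the crypt.

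The paper's correlation between tuft clumps and cells is 0.62, against 0.105 here. The paper's value is over 28 genes chosen for a low error, with cells of another study joined in, and the value here over 838 genes in the MARS-seq cells of 2 mice. It differs under each alternative, with 0.472 the closest, for cells taken by marker sums, where the groups come in part from different mice.

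Among genes and directions, the paper shows bottom-villus genes highest at the villus bottom. Their sum was highest in the crypt in 4 of 5 mice here, and Reg3a and Reg1 were highest in the mid-villus in 5 and 4 of 5, where no zone of the villus bottom was defined. The paper places Sucnr1 and Il17rb at the tip in tuft cells, on an axis that includes the crypt. In tuft-like cells here, mainly of the villus by the paper's account, Sucnr1 went from 191 to 161 CPM and Il17rb from 354 to 283 CPM toward the tip, each higher in 1 of 2 mice, while the fitted log2 change of Il17rb was 0.13. Fabp1, also placed at the tip, rose from 3375 to 4141 CPM, in 1 of 2 mice. The log2 change of Sucnr1 was above 0 without a filter on low counts, with the mouse as a block, between 3 parts of eta and with cells taken by marker sums, the last 2 with groups that come in part from different mice. No setting called any of the 3 in tuft-like cells. In tuft clumps, which include the crypt, the log2 change from crypt to villus was 1.83 for Sucnr1 and 1.72 for Il17rb. Both changes have the direction the paper gives, and neither was tested. Tuft clumps of the villus were more often pairs than those of the crypt, so less RNA of other cells can add to both rises.

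The mucus genes most zonated to the tip in the paper are Muc3 and Muc4. Here both had too few UMIs for the main test, and without a filter on low counts both passed (adjusted p = 0.00865 and 0.119 by edgeR), with Muc4 higher in 2 of 3 mice. Clca1, Muc13 and Tff3 rise in the paper. In goblet clumps Clca1 and Tff3 rose too, with log2 changes of 2.58 and 2.24 from crypt to villus tip, which were not tested. Goblet clumps of the villus were more often pairs than those of the crypt, so less RNA of other cells can add to these rises. In goblet-like cells Clca1, Muc13 and Tff3 did not pass the threshold in the main setting. All 3 passed with DESeq2, with its size factors in edgeR, between the outermost 20% of eta and with at least 10 landmark UMIs. The last 2 settings compare groups that come in part from different mice, and with the mouse as a block none of the 3 passed. Clca1 also passed without a filter on low counts and without mouse 1, 2 or 4, and Muc13 without mouse 1 or 2. Of the paper's mid-villus genes, Slc7a9 was highest at the tip in 2 of 5 mice.

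In single enteroendocrine cells of another study, not used here, the paper places Cck and Gip at the villus tip and Pyy in the crypt and villus bottom. In enteroendocrine clumps here Cck was lower on the villus in 4 of 5 mice and Gip in 3 of 5, and Pyy was higher in 2 mice and lower in 2. All had too few UMIs in too many of the sums for the main test. Without a filter on low counts Gip was called lower and Pyy higher on the villus, and Cck was not called. The mean of Gip was 4665 ± 10023 CPM (SD, n = 5 mice) in the crypt and 1012 ± 1558 CPM on the villus, while with the UMIs of all mice pooled it was higher on the villus, 1225 against 570 CPM, so its direction depends on how the mice are weighted.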

Other observations

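The tests of dilution by enterocyte RNA, of a difference of mouse 1, of depth for Paneth markers and of chance for the tight junction and mucus sets were chosen after the results were seen.

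Chance in the grouping of the samples was tested by regrouping. For villus tip against crypt clumps, 1 of 100 splits drawn from 126, the real one, gave as many genes, and the largest other count was 171. This argues against chance over splits that ignore the mouse. The zones were called from the RNA of the same clumps, so genes that vary with the landmarks differ in any case, which regrouping the sums does not test. Among the 16 splits that part both sums of every mouse the real one was again the only 1, but 16 splits cannot give a share under 0.05, and the largest other count was 0. For goblet-like cells 1 of 35 splits gave as many, which argues against chance over splits that ignore the mouse. Another split, with the crypt-ward sums of mice 2, 3 and 4 on one side, gave 200 genes against 206. Splits that part both sums of every mouse are too few here for a share under 0.05, so chance within mice cannot be excluded. For larger clumps against pairs the real count was 0, so that 56 of 56 splits gave at least as many by construction and the test decides nothing. The largest other count, 650, came with the pairs of mice 4 and 5 and the larger clumps of mouse 4 on one side. Chance cannot be excluded for the ribosomal set (6 of 35 splits with an unadjusted p as low), the interferon set (5 of 35), the tight junction set (10 of 35) or the mucus set (23 of 35).

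Ribosomal protein genes were lower in tip-ward goblet-like cells. RNA from enterocytes that diluted the tip-ward cells would lower goblet genes alike. The 82 tested genes at least 3 times higher in goblet-like cells had a median log2 change of 0.467 toward the tip, and the 21 at least 3 times higher in enterocyte-like cells one of −1.30, which argues against dilution. Whether the change belongs to the axis or to other differences between the cells stays open, as the regroupings leave chance open.

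Among the crypt-ward sums of goblet-like cells, interferon response genes were highest in mouse 1, at 3846 CPM. Without mouse 1 the set kept an adjusted p of 0.00520 by camera, with a range of 0.00386 to 0.0184 over the mice left out in turn. A high crypt-ward sum works against a rise toward the tip, so this test does not decide whether mouse 1 differs.

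Of 1756 larger clumps of the crypt of mouse 4, 97 carried goblet and 582 Paneth markers and 40 carried both. If both types entered clumps independently, 32.1 would be expected, with a Poisson range of 22 to 44, so the number with both is consistent with independent entry.

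Paneth markers were seen in more larger clumps than pairs, and depth could add to that. With clumps thinned to 500 UMIs, and the threshold lowered from 10 to 1.94 UMIs, the difference was 7.40 percentage points, against 12.6 before, with exact permutation p of 0.214 and 0.143 for 3 mice against 5, so depth and the number of cells cannot be told apart here.

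In enteroendocrine clumps, from which the paper took landmarks to place single cells of another study, the hormone genes had too few UMIs in too many of the sums for the main test. Between villus and crypt clumps of 5 mice, Gcg stood at 47.5 against 1010 CPM and Ghrl at 8.63 against 821 CPM, each lower on the villus in 4 of 5 mice. Sct stood at 2044 against 202 CPM, higher in 4 of 5. Pyy stood at 1239 against 129 CPM, higher in 2 mice and lower in 2. Cck was lower in 4 of 5 mice and Gip in 3 of 5, although with all mice pooled Gip was higher on the villus (1225 against 570 CPM). Without a filter on low counts, edgeR called 7 of 14 hormone genes at an adjusted p under 0.05. Gcg (log2 change −5.14, adjusted p = 2.00e-05), Ghrl (−6.21, 9.93e-06), Gip (−2.45, 0.0315) and Neurog3 (−5.89, 0.0231) were lower, and Sct (2.70, 0.00394), Pyy (2.88, 0.00164) and Nts (2.20, 0.0390) higher. Nts was higher in 1 mouse and lower in 1. Of 100 splits of the 10 sums, 1 gave as many, the real one, and the largest other count was 4. Gcg, Ghrl and Neurog3 are crypt landmarks of enteroendocrine cells, so their fall was selected for. Tac1 (100 UMIs over all sums) went from 108 to 52.0 CPM, lower in 4 of 5 mice, Reg4 (67) from 19.5 to 0 and Sst (29) from 35.6 to 0, each lower in 2 of 5, Afp (11) from 2.49 to 0, lower in 1 of 5, and Gpx3 (25) from 48.7 to 144, higher in 4 of 5. Tac1, Reg4 and Sst are crypt landmarks too and Gpx3 a tip landmark. Over all genes of these clumps, which also hold enterocytes, the largest rises on the villus were in Clca4a (log2 change 7.26), Sprr2a3 (5.93) and Apoa4 (5.67), and the largest falls in Rpl23 (−3.99), Rrm2b (−3.46) and Rps7 (−3.44).

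Other genes that the paper or its figures name were measured but belong at no passage. In goblet-like cells Cdkn1a rose toward the tip from 154 to 311 CPM, in 3 of 3 mice (log2 change 1.49, standard error 0.62, adjusted p = 0.0701 by edgeR). Neat1 (58 UMIs) went from 58.7 to 306 CPM, higher in 3 of 3 mice, and Rpl3 (49 UMIs) from 285 to 14.5 CPM, lower in 2 of 3, both with too few UMIs for the test. In tuft-like cells Plek had a log2 change of 0.38 (standard error 0.61, adjusted p = 0.996 by edgeR), and Cirbp and Inhbc had 9 and 2 UMIs, too few for the test.

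Pairs and larger clumps of mouse 4 differed in depth (972.5 against 7665.5 UMIs) and mitochondrial share (19.4% against 5.25%). Immune-like cells numbered 1605. In mouse 2 they were 649 of 1080 cells on the CD24 plates and 0 of 573 on the Epcam plates, in mouse 3 673 of 1260 on the plates labelled only Epcam and 12 of 276 on those labelled CD45 Epcam, and in mouse 4 249 of 802 on the plates labelled only Epcam and 19 of 258 on those labelled CD54 Epcam. No explanation was tested for either. By the Methods section, sorted single cells were negative for CD45, except for tuft cells, which were gated on Epcam and CD24 alone. A gate without CD45 would admit immune cells, but the labels do not say which plates had it.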
